# Hypothalamic Rax^+^ tanycytes contribute to tissue repair and tumorigenesis upon oncogene activation in mice

**DOI:** 10.1038/s41467-021-22640-z

**Published:** 2021-04-16

**Authors:** Wenhui Mu, Si Li, Jingkai Xu, Xize Guo, Haoda Wu, Zhenhua Chen, Lianyong Qiao, Gisela Helfer, Falong Lu, Chong Liu, Qing-Feng Wu

**Keywords:** CNS cancer, Cellular neuroscience

## Abstract

Hypothalamic tanycytes in median eminence (ME) are emerging as a crucial cell population that regulates endocrine output, energy balance and the diffusion of blood-born molecules. Tanycytes have recently been considered as potential somatic stem cells in the adult mammalian brain, but their regenerative and tumorigenic capacities are largely unknown. Here we found that Rax+ tanycytes in ME of mice are largely quiescent but quickly enter the cell cycle upon neural injury for self-renewal and regeneration. Mechanistically, Igf1r signaling in tanycytes is required for tissue repair under injury conditions. Furthermore, Braf oncogenic activation is sufficient to transform Rax+ tanycytes into actively dividing tumor cells that eventually develop into a papillary craniopharyngioma-like tumor. Together, these findings uncover the regenerative and tumorigenic potential of tanycytes. Our study offers insights into the properties of tanycytes, which may help to manipulate tanycyte biology for regulating hypothalamic function and investigate the pathogenesis of clinically relevant tumors.

## Abstract (web summary)

Tanycytes contribute to the regulation of multiple hypothalamic functions. Here the authors investigate the regenerative and tumorigenic potential of adult Rax+ tanycytes in the median eminence in the context of the stem cell niche in mice.

## Introduction

Hypothalamic tanycytes share many common features with ependymal cells but display a unique morphology and distinct functional features^1,2^. They are polarized cells, with cell bodies lining the third ventricle, elongated processes extending into the parenchyma, and endfeet contacting the pial surface of the brain^3,4^. In the median eminence (ME), a structural link between the hypothalamus and pituitary gland, tanycytes contribute to the regulation of multiple hypothalamic functions including the diffusion of blood-borne molecules, neuroendocrine output, energy balance, and reproductive ageing^1–3,5–10^. Tanycytes in ME have been implicated in the maintenance of hypothalamus-mediated body homeostasis, but have also been recently identified as a possible key component of stem cell niche due to their prominent expression of neural progenitor markers and their potency of proliferation and differentiation^6–8,11–14^. While somatic stem cells, in general, are characterized by their self-renewal, regenerative, and tumorigenic potential^15–17^, it remains largely unknown how ME tanycytes maintain themselves and to what extent the disturbance of such homeostasis contributes to diseases such as cancer.

Single-cell RNAseq technology has recently been applied to dissect the self-renewal and regenerative capacity of ependymal cells^18,19^. In particular, the combination of cell lineage tracing with single-cell profiling shows that ependymal cells do not function as latent neural stem cells (NSCs) to self-renew and repair the damaged neural tissue^19^. As specialized ependymal cells, the role of tanycytes in tissue repair is still unknown. Interestingly, the ultrastructural analysis identifies tanycytes as uniciliated ependymal cells^20^, implicating a potentially different function from typical ependymal cells.

Another important characteristic of somatic stem cells is their tumor-initiating potential^15,21,22^, but the tumorigenic capacity of tanycytes has never been reported. Craniopharyngioma is a benign but aggressive intracranial tumor that occurs in between the hypothalamus and pituitary gland^23–25^. Clinically, craniopharyngioma is subdivided into adamantinomatous and papillary subtypes, which differ in genetic mutations and onset of age^24,25^. Papillary craniopharyngiomas are restricted to adult-onset with a much higher mortality rate and frequently driven by somatic Braf^V600E^ mutation^24–27^. Although the clinical endoscopic studies imply that papillary craniopharyngiomas may originate from the hypothalamus-pituitary axis including ME^28,29^, the cell-of-origin for adult-onset craniopharyngiomas remains unknown. We wondered whether ME tanycytes could develop into craniopharyngioma-like tumors upon oncogene activation in the adult brain.

Retina and anterior neural fold homeobox transcription factor (*Rax*) is selectively expressed in hypothalamic tanycytes, especially those at the ventral part of the third ventricle^30^. Here, we aim to deconstruct the regenerative and tumorigenic potential of Rax^+^ tanycytes and speculate that whether tanycytes in ME serve as cells-of-origin for craniopharyngioma. We thereby manipulated tanycyte biology and performed lineage tracing using Rax-CreER^T2^ knock-in mice, and revealed that Rax^+^ tanycytes responded to neural injury for regeneration and contributed to tumorigenesis upon Braf oncogene activation.

## Results

### Transcriptomic analysis of tanycytes in ME and their niche cells

Adult ME has been reported to represent a robust proliferative structure, encompassing a 15-fold higher density of dividing cells compared to other hypothalamic regions^14,31^. Recently, a molecular census of arcuate nucleus and ME cells focused on the heterogeneity of neurons and their roles in regulating energy homeostasis^32^. However, the mitotic activity of tanycytes in the niche remains contentious. To profile the transcriptome of tanycytes in ME (containing β2 subtype) and its neighboring hypothalamic niche (Fig. 1a), we microdissected this particular region from adult mice and acutely dissociated the cells for single-cell RNAseq (Supplementary Fig. 1; “Methods”). 

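The ME of 10 mice, 2 months of age in the sample labels, was pooled into 1 library. It was prepared with a 10x droplet chemistry that tags each captured transcript with a unique molecular identifier (UMI). The authors aligned the reads and counted UMIs with Cell Ranger on an Ensembl reference, and deposited the UMI count of each gene in each cell without normalization. The table held 990 cells and 9846289 UMIs, and 18181 genes had at least 1 UMI. Cells carried between 3284 and 57119 UMIs, with a median of 7832, and a median of 2357 genes. Mitochondrial transcripts made up a median of 2.91% of a cell's UMIs and at most 31.6%. All cells came from a single library, so cells were not used as replicates and no test was run across them. Expression in a cluster is the sum of a gene's UMIs over the cluster's cells per 1000000 UMIs of that cluster (CPM), with an exact Poisson 95% interval. The share of cells with at least 1 UMI has an exact Clopper-Pearson 95% interval. Both intervals cover counting error only, not differences between mice. Haemoglobin transcripts took a median of 0.362% of the UMIs of cells outside the erythrocyte-like cluster, a measure of the free RNA captured with every cell. For that reason, the share of cells with a UMI of a gene is given beside its share among erythrocyte-like cells, which had a median of 7747 UMIs.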

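UMI counts were log-normalized per cell in Seurat with a scale factor of 10000, and the limits on mean and dispersion that the paper's Methods give selected 4844 variable genes. The 4755 of them that are not the subject of a claim entered a principal component analysis. Haemoglobin genes apart, cluster markers named by the paper were left out. So were the receptor tyrosine kinases and the S-phase and G2/M-phase genes that it lists. These genes thus did not define the clusters they are compared over. Other cell division genes, such as Ccnb1 and Prc1, were not left out and could shape a cluster. The paper's text gives neither the number of components nor the resolution. With 20 components and a resolution of 0.8, the cells fell into 12 clusters. A resolution of 0.4 gave 10 clusters and a resolution of 1.2 gave 14, the lowest and highest numbers among the settings tried. Scrublet called 6 of the cells doublets, 0.606%, and they were kept.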

Our unsupervised analysis of 990 qualified cells clearly discriminated ten distinct clusters (Fig. 1b). 

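Clusters were compared with lists of marker genes that, haemoglobin genes apart, leave out the markers the paper names for its single-cell clusters. The tanycyte list holds Crym, which the paper calls a tanycyte marker in the bulk RNAseq results. A cluster was called after a cell type, as in "tanycyte-like", when at least 3 of that type's markers had 3 times the CPM of all other cells or more and its leading genes did not go against the name. Cluster 1 was VLMC-like by its leading genes and 6 of 6 markers, but also had 7 of 7 endothelial and 4 of 5 mural cell markers. Lum (ENSMUSG00000036446) stood there at 2168 CPM against 98.8 CPM in the next highest cluster. Lum was found in 87.2% of VLMC-like cells (median 6527 UMIs) and in 8.30% of erythrocyte-like cells. In the erythrocyte-like cluster 0, Hbb-bs reached 384689 CPM, and the highest value elsewhere was 3275 CPM. Syp was at 290.2 CPM in the neuron-like cluster 6 and at 67.8 CPM in the PTC-like cluster 5. The PTC-like cluster also had 3 of 6 markers of other pituitary endocrine cells. Nkg7 was at 2219 CPM in cluster 9, which carried markers of NK or T cells, and at 6.41 CPM or less elsewhere. Aif1 was at 1029 CPM in the macrophage- or microglia-like cluster 3, which also had 4 of 4 mast cell markers, and at 25.2 CPM or less elsewhere. Mog was at 3384 CPM in the oligodendrocyte-like cluster 7 and at 339.9 CPM in the OPC-like cluster 11, which also had 3 of 8 oligodendrocyte markers. Cspg4 was at 158 CPM in the OPC-like cluster 8 and at 3.21 CPM in cluster 11. Slc47a1 was at 1083 CPM in cluster 10, which stayed unnamed, and at 2.19 CPM in the PTC-like cluster. Tshb was at 641 CPM in the PTC-like cluster, with 0 UMIs in cluster 10, which allows up to 15.5 CPM. Only 3 of the 990 cells carried UMIs of both genes. Rax was highest in clusters 2 and 4. Cluster 4 was tanycyte-like, with 6 of 8 tanycyte markers. Cluster 2 had 7 of the 8 but was led by Cfap126 and Dynlrb2, the latter an ependymal marker, and by Aqp4, an astrocyte marker, and stayed unnamed. Clusters 2 and 4 are called the clusters with tanycyte markers, and clusters 8 and 11 the OPC-like clusters.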

Using expression patterns of cell-type-specific marker genes^32^, we assigned a single identity to each cluster: tanycytes (*Rax*^+^), vascular and leptomeningeal cells (VLMCs, *Lum*^*+*^), erythrocytes (*Hba*^+^, *Hbb*^+^), neurons (*Syp*^+^), oligodendrocyte precursor cells (OPCs, *Cspg4*^+^), pars tuberalis cells (PTCs, *Slc47a1*^+^, *Tshb*^+^), natural killer cells (NK cells, *Nkg7*^+^), macrophages/microglia (*Aif1*^+^), and oligodendrocytes (*Mog*^+^) (Supplementary Fig. 2a–e and Supplementary Data 1). 

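Sox2 (ENSMUSG00000074637) was at 128 CPM (95% interval 113 to 143) in the clusters with tanycyte markers, pooled, and at 157 CPM (130 to 189.6) in the OPC-like clusters, a difference within the counting intervals. It was found in 61.9% of cells of the former (median 8091 UMIs) and in 0.830% of erythrocyte-like cells. Slc1a3 (ENSMUSG00000005360) was at 617 CPM (585 to 650.5) in the clusters with tanycyte markers, and the next highest, the VLMC-like cluster, was at 74.9 CPM. Its share of cells was 98.2% against 7.88% of erythrocyte-like cells. Vim (ENSMUSG00000026728) was at 378 CPM (353 to 404) in the clusters with tanycyte markers and was higher in the NK- or T-cell-like cluster, at 699 CPM (582 to 832), and in the unnamed cluster 10, at 445 CPM. It was found in 81.0% of cells of the clusters with tanycyte markers and in 6.22% of erythrocyte-like cells. Aldoc (ENSMUSG00000017390) was at 2297 CPM in the clusters with tanycyte markers and at 731 CPM in the PTC-like cluster, and its shares of cells were 98.7% and, among erythrocyte-like cells, 24.9%.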

The putative stem cell markers *Sox2*, *Slc1a3*, Vimentin (*Vim*), and *Aldoc* were enriched but not exclusively expressed in tanycytes (Supplementary Fig. 2d). Moreover, tanycytes shared a set of stemness-associated genes with NSCs and ependymal cells (Supplementary Fig. 2f and Supplementary Data 2)^19^.

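The sheet of markers in Supplementary Data 2 lists 652 tanycyte genes, 56 of which it also lists for quiescent NSCs and ependymal cells. The tanycyte genes had been derived by the paper from these same cells, so their level here is not independent evidence. All 56 shared genes had a higher CPM in the clusters with tanycyte markers than in all other cells (pseudocount 1 CPM), with a median log2 ratio of 1.80. That median lay above those of all 10000 random lists of equal size matched on mean expression, whose median was 0.39. The cluster with the highest CPM was cluster 2 for 29 of the shared genes, cluster 4 for 9 and the unnamed cluster 10 for 6. The largest log2 ratios were those of Mlc1 (4.86), Tmem47 (4.15), Mgst1 (3.92), Ntrk2 (3.75) and Pdpn (3.72). The tanycyte genes shared with quiescent NSCs alone had a median log2 ratio of 1.29, those shared with ependymal cells alone 1.34 and those listed for tanycytes alone 1.07. The 861 genes listed for quiescent NSCs or ependymal cells but not for tanycytes had a median of 0.70. Random lists matched to them had a median of 0.40. Of the 856 with a UMI, 75.5% were higher in the clusters with tanycyte markers. All other cells include the erythrocyte-like cluster, where haemoglobin holds most UMIs. That lowers the CPM of other genes there and raises these log2 ratios, so 0 is not their baseline.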

**Fig. 1:**
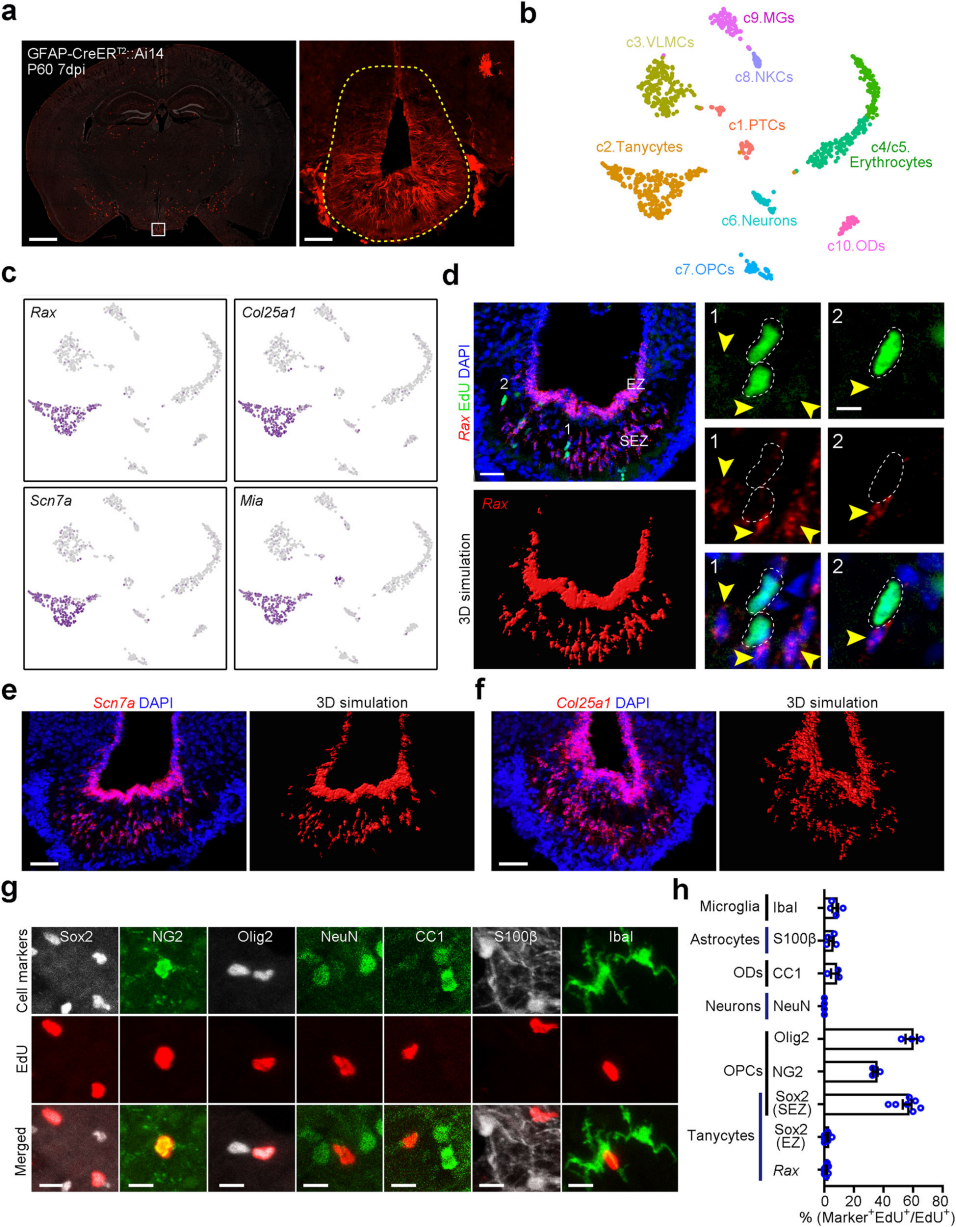
Tanycytes in ME are slow-cycling cells. **a** Representative image of fluorescent immunoreactivity in adult coronal brain sections from GFAP-CreER^T2^::Ai14 mice. White box indicates the magnified view of the median eminence (ME) on the right. The mice were induced with tamoxifen at postnatal day 60 (P60) and sacrificed at 7 days post induction (dpi) to guide microdissection of ME. Scale bars: 1000 µm (left) and 50 µm (right). **b** Spectral t-distributed stochastic neighbor embedding (tSNE) representation of the single-cell transcriptomic data with clusters colored and annotated according to known cell-type markers. PTCs pars tuberalis cells, VLMCs vascular and leptomeningeal cells, OPCs oligodendrocyte precursor cells, NKCs natural killer cells, MGs microglia, ODs oligodendrocytes. **c** tSNE scatter plots covering neural cell clusters show the specific expression of *Rax*, *Col25a1, Scn7a* and *Mia* in tanycytes. **d** Representative images of smFISH probing for *Rax* mRNA display no colocalization of EdU with *Rax*. Numbers refer to subregions shown in the magnified images (right). Yellow arrowheads indicate Rax^+^ tanycytes and dashed white circles signify EdU^+^ mitotic cells. EZ ependymal zone, SEZ subependymal zone. Scale bar: 40 µm (left) and 10 µm (right). **e**, **f** Shown are *Scn7a* and *Col25a1* gene expression in ME detected by smFISH and three-dimensional (3D) simulation of *Scn7a*- and *Col25a1*-positive signals. Scale bars: 50 µm. **g** Representative images stained for EdU with multiple cell markers including Sox2, NG2, Olig2, NeuN, CC1, S100β, and Iba1. Three daily EdU administrations were applied to label dividing cells. Scale bars: 10 µm. **h** Quantification of the percentage of different cell types among mitotic cells. Values represent mean ± SEM (*n* = 7, 7, 7, 3, 3, 4, 3, 4, and 4 mice from bottom to top bars).

### Adult Rax^+^ tanycytes are largely quiescent

Actively dividing cells in ME have been reported to control systemic energy balance, but whether ME tanycytes are mitotically active remain controversial^12,14,31^. To determine their mitotic activity, we first confirmed *Rax* as a molecular marker for ME tanycytes^30,32^ and revealed *Scn7a*, *Col25a1*, and *Mia* as specific markers (Fig. 1c), confirming the recent census of cell types in the hypothalamus^32,33^. 

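Rax (ENSMUSG00000024518) was at 641 CPM (595 to 689) in cluster 2 and at 458 CPM (419 to 500.0) in the tanycyte-like cluster 4. The PTC-like cluster followed at 94.1 CPM, and 90.0% of all Rax UMIs lay in clusters 2 and 4. Rax was found in 94.2% (90.4 to 96.9) of the 226 cells of clusters 2 and 4 and in 7.88% of erythrocyte-like cells at a similar depth. Scn7a (ENSMUSG00000034810) was at 1802 and 1599 CPM in clusters 2 and 4, and at 210.1 CPM in the PTC-like cluster, the next highest. Col25a1 (ENSMUSG00000058897) was at 1159 and 1231 CPM in these clusters, and at 92.3 CPM in the unnamed cluster 10. Mia (ENSMUSG00000089661) was at 1731 and 1044 CPM, and at 889 CPM in the PTC-like cluster. Of the 50-base stretches of Mia, 34.7% also occur in Gm21983, so that its UMIs could have been assigned to either gene. The share of cells with a UMI was 96.5% for Scn7a, 98.7% for Col25a1 and 97.8% for Mia in clusters 2 and 4, against 17.0%, 13.3% and 11.2% of erythrocyte-like cells. At a resolution of 1.2 and without the cells called doublets, a cluster with mostly ependymal markers split off. Rax was then higher in it, at 601 and 615 CPM, than in the clusters with tanycyte markers, at 539.5 and 539 CPM, and so was Mia, at 1505 CPM in both settings against 1377 and 1375 CPM.

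**Figure D1:**
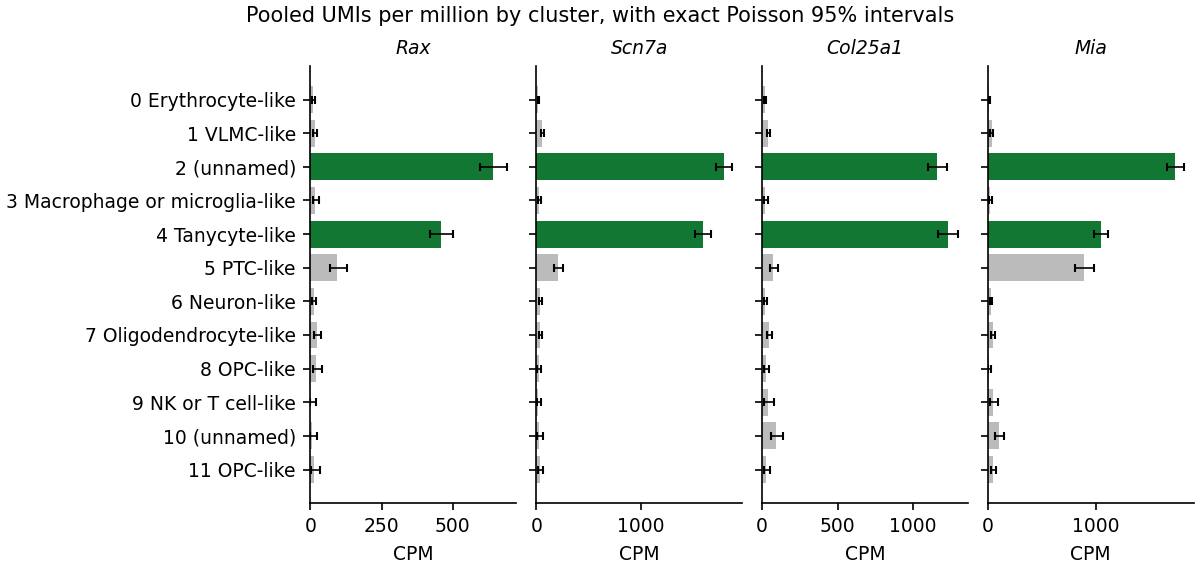
Pooled CPM (horizontal axes) of Rax, Scn7a, Col25a1 and Mia in the 12 clusters of wild-type ME cells, with clusters 2 and 4 in green and exact Poisson 95% intervals as error bars. Mia in the PTC-like cluster, at 889 CPM, comes closest to the green bars.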

The molecular signatures were validated by single-molecule fluorescent in situ hybridization (smFISH) and Rax-driving lineage tracing, showing the spatial distribution of tanycytes in both ependymal (EZ) and subependymal zone (SEZ) (Fig. 1d–f and Supplementary Fig. 2g). 

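Mki67 (ENSMUSG00000031004) had 72 UMIs in the OPC-like cluster 8, or 183 CPM (143 to 231), and 105 CPM (82.4 to 132) over both OPC-like clusters. None of the 226 cells with tanycyte markers had an Mki67 UMI, which allows up to 1.66 CPM and a share of cells of up to 1.62% (upper 95% limits). The 16 cells with an Mki67 UMI comprised 9 of cluster 8, 2 of cluster 11, 3 oligodendrocyte-like, 1 neuron-like and 1 macrophage- or microglia-like cell. Mcm2 (ENSMUSG00000002870) was sparse, with 37 UMIs in 32 cells. It was at 17.0 CPM (8.79 to 29.7) in the OPC-like clusters and at 3.59 CPM (1.55 to 7.08) in the clusters with tanycyte markers. The share of cells with an Mcm2 UMI was 16.7% of OPC-like cells (median 10555 UMIs), 3.54% of cells with tanycyte markers and 0.415% of erythrocyte-like cells.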

Next, we mapped the expression of cell cycle-related genes (e.g., *Mki67* and *Mcm2*) using single-cell transcriptomic analysis and unexpectedly found that the mitotic genes were predominantly enriched in OPCs but rarely expressed in ME tanycytes (Supplementary Fig. 3a, b).

To reveal the identity of dividing cells, we labeled mitotically active cells by intraperitoneal ethynyldeoxyuridine (EdU) administration in adult mice and costained EdU-positive cells with cell-specific markers such as Rax (tanycytes), Sox2 (NSCs), NG2 (OPCs), Olig2 (OPCs and oligodendrocytes), NeuN (neurons), CC1 (oligodendrocytes), S100β (astrocytes), or Iba1 (microglia) in the hypothalamus. Our results showed that Rax^+^ tanycytes did not undergo active cell division (Fig. 1d). Further analyses uncovered that up to 60% of labeled dividing cells expressed Sox2, in accordance with the ratio of Olig2^+^ cells, and approximately 40% of mitotic cells were positive for NG2 (Fig. 1g, h and Supplementary Fig. 3c, d). Given the striking coexpression of NG2 (encoded by *Cspg4*) or Olig2 with Sox2 revealed by both immunostaining and single-cell transcriptomic analysis (Supplementary Fig. 3e–h), we conclude that Sox2^+^Olig2^+^ OPCs rather than Sox2^+^Olig2^−^ tanycytes predominate the mitotically active cells in ME.

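In the OPC-like clusters, all 39 cells with a Sox2 UMI also had an Olig2 UMI (exact interval 91.0 to 100%). Olig2 was found in 58 of the 60 OPC-like cells. Within these clusters, 37.7 cells with both were thus expected if the genes were independent, so the share shows no link between them there. In the clusters with tanycyte markers, 4 of 140 cells with Sox2 had Olig2, or 2.86% (0.784 to 7.15). Cspg4 was found in 24 of the 39 OPC-like cells with Sox2, 61.5% (44.6 to 76.6), and in 2 of the 140, 1.43%. The pooled share hides a difference between the OPC-like clusters. It was 92.0% in cluster 8, 23 of 25 cells with Sox2, and 7.14% in cluster 11, 1 of 14. Olig2 was found in 0.415% and Cspg4 in 0.830% of erythrocyte-like cells. The 62 cells with UMIs of both Sox2 and Olig2 comprised 39 OPC-like cells, 19 oligodendrocyte-like cells and 4 cells with tanycyte markers. The 26 cells with both Sox2 and Cspg4 comprised 24 OPC-like cells and 2 with tanycyte markers. The immunostaining was not analysed here. From the coexpression of NG2 or Olig2 with Sox2 in stained tissue and in single cells, and from the labeling of dividing cells, the paper concludes that OPCs carrying Sox2 and Olig2, rather than tanycytes carrying Sox2 without Olig2, make up most of the mitotically active cells of the ME.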

Furthermore, we traced the cell lineage of tanycytes using the Rax-CreER^T2^::Rosa26-Stop-tdTomato (also known as Ai14) mouse line (Supplementary Fig. 4a). We tested the specificity of instant genetic labeling at 1 day post tamoxifen induction (dpi) by smFISH and found that 99% of tdTomato^+^ cells in ME were positive for tanycyte marker *Scn7a* (Fig. 2a), despite the sparse leaky labeling of cells with neuronal morphology in the hypothalamic nuclei (Supplementary Fig. 4b). The cell fate of Rax^+^ tanycytes was then analyzed at 3, 7, 14, and 30 days following a single dose of tamoxifen injection. We first analyzed the spatial distribution of induced cells and found that the starter cells included ~80% of ventricular cells along EZ and 20% of parenchymal cells in SEZ (Fig. 2b). Notably, the proportion of cells distributed in EZ and SEZ did not change during 30 days of lineage tracing (Fig. 2b, c). Second, we assessed the identity of traced cells with multiple cell-specific markers and found that Rax^+^ tanycytes did not generate neurons, oligodendrocytes and astrocytes under physiological conditions (Fig. 2d, e). Lastly, we combined lineage tracing with EdU labeling assay to examine whether tanycytes divide and self-renew. Our data showed that cell division of traced tanycytes was not detectable, or very rare (Fig. 2f, g). Collectively, these data support our hypothesis that Rax^+^ tanycytes are relatively quiescent under physiological conditions.

**Fig. 2:**
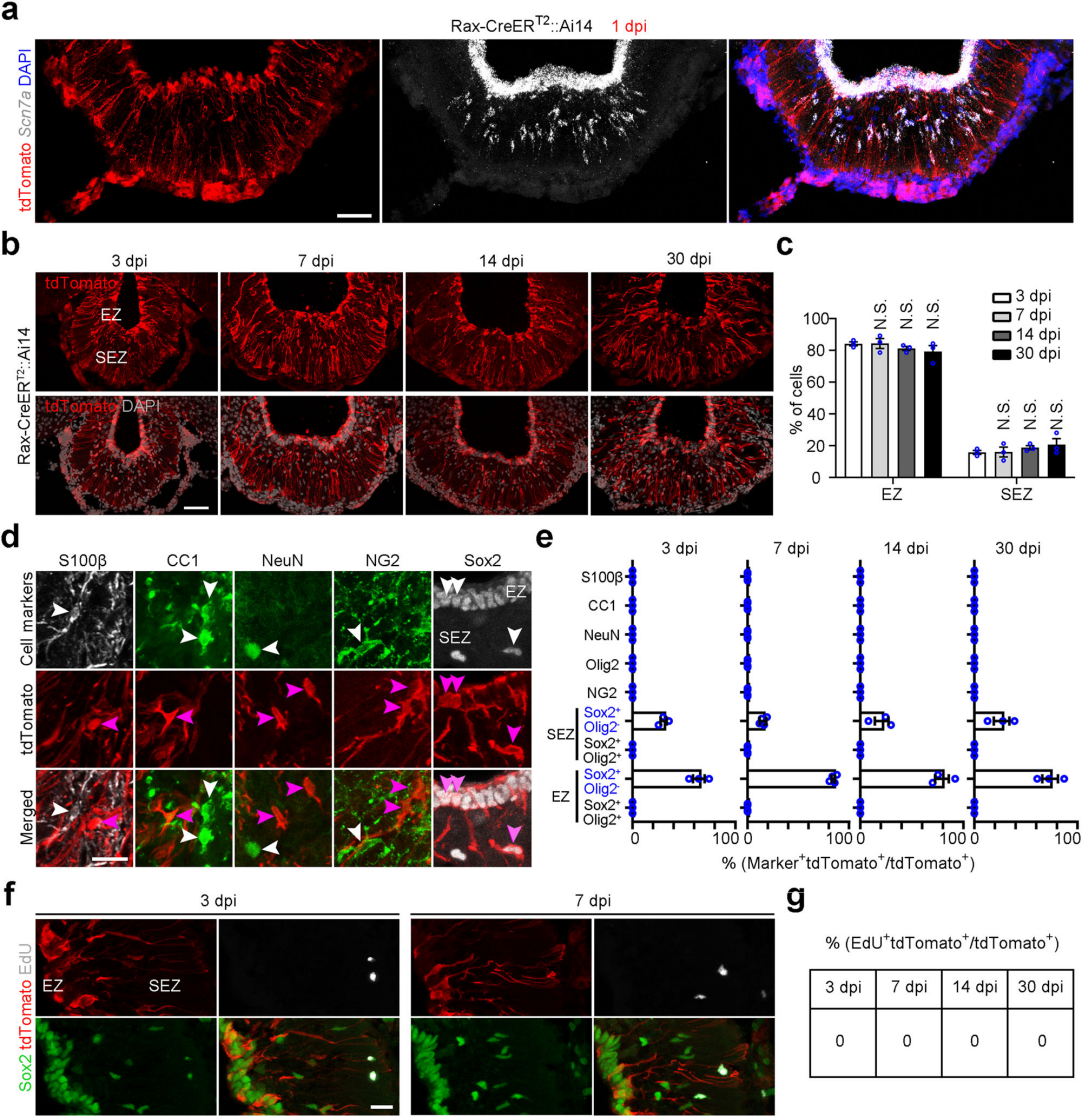
Arrest of Rax+ tanycyte lineage during homeostasis. **a** Representative images showing that tdTomato^+^ cells from Rax-CreER^T2^::Ai14 mice are positive for tanycyte marker *Scn7a* at 1 dpi with tamoxifen. The *Scn7a* mRNA was detected by smFISH. Scale bar: 50 µm. **b** Lineage tracing of Rax^+^ tanycytes in ME at the population level using Rax-CreER^T2^::Ai14 mouse line. Shown are the confocal images of tdTomato^+^ cells in ME at 3, 7, 14, and 30 dpi with tamoxifen. Scale bar: 50 µm. **c** Quantification of the percentage of tdTomato^+^ cells distributed in EZ and SEZ. Values are presented as mean ± SEM, and significance was analyzed by one-way ANOVA with Sidak’s multiple comparison test (*n* = 3 biologically independent animals). N.S. not significant versus 3 dpi. **d** Representative confocal images obtained from fate mapping of Rax^+^ tanycytes show the costaining of tdTomato with different cell markers Sox2, NG2, NeuN, CC1, and S100β. White arrowheads indicate marker-positive cells and purple arrowheads signify tdTomato^+^ cells. Scale bar: 20 µm. **e** Quantification of the percentage of tdTomato^+^ cells expressing different cell markers. Values represent mean ± SEM (*n* = 3, 4, 3, and 3 mice for 3, 7, 14, and 30 dpi groups). **f** Shown are representative confocal images stained for Sox2, tdTomato, and EdU in ME of Rax-CreER^T2^::Ai14 mice. Scale bar: 20 µm. **g** Percentage of EdU^+^ mitotic cells among tanycytes. Source data are provided as a Source Data file. The precise *P* values are summarized in Supplementary Data 3.

### Rax^+^ tanycytes respond to neural injury

It has been reported that adult ependymal cells are postmitotic and remarkably stable without any proliferative potential, even after stroke-induced neural injury^19,34^. As specialized ependymal cells, whether tanycytes are involved in the repair of local injury is not clear. To investigate the regenerative capacity of tanycytes, we induced a mechanical injury by penetrating an acupuncture needle into ME (Fig. 3a). In contrast to the quiescence of tanycytes in sham control mice, mechanical injury caused a robust activation of *Scn7a*^+^ tanycytes in both EZ and SEZ (Fig. 3b). Cell-type analysis of dividing cells revealed that the number of cycling tanycytes (Sox2^+^Olig2^−^ or *Scn7a*^+^), OPCs (Sox2^+^Olig2^+^ or PDGFRα^+^) and astrocytes (S100β^+^) were strikingly increased after injury (Fig. 3c, d and Supplementary Fig. 5a). The results of fate mapping using Rax-CreER^T2^::Ai14 mice further showed that neural injury induced a predominant self-renewal of tanycytes and drove a small number of tanycytes to differentiate into OPCs or astrocytes (Fig. 3e and Supplementary Fig. 5b–d), implicating the multipotential differentiation of activated tanycytes into glial cells. Notably, given that our heat-based antigen retrieval approach deteriorated the tdTomato signal to a certain extent, whether ME tanycytes could robustly differentiate into OPCs or astrocytes upon injury requires further confirmation.

**Fig. 3:**
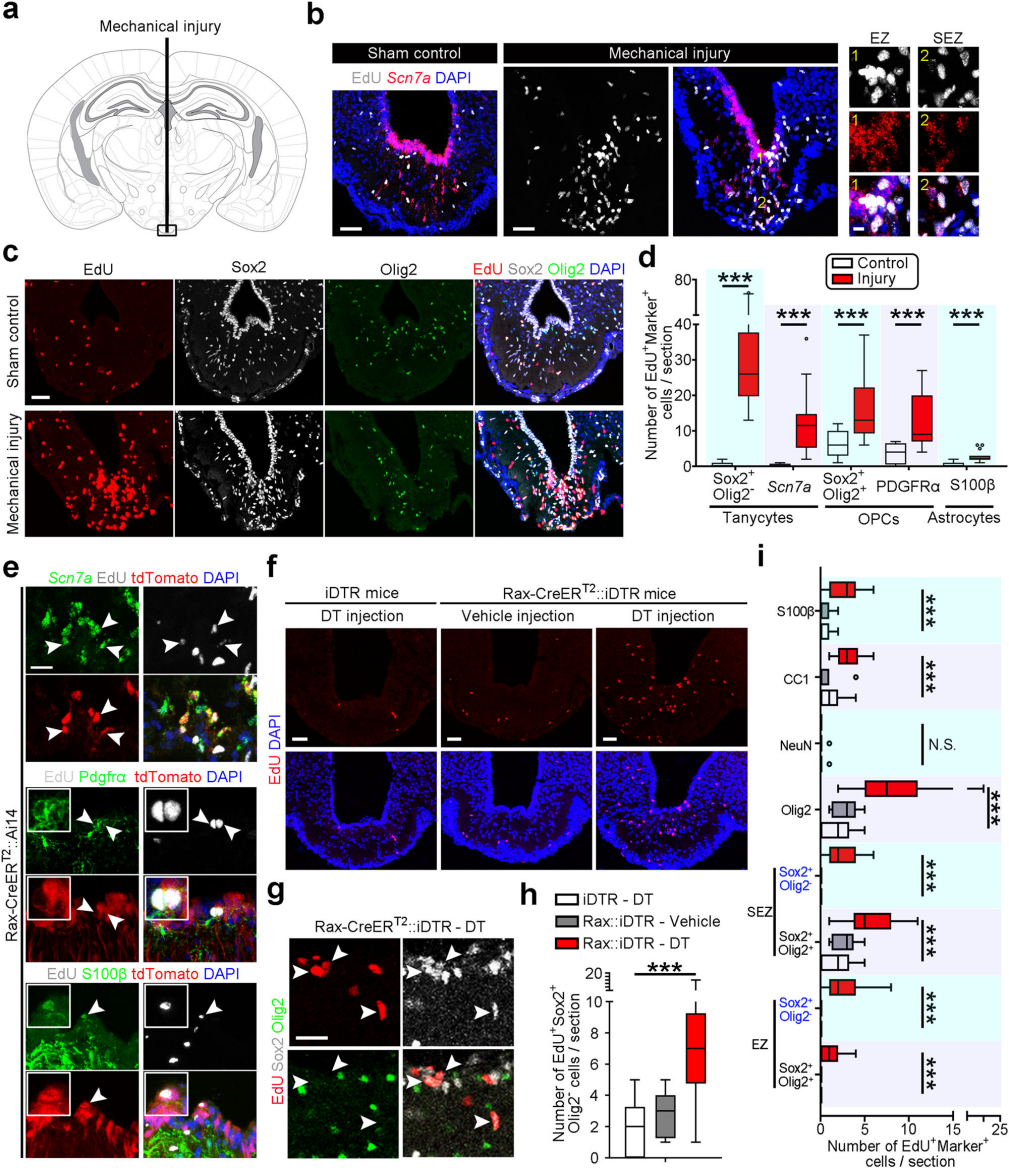
Rax^+^ tanycytes participate in injury-induced regeneration. **a** A schematic diagram of mechanical injury in ME using acupuncture needle. The coronal atlas figure was adapted from “The Mouse Brain in Stereotaxic Coordinates”^57^. **b** Representative images of smFISH targeting *Scn7a* mRNA show colocalization between EdU and Scn7a after mechanical injury. Numbers refer to subregions shown in the magnified images. Scale bars: 50 µm (left) and 10 µm (right). **c** Sample confocal images stained for Sox2, Olig2, EdU, and DAPI in ME of control and injured mice. Three daily EdU injections were applied to label mitotic cells before tissue collection. Scale bar: 50 µm. **d** Quantification of the mitotic cell number of tanycytes (Sox2^+^Olig2^−^ or *Scn7a*^+^), OPCs (Sox2^+^Olig2^+^ or PDGFRα^+^), and astrocytes (S100β^+^) in control and injured mice. Boxes represent the interquartile range (IQR), whiskers extend to ±1.5 IQR and bold black lines indicate the median values (*n* = 19, 10, 16, 12, 19, 10, 13, 15, 21, and 9 sections from at least three mice from left to right boxes). Statistical significance was analyzed by unpaired two-tailed Student’s *t* test. **P < 0.01; ***P < 0.001. **e** Representative confocal images showing the triple labeling of tdTomato, EdU and diverse cell markers in the injured ME, suggesting that mechanical injury induces the self-renewal of tanycytes (tdTomato^+^EdU^+^*Scn7a*^+^) and their differentiation into OPCs (tdTomato^+^EdU^+^PDGFRα^+^) and astrocytes (tdTomato^+^EdU^+^S100β^+^). White boxes show the magnified view of cells pointed by the arrowheads. The adult tanycytes in Rax-CreER^T2^::Ai14 mice were labeled by a single injection of tamoxifen, followed by mechanical injury at 7 dpi. The mice received three daily EdU injection at 1 day after injury and were then sacrificed for smFISH analysis or immunostaining. Scale bars: 20 µm. **f** Mitotic activity detected by EdU labeling in iDTR mice treated with diphtheria toxin (DT) and Rax-CreER^T2^::iDTR (abbreviated as Rax::iDTR) mice receiving vehicle or DT injection. Scale bar: 50 µm. **g** Immunostaining images showing the mitotic activation of Sox2^+^Olig2^-^ tanycytes after genetic ablation-mediated injury. Arrowheads indicate EdU^+^Sox2^+^Olig2^−^ tanycytes. Scale bar: 10 µm. **h** Quantification of the number of Sox2^+^Olig2^-^ tanycytes undergoing cell division after targeted neural injury. Boxes represent IQR, whiskers extend to ±1.5 IQR, and significance was analyzed by one-way ANOVA with Sidak’s multiple comparison test (*n* = 22, 12, and 18 sections from at least three mice from left to right boxes). ***P < 0.001. **i** Quantitative analyses showing the expansion of tanycytes, oligodendrocyte lineage cells, and astrocytes after partial tanycyte ablation. Boxes represent IQR, whiskers extend to ±1.5 IQR, dots represent outliers, and significance was analyzed by one-way ANOVA with Sidak’s multiple comparison test (*n* = 22, 12, 18, 22, 12, 18, 22, 12, 18, 22, 12, 18, 22, 12, 18, 13, 10, 12, 20, 10, 14, 22, 12, and 19 sections from at least three mice from bottom to top boxes). ***P < 0.001; N.S. not significant. Source data are provided as a Source Data file. The precise *P* values are summarized in Supplementary Data 3.

We then induced targeted neural injury via genetic cell ablation of tanycytes in Rax-CreER^T2^::Rosa26-Stop-diphtheria toxin receptor (DTR)−2A-GFP (iDTR) mice (Supplementary Fig. 5e–g), whereby the tamoxifen and diphtheria toxin dosage was optimized to avoid a complete ablation of tanycytes. Subsequently, we evaluated the mitotic activity of cells in the damaged tissue and found that targeted neural injury also induced a significant increase in the number of dividing cells (Fig. 3f and Supplementary Fig. 5h). The further cell-type assessment revealed that tanycytes self-renewed following induced cell ablation, indicating that residual tanycytes are capable of regenerating to compensate for their cell loss (Fig. 3f–h). Quantitative analysis confirmed that neural injury increased the number of cycling oligodendrocyte lineage cells and astrocytes (Fig. 3i). We also tracked the fate of Rax^+^ tanycytes after genetically-induced injury and found that a very small number of tanycytes could transform into astrocytes or OPCs (Supplementary Fig. 5i). Nevertheless, neurogenesis in ME was very limited even after neural injury (Fig. 3i). These results demonstrate that Rax^+^ tanycytes expand themselves with environmental insult for tissue damage repair.

### Igf1r signaling is required for tanycyte preservation and injury-induced tissue repair

Given that tanycytes possess regenerative capacity, it is important to investigate the regulatory mechanism of their preservation and tanycyte-mediated tissue repair. 

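Of 51 receptor tyrosine kinases labelled in Supplementary Fig. 6a, 46 had at least 1 UMI. Ranked by the ratio of CPM in the clusters with tanycyte markers to CPM in all other cells (pseudocount 1 CPM), Epha7 had rank 1 with a ratio of 14.5 (38.2 against 1.71 CPM). Ntrk2 had rank 2 with 13.4, at 1151 CPM (1107 to 1196) against 84.8 CPM. Igf1r (ENSMUSG00000005533) had rank 3 with 5.25, at 99.3 CPM (86.6 to 113) against 18.1 CPM. The ratios are raised because all other cells include the erythrocyte-like cluster, where haemoglobin holds most UMIs. Igf1r and Ntrk2 kept these ranks in every clustering tried and with a list of 58 receptor tyrosine kinases. Ranked by CPM in the clusters with tanycyte markers, the order was Ntrk2, Fgfr1 (264 CPM), Ddr1 (115 CPM) and Igf1r. Against the highest of the other clusters, the ratio was 7.29 for Epha7, 4.47 for Ntrk2 and 1.01 for Igf1r. The PTC-like cluster held Igf1r at 98.5 CPM (71.8 to 132), not distinguishable from the clusters with tanycyte markers at this depth. That ratio of Igf1r stayed between 1.00 and 1.11 across the clusterings. Ntrk2 was lower in the clusters with tanycyte markers than in a cluster with mostly ependymal markers that split off at a resolution of 1.2 (1037 against 1703 CPM) and without the cells called doublets (1036 against 1676 CPM). Igf1r was found in 51.3% of cells with tanycyte markers and in 1.66% of erythrocyte-like cells.

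**Figure D2:**
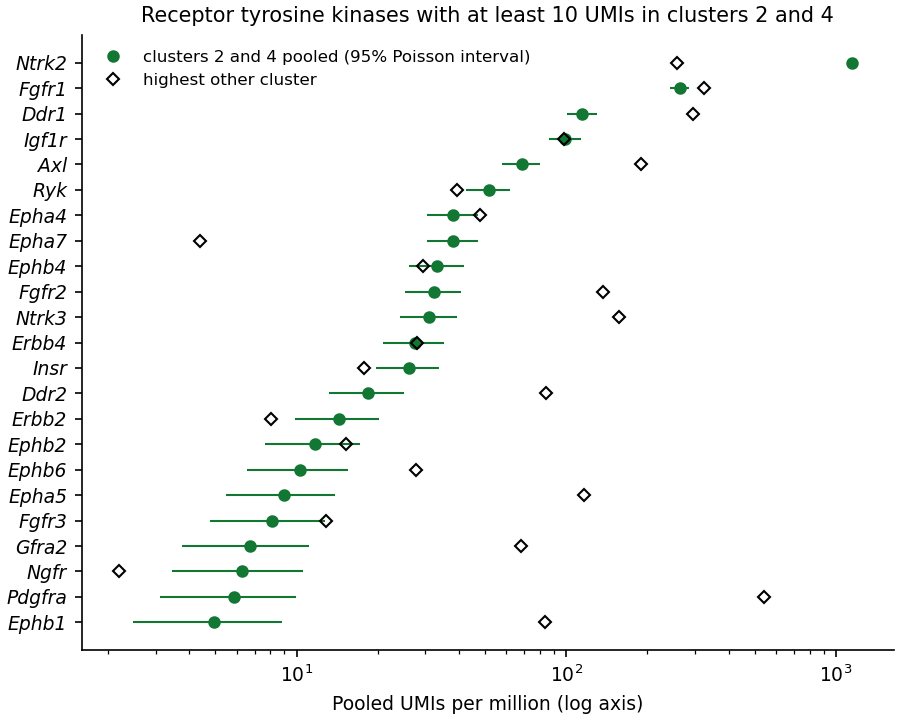
Pooled CPM (log axis) of the genes labelled as receptor tyrosine kinases in Supplementary Fig. 6a with at least 10 UMIs in clusters 2 and 4. Green points are clusters 2 and 4, the clusters with tanycyte markers, with exact Poisson 95% intervals. Open diamonds are the highest of the other clusters. The points of Igf1r, at 99.3 and 98.5 CPM, lie together, and those of Ntrk2 and Epha7 lie apart.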

To determine the molecular basis for maintaining tanycyte population, we assessed the expression of receptor tyrosine kinases (RTKs) in our single-cell transcriptomic dataset and found that insulin-like growth factor 1 receptor (*Igf1r*) and neurotrophic receptor tyrosine kinase 2 (*Ntrk2*) were enriched in tanycytes among the 51 RTKs (Supplementary Fig. 6a). 

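By family, Insr was at 26.1 CPM (19.8 to 33.7) in the clusters with tanycyte markers and at 17.8 CPM (7.16 to 36.7) in the highest other cluster. Among EGFRs, Egfr was at 0.899 CPM in the clusters with tanycyte markers and at 54.5 CPM in the unnamed cluster 10. Erbb2 was at 14.4 (9.84 to 20.3) against 8.06 CPM (3.86 to 14.8), Erbb3 at 0.899 against 53.9 CPM in the oligodendrocyte-like cluster, and Erbb4 at 27.4 against 28.0 CPM in OPC-like cluster 8. Among FGFRs, Fgfr1 in the VLMC-like cluster stood at 325 CPM, above its level in the clusters with tanycyte markers. Fgfr2 was at 32.4 against 137 CPM in the oligodendrocyte-like cluster, Fgfr3 was at 8.09 against 12.8 CPM, and Fgfr4 had no UMI in any cell. Among PDGFRs, Pdgfra was at 5.84 against 542 CPM in OPC-like cluster 8, and Pdgfrb at 4.04 against 105 CPM in the VLMC-like cluster. Among neurotrophic receptors, Ntrk3 was at 31.0 against 157 CPM in the VLMC-like cluster and Ngfr at 6.29 (3.44 to 10.6) against 2.19 CPM, the latter from 1 UMI. The intervals of Insr and Erbb2 overlap, and 1 UMI is too few to rank Ngfr.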

Further analysis showed that the expression of Igf1r in tanycytes was relatively specific, compared to epithelial growth factor receptors (EGFRs), fibroblast growth factor receptors (FGFRs), platelet-derived growth factor receptors (PDGFRs), and neurotrophic receptors (Fig. 4a, b).

**Fig. 4:**
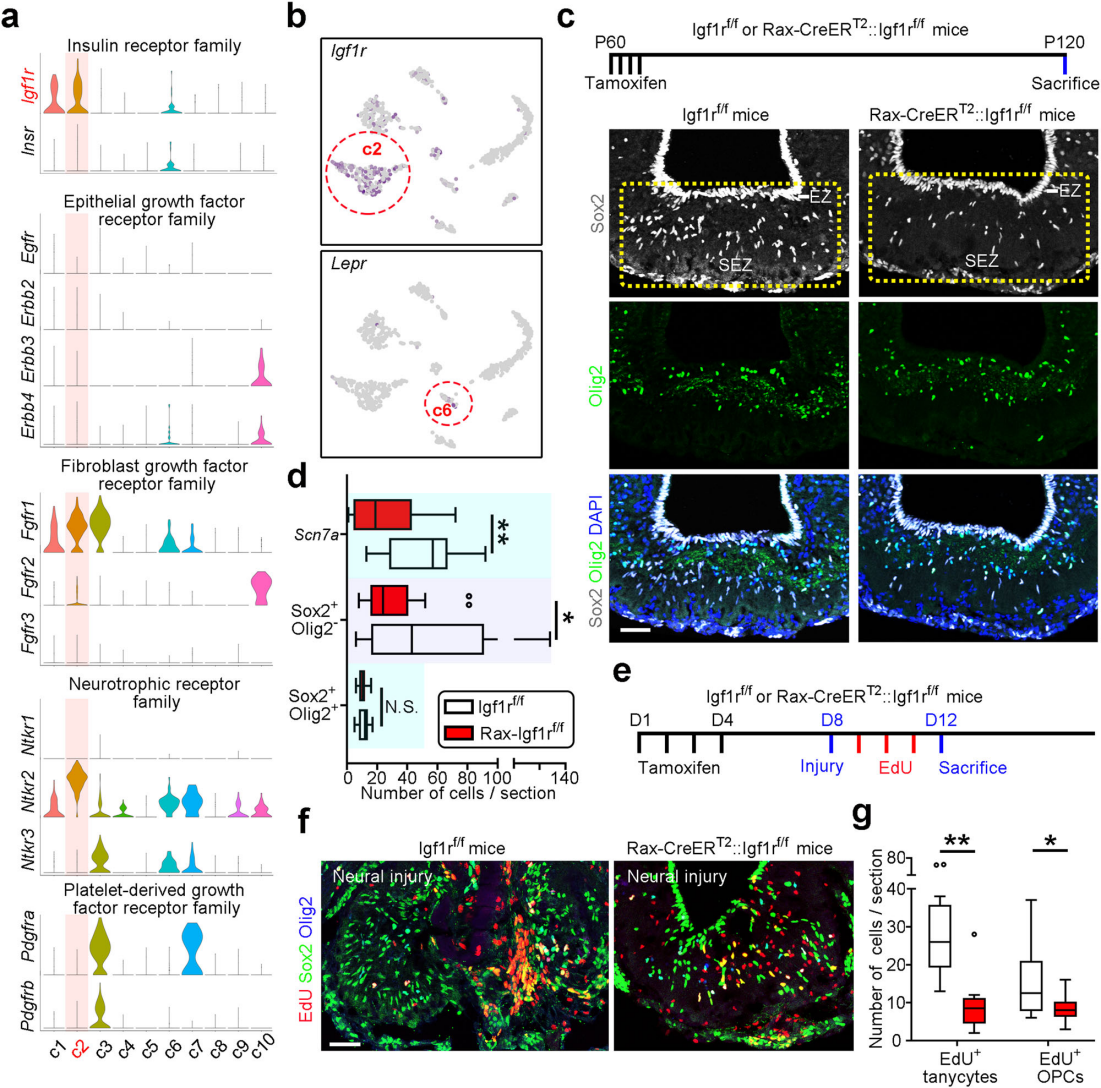
Igf1r signaling is required for preserving tanycytes and tissue repair. **a** Violin plots showing the expression of the insulin receptor family, epithelial growth factor receptor family, fibroblast growth factor receptor family, and platelet-derived growth factor receptor family in ME tanycytes, and the microenvironmental cells. The clusters are distinguished by different colors. **b** tSNE scatter plots showing that Igf1r is enriched in the tanycyte population but Lepr is undetectably low in ME. Cluster c2 represents tanycytes, and c6 represents neurons in ME. **c** Top, experimental scheme. Bottom, representative confocal images immunostained for Sox2, Olig2, and DAPI in the ME of control and Igf1r conditional knockout mice at 2 months post tamoxifen injection. Scale bar: 50 µm. **d** Quantification of the number of *Scn7a*^+^ or Sox2^+^Olig2^−^ tanycytes and Sox2^+^Olig2^+^ OPCs in control and Igf1r-deficient mice. Boxes represent IQR, whiskers extend to ±1.5 IQR and dots represent outliers (*n* = 21, 20, 21, 20, 12, and 20 sections from at least three mice from bottom to top boxes). *P* values were analyzed using unpaired two-tailed Student’s *t* test. **e** Experimental scheme of mechanical injury in the ME of control and Igf1r conditional knockout mice followed by EdU labeling. **f** Sample confocal images stained for Sox2, Olig2, and EdU in injured ME of control and Igf1r-deficient mice. Scale bar: 50 µm. **g** Quantification of the mitotic cell number of tanycytes and OPCs in control and Igf1r-deficient mice. Boxes represent IQR and whiskers extend to ±1.5 IQR (*n* = 12 and 10 sections from three independent animals for Igf1r^f/f^ and Rax-Igf1r^f/f^ groups, respectively). *P* values were analyzed using unpaired two-tailed Student’s *t* test. *P < 0.05, **P < 0.01; ***P < 0.001; N.S. not significant. Source data are provided as a Source Data file. The precise *P* values are summarized in Supplementary Data 3.

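Lepr (ENSMUSG00000057722) had 29 UMIs in the whole library, 24 of them in the neuron-like cluster, where it was at 17.9 CPM and was found in 38.8% of 49 cells (median 31422 UMIs). With each cell thinned to 1000 UMIs, the share fell to 2.04%. The clusters with tanycyte markers held 2 Lepr UMIs, or 0.899 CPM (0.109 to 3.25), in 0.885% of their cells (median 8091 UMIs). Erythrocyte-like cells had none, which allows up to 1.76 CPM (upper 95% limit).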

To investigate whether signaling through Igf1r is critical for preserving the number of tanycytes, we used Rax-CreER^T2^::Igf1r^f/f^ mice to delete *Igf1r* in adult tanycytes by applying tamoxifen at P60 and examined the cell population of tanycytes at 2 months post genetic deletion. Our data showed that the population of tanycytes (Sox2^+^Olig2^−^ or *Scn7a*^+^) in SEZ was remarkably declined by loss of Igf1r, but there was no change in OPC number (Fig. 4c, d and Supplementary Fig. 6b, c). Further analysis showed that the deficiency in Igf1r signaling increased the number of apoptotic cells in ME (Supplementary Fig. 6d, e) and pharmacological inhibition of Igf1r signaling in cultured neural progenitors subtly compromised the expression level of stemness-related protein Sox2 (Supplementary Fig. 6f–h). Collectively, these findings suggest that Igf1r signaling is critical for maintaining the tanycyte population.

We further induced a mechanical injury in Igf1r-deficient mice to observe the role of Igf1r signaling in neural tissue repair (Fig. 4e). The results revealed that genetic ablation of *Igf1r* in tanycytes significantly reduced the number of cycling tanycytes and OPCs in damaged ME (Fig. 4f, g), indicating that inhibition of Igf1r signaling impairs tissue regeneration by tanycytes.

### Adult Rax^+^ tanycytes can contribute to tumor formation

Beyond the regenerative ability, somatic stem cells have frequently been found to generate tumors upon targeted with oncogenic mutations. We, therefore, determined to investigate the tumorigenic potential of Rax^+^ tanycytes. Considering the specific anatomic location of craniopharyngioma in between the hypothalamus and pituitary^25,35^, we wonder whether Rax^+^ tanycytes in ME contribute to its formation. A vast majority of adult-onset craniopharyngiomas have been reported to harbor the oncogenic Braf^V600E^ point mutation, which is rarely found in meningioma and ependymoma^25,26,36–38^. We introduced an inducible mutant Braf into tanycytes using Rax-CreER^T2^::Braf^V600E^ mice and observed the fate of tanycytes at 1 week post tamoxifen induction (Fig. 5a). Strikingly, the constitutive activation of Braf quickly incited the mitotic activity of tanycytes in both EZ and SEZ (Fig. 5b, c). Further cell-type mapping analysis revealed that Braf activation enhanced the expansion of tanycytes per se but did not promote their differentiation into neurons and astrocytes in the short-term (Fig. 5d–f).

**Fig. 5:**
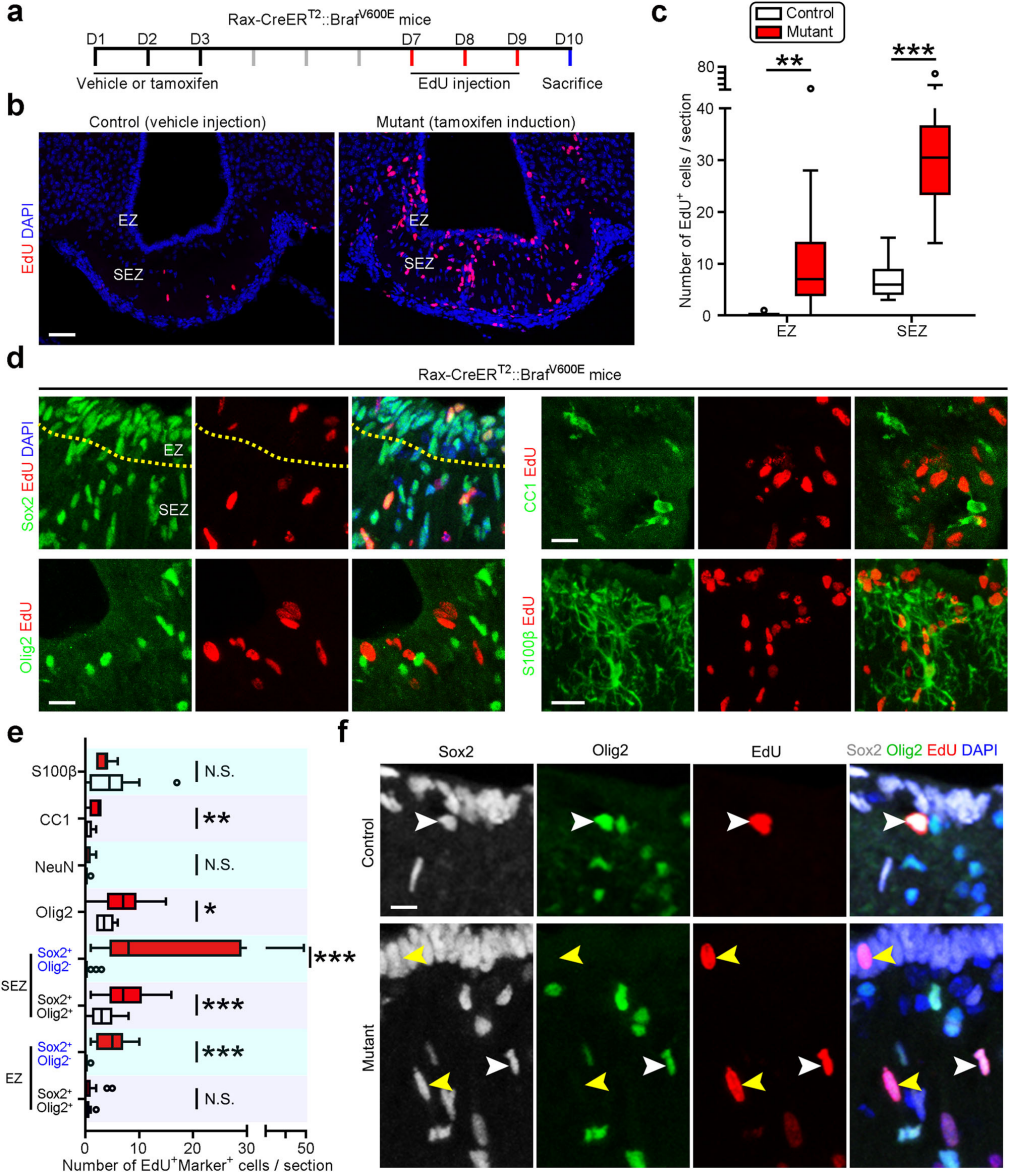
Introduction of Braf^V600E^ stimulates mitotic activation of Rax^+^ tanycytes. **a** Experimental scheme describing the induction of somatic genetic mutation in tanycytes using Rax-CreER^T2^::Braf^V600E^ mice and detection of cell division in ME. **b** Sample confocal images showing the mitotic cells in the ME of control and Braf-mutant mice. Scale bar: 50 µm. **c** Quantification of EdU^+^ cell number in EZ and SEZ of control and mutant mice. Boxes represent IQR, whiskers extend to ±1.5 IQR, and significance was analyzed by unpaired two-tailed Student’s *t* test (*n* = 12 and 14 sections from three mice for control and mutant groups). ***P < 0.001. **d** Representative confocal images stained for EdU with Sox2, Olig2, CC1, and S100β in Rax-CreER^T2^::Braf^V600E^ mice receiving tamoxifen injection. Scale bar: 20 µm. **e** Quantification of the number of mitotic cells expressing different cell markers (*n* = 20 sections from four mice). Boxes represent IQR, whiskers extend to ±1.5 IQR and significance was analyzed by unpaired two-tailed Student’s *t* test (*n* = 20, 21, 20, 21, 20, 21, 20, 21, 10, 17, 18, 10, 10, 10, 18, and 10 sections from at least three mice from bottom to top boxes). *P < 0.05; ***P < 0.001; N.S. not significant. **f** Sample images showing mutant Braf^V600E^ activates mitotic division of Sox2^+^Olig2^−^ tanycytes in ME. White arrowheads signify Sox2^+^Olig2^+^ OPCs while yellow arrowheads indicate tanycytes. Scale bar: 10 µm. Source data are provided as a Source Data file. The precise *P* values are summarized in Supplementary Data 3.

Furthermore, we examined the pathology of ME at 2 months post induction (mpi) of Braf^V600E^ expression and found the formation of tumor bearing *Braf* mutation at the floor of the third ventricle (Fig. 6a and Supplementary Fig. 7a, b). The pathological features of induced tumors in ME resembled papillary craniopharyngioma^27^. The width and height of ME were significantly enlarged in the tanycyte-specific mutant mice (Fig. 6b). To validate whether the neoplasm originates from tanycytes, we generated Rax-CreER^T2^::Braf^V600E^::Ai14 mice and induced oncogene activation during adulthood. As expected, these animals developed identifiable, well-circumscribed tumors which were clearly positive for tdTomato and Vimentin (Fig. 6c and Supplementary Fig. 7c), suggesting the origin of papillary craniopharyngioma-like neoplasm from Rax^+^ tanycytes. We next assessed the expression pattern of cell-specific markers in the center and marginal zone of tumors generated in the Rax-CreER^T2^::Braf^V600E^ model. Importantly, we observed that the tumor cells in the center zone displayed a prominent enrichment of stem cell markers Sox2 and Sox9, but did not express differentiated cell markers Olig2, CC1, S100β, and PDGFRα as observed in oligodendrocytoma and/or astrocytoma (Fig. 6d, e and Supplementary Fig. 7d–f). The cell division detected by EdU incorporation and Ki67 staining occurred in both the central and peripheral zone of the tumor (Fig. 6d, e and Supplementary Fig. 7e). Our quantitative analysis showed that the center zone of tumor tissue mainly consisted of tanycyte-like cells but lacked multiple neural lineage cells, while glia-like cells contributed to the cell expansion in the tumor marginal zone (Fig. 6f). A substantial enhancement of OPC division and differentiation was also observed in the neighbor region of tumor tissues (Fig. 6g), implying the potential activation of OPCs in proximity to tumor tissue.

**Fig. 6:**
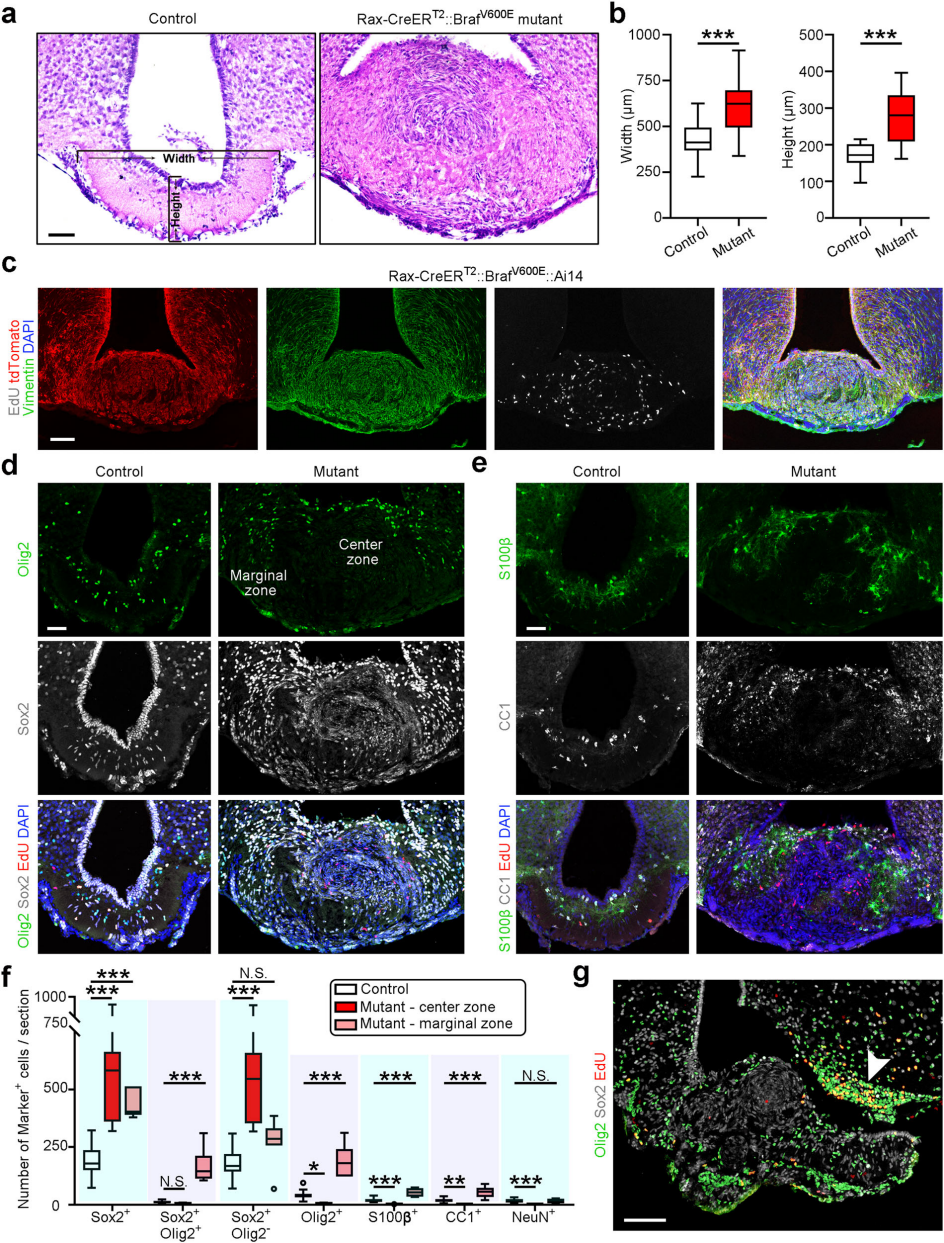
Rax^+^ tanycytes may serve as a cell-of-origin of papillary craniopharyngioma. **a** Hematoxylin and eosin (HE) staining of ME in control and Rax-CreER^T2^::Braf^V600E^ mutant mice at 2 months post tamoxifen injection. Scale bar: 50 µm. **b** Quantification of the width and height of ME in control and mutant mice. Boxes represent IQR, whiskers extend to ±1.5 IQR, and significance was analyzed by unpaired two-tailed Student’s *t* test (*n* = 24 and 7 sections from four mice for control and mutant groups). ***P < 0.001. **c** Representative confocal images showing the costaining of tdTomato, Vimentin, and EdU in Rax-CreER^T2^::Braf^V600E^::Ai14 mice at 2 months post tamoxifen injection. Scale bar: 100 µm. **d**, **e** Representative confocal images of tumor tissues stained for Olig2, Sox2, S100β, CC1, EdU, and DAPI. Three daily EdU injections were applied to label dividing cells before tissue collection. Scale bars: 50 µm. **f** Quantitative analyses show the number of cells expressing different markers in control tissues, center zone, and marginal zone of tumors. Sox2^+^Olig2^−^ cell number is increased in the center zone, while the number of Sox2^+^Olig2^+^ OPCs is augmented in the marginal zone of tumors. Boxes represent IQR, whiskers extend to ±1.5 IQR, and significance was analyzed by one-way ANOVA (*n* = 24, 7, 7, 24, 7, 7, 24, 7, 7, 24, 7, 7, 21, 7, 7, 21, 7, 7, 21, 7, and 7 sections from four mice from left to right boxes). Given that tumor cells expanded locally, we only had a limited number of brain sections from neoplastic tissues for quantification. ***P < 0.001; N.S. not significant. **g** Sample confocal image showing the expansion of OPCs in the arcuate nucleus in proximity to ME. Scale bar: 100 µm. Source data are provided as a Source Data file. The precise *P* values are summarized in Supplementary Data 3.

To characterize the malignancy and invasiveness of papillary craniopharyngioma-like tumor, we further performed xenograft transplantation, histological analysis of multiple organs susceptible to tumor metastasis and in vitro culture of tumor cells. Our data showed that tumor cells derived from Rax-CreER^T2^::Braf^V600E^ mice did not cause neoplasm in naked mice or proliferate massively in vitro, and neither did the neoplasm invade into other organs at 6 mpi (Supplementary Fig. 8).

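The ME of single mice was microdissected from 3 control and 4 Rax-CreERT2::BrafV600E mice at 2 months post tamoxifen. Full-length cDNA primed on poly(A) tails was amplified by PCR with the Smart-seq2 protocol, which adds no molecular identifiers, so that intervals and limits from these counts cover counting error only. Libraries were made with Tn5 transposase and sequenced on an Illumina NovaSeq instrument. The authors deposited raw counts of reads per Ensembl gene for each library, and the paper's text does not name the aligner, the counting tool or the genome build. All gene identifiers are those of GENCODE M21, whose GRCm38 positions are used here. Control libraries held 8348930, 12209728 and 13816596 counts, with a median of 12209728. Tumor ME libraries held 10754670, 9329661, 5678941 and 4928456, with a median of 7504301. The number of genes with at least 1 count differed more than the totals would give. It was 34942, 21986 and 17874 in the controls and 25910, 35978, 40852 and 39508 in the tumors. Drawn at an equal depth of 4928456 counts, the libraries still ranged from 16772 genes in control 3 to 40083 in mutant 3. Of 55450 genes in the table, 47682 had a count in any library, and edgeR's filter on low counts kept 20466. Counts were normalized with edgeR's TMM method, with factors of 1.07, 0.925 and 0.847 for the controls and 0.933, 1.04, 1.07 and 1.15 for the tumors, and normalized values are given per 1000000 counts (CPM) with SD. Neither the labels nor the paper's text name a batch, and the labels give no sex for these libraries.

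**Figure D3:**
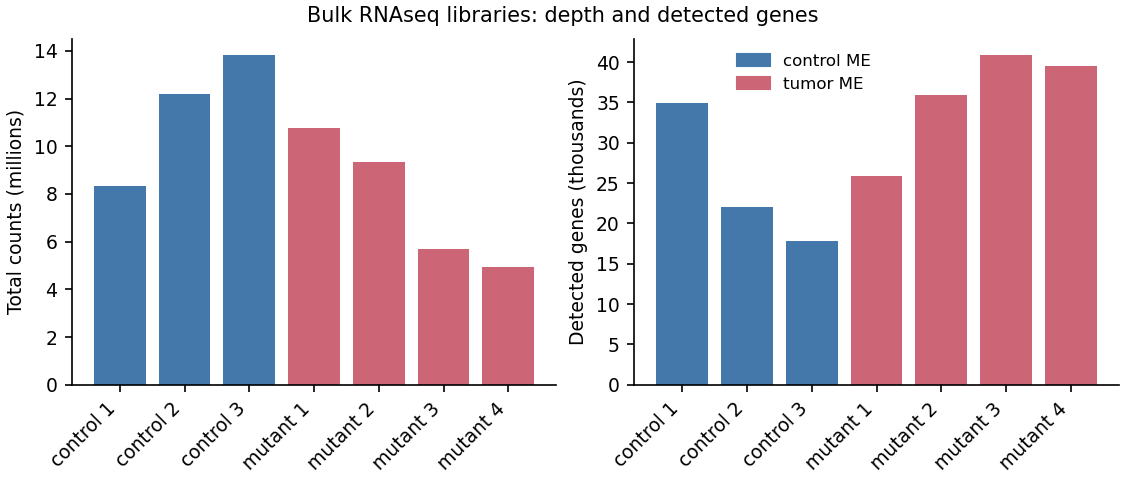
Total counts and detected genes, those with at least 1 count, in each of the 3 control (blue) and 4 tumor (red) ME libraries. Control 3 has the most counts, 13816596, and the fewest detected genes, 17874.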

We then dissected the mouse tumor tissues, constructed cDNA libraries, and performed bulk RNAseq. Principal component analysis revealed that the mRNA expression profile of tumor tissues was distinguishable from control ME tissues (Fig. 7a). 

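Group explained a share of 0.252 of the squared distances between the 7 libraries (PERMANOVA R2 on log2 CPM of all tested genes, prior count 2). Of the 35 splits of the libraries into 3 and 4, 5 gave an R2 as large, the real one included (one-sided exact permutation p = 0.143, with 0.0286 the smallest this design allows). The largest R2, 0.447, set controls 2 and 3 and mutant 1, the libraries with the fewest detected genes, against the other 4. With the 500 most variable genes, R2 was 0.307 (one-sided exact permutation p = 0.0857). Without control 1, it was 0.443 and larger than in each of the other splits of the 6 libraries (one-sided exact permutation p = 0.0667). Controls 2 and 3 are then the only controls, with fewer detected genes than every mutant. Group and that number therefore cannot be told apart in any fit without control 1. Over these 500 genes, the first principal component held 65.5% and the second 16.3% of the variance. On the first, controls 1 to 3 lay at -25.0, 25.7 and 86.4 and mutants 1 to 4 at -4.56, -22.0, -31.9 and -28.6. The groups' means differed with a two-sided exact permutation p of 0.0857 on the first (adjusted over both components, 0.171) and of 0.714 on the second.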

After applying a standard filtering approach that compared tumor with normal tissues, we identified 291 differentially expressed genes (Fig. 7b–d). 

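Counts do not separate the BrafV600E allele from the wild-type allele. Braf (ENSMUSG00000002413, chromosome 6 from 39603237 to 39725463) was at 21.2 ± 11.1 CPM (SD, n = 3) in control and at 22.3 ± 6.25 CPM (SD, n = 4) in tumor ME. Rax (chromosome 18 from 65928277 to 65939787), 24.4% of whose 50-base stretches also occur in the antisense gene Raxos1, was at 70.4 ± 63.6 and 82.4 ± 63.9 CPM. Its log2 fold change was 0.23 (standard error 0.66, adjusted p = 0.959 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and turned to -0.42 without mutant 1 and to -0.17 without control 1. That of Braf was 0.07 (standard error 0.43, adjusted p = 0.980 from the same edgeR test), and turned to -0.18 without control 3 and to -0.06 without control 2 or without mutant 4.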

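In edgeR's quasi-likelihood test, 0 of 20466 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.0541. At an unadjusted p under 0.05, the test gave 1661 genes, 865 higher and 796 lower in tumor ME, with 65 of them at an unadjusted p under 0.001 and an absolute log2 fold change above 1. Leaving out 1 library moved the 1661 to between 863 (without mutant 2) and 6910 (without control 1). The latter fit keeps only the controls with few detected genes. Of the 6910, 5172 were higher and 1738 lower, with 294 at the stricter limits. The near-even split was not kept without scaling, with 1067 higher and 563 lower, or in limma-voom, with 1672 and 634. DESeq2's Wald test with its own size factors moved the number of genes at an adjusted p under 0.05 most. It gave 376 genes at an adjusted p under 0.05, 261 higher and 115 lower, and 3658 at an unadjusted p under 0.05. All 343 of its calls that edgeR also tested had the same sign and an unadjusted p under 0.05 in edgeR. Limma-voom gave 0 genes, with 2306 at an unadjusted p under 0.05. Without the filter on low counts, edgeR called 240 genes, 101 higher and 139 lower. Without control 1 it called 45 genes and without control 3 it called 16, and without any other library it called 0. The groups did not overlap for 1844 genes, 9.01% of those tested, where chance gives 5.71%, and 1194 of these were higher in tumor ME. The median log2 fold change of all tested genes was 0.13. It was 0.25 without scaling, 0.35 in limma-voom and 0.27 without control 1.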

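At an adjusted p under 0.1, edgeR gave 14 genes, named here after their values were seen. The 4 higher in tumor ME were Ptprz1, Hs3st2, Tubb2b and Trim9, and the 10 lower were Eno1b, Gm4735, Gm6472, Mfap4, Gt(ROSA)26Sor, Musk, F11r, Ifi44l, Adat2 and Gstm2. DESeq2 called all of them at an adjusted p under 0.05. Mfap4 (chromosome 11 from 61485431 to 61488900) fell from 40.7 ± 9.70 CPM (SD, n = 3) to 5.38 ± 1.47 CPM (SD, n = 4), a log2 fold change of -2.91 (standard error 0.39, adjusted p = 0.0678 from edgeR's quasi-likelihood test). Tubb2b rose by a log2 fold change of 2.13 and Trim9 by 2.40. Gm6472 changed by -2.52, Musk by -2.62, Adat2 by -3.16 and Gstm2 by -2.04. Hs3st2 had a mean of 0.0377 CPM in control and 9.70 CPM in tumor ME, and Ifi44l 13.3 and 0.0968 CPM. Several of these genes share 50-base stretches with others and are uncertain. The share was 85.2% for Eno1b, mostly with Eno1, 96.0% for Gm4735, mostly with Eno1b, 77.9% for Gm6472 with Rps7, 36.9% for Tubb2b, mostly with Tubb2a, and 14.1% for Adat2 with Pex3.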

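The text and Fig. 7d of the paper name 29 genes, 24 as higher and 5 as lower in tumor ME. All 29 changed in the named direction, and control and tumor libraries overlapped only for Fabp7 and Cspg5. With adjustment over all tested genes, edgeR's quasi-likelihood test called 0 of them, with adjusted p between 0.0678 and 0.506, and all 29 had an unadjusted p under 0.05. With adjustment over the list alone it called 29. The paper chose the list on these libraries, so the latter count is not independent evidence. DESeq2 called 25 over all genes, all but Fabp7, Slc1a3, Gja1 and Cspg5. Without the filter on low counts, edgeR called 19, and without control 1 it called 3, Lum, Mog and Ptprz1. Without control 3 it called Ptprz1 alone, with a log2 fold change of 2.50. Among the transcription factors, Dlx2 (ENSMUSG00000023391, chromosome 2 from 71543408 to 71546754) had 2 counts over the 3 controls and 206 over the 4 tumor libraries, 0.0753 ± 0.130 CPM (SD, n = 3) and 6.15 ± 5.91 CPM (SD, n = 4). The ratio of pooled CPM was 115, with a counting interval of 31.5 to 959. Mutant 2 held 140 of the 206 counts, and the log2 fold change was 6.23 with it and 5.29 without it. The control counts of Dlx2, Gbx2, Foxb1 and Klf8 all came from control 1, so that without it these genes had 0 counts in control ME. Gbx2 (ENSMUSG00000034486, chromosome 1 from 89927956 to 89931179) had 1 and 71 counts, a ratio of 79.5 (13.8 to 3185), and 42.2% of its 50-base stretches occur in the overlapping D130058E05Rik. Foxb1 (ENSMUSG00000059246, chromosome 9 from 69757710 to 69760940) had 2 and 79 counts, a ratio of 44.2 (11.8 to 372), and shares 12.5% with B230323A14Rik. Nkx2-2 (ENSMUSG00000027434, chromosome 2 from 147177546 to 147194243), which overlaps Nkx2-2os, was at 5.38 ± 2.62 CPM (SD, n = 3) and 22.9 ± 10.4 CPM (SD, n = 4). Its log2 fold change was 2.08 (standard error 0.56, adjusted p = 0.413, edgeR's quasi-likelihood test). Klf8 had 1 and 117 counts, a ratio of 131 (23.1 to 5220). Gsx1, Foxd2, Foxn2, Egr3, Etv4, Npas3, Cebpd, Rfx4 and Sox11 had log2 fold changes from 1.79 (Rfx4) to 5.03 (Egr3).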

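Among the tanycyte markers, Ptprz1 (ENSMUSG00000068748, chromosome 6 from 22875502 to 23052916) rose from 57.4 ± 9.83 CPM (SD, n = 3) to 304 ± 64.0 CPM (SD, n = 4), with a log2 fold change of 2.40 (standard error 0.31, adjusted p = 0.0678 from edgeR's quasi-likelihood test, as for the next genes). Fabp7 (ENSMUSG00000019874, chromosome 10 from 57784881 to 57788450) had means of 48.9 ± 44.5 and 192 ± 88.2 CPM, a log2 fold change of 1.97 (standard error 0.60, edgeR adjusted p = 0.442). Crym (ENSMUSG00000030905, chromosome 7 from 120186380 to 120202111) had means of 50.8 ± 23.6 and 188 ± 67.4 CPM, a log2 fold change of 1.88 (standard error 0.46, edgeR adjusted p = 0.359). Gja1 (ENSMUSG00000050953, chromosome 10 from 56377330 to 56402513) had means of 199.7 ± 73.8 and 417 ± 95.6 CPM, a log2 fold change of 1.06 (standard error 0.33, edgeR adjusted p = 0.444). Slc1a2 and Slc1a3 changed by 1.54 and 0.89. Among the differentiation markers, Dcx (ENSMUSG00000031285, chromosome X from 143855842 to 143933311) had means of 0.915 ± 1.03 and 12.7 ± 6.88 CPM, a log2 fold change of 3.79 (standard error 1.10, edgeR adjusted p = 0.434). Olig1 (ENSMUSG00000046160, chromosome 16 from 91269772 to 91271933) had means of 249 ± 152 and 878 ± 374 CPM, a log2 fold change of 1.81 (standard error 0.48, edgeR adjusted p = 0.411). Cspg5 (ENSMUSG00000032482, chromosome 9 from 110243783 to 110262576) had means of 32.1 ± 10.8 and 104 ± 67.4 CPM, a log2 fold change of 1.70 (standard error 0.52, edgeR adjusted p = 0.440). In tumor ME, Mog fell by 2.13 and Lum by 2.06 on the log2 scale, and Nupr1 by 1.45.

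**Figure D4:**
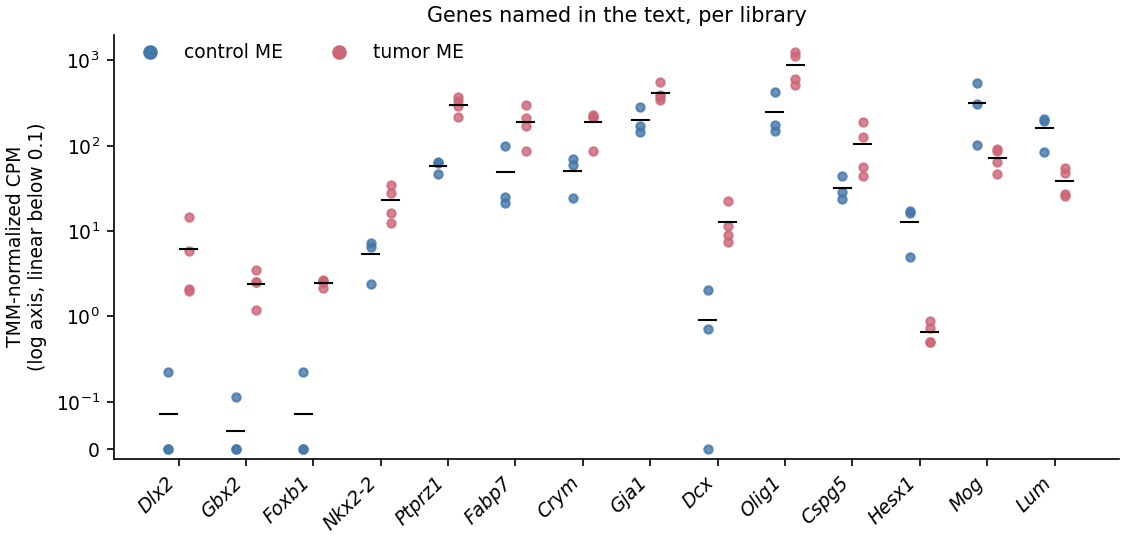
Normalized CPM (log axis, linear below 0.1) of named genes in each of the 3 control (blue) and 4 tumor (red) ME libraries, with lines at the group means. Libraries of the groups overlap for Fabp7 and Cspg5, and Dlx2, Gbx2 and Foxb1 lie near or at 0 in the controls.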

The tumor tissues displayed an enriched expression of transcription factors (e.g., *Dlx2*, *Gbx2*, *Foxb1*, and *Nkx2.2*) critical for brain development, tanycyte markers (e.g., *Ptprz1*, *Fabp7*, *Crym*, and *Gja1*), and differentiation markers (e.g., *Dcx*, *Olig1*, and *Cspg5*) (Fig. 7d). The gene ontology analysis of tumor-enriched genes demonstrated that the transcriptional programs involved in cell division, forebrain, diencephalon, and midbrain development were upregulated in the papillary craniopharyngioma model (Fig. 7e and Supplementary Fig. 9a). 

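Gene ontology annotation was not used here, and no list of midbrain genes was tested. In its place, 27 gene sets were tested with camera, limma's two-sided competitive test, at a preset inter-gene correlation of 0.01 and with Benjamini-Hochberg adjustment over the 27, and 20 passed an adjusted p of 0.05. With fry, a self-contained test, 2 sets passed, the forebrain and diencephalon transcription factors (adjusted p = 0.00551) and the ERK output genes (adjusted p = 0.0101). With an estimated inter-gene correlation, none passed. Of 56 transcription factors of forebrain and diencephalon development, 44 were tested. Their median log2 fold change was 0.85, 32 were higher in tumor ME, and the set's mean log2 CPM in every tumor library lay above that of every control (camera adjusted p = 6.3e-05). Without the genes that the paper names, the median was 0.42 (camera adjusted p = 0.123). The 54 G2/M-phase genes had a median log2 fold change of 0.91, with 43 higher (camera adjusted p = 3.6e-05). Their mean log2 CPM was 2.62, 2.21 and 1.07 in controls and 3.35, 2.56, 3.35 and 3.95 in tumors, so that 3 of 4 tumors lay above every control. Of the 43 S-phase genes, 42 were tested, with a median of -0.05, a mean of 0.11 and a camera direction downward (adjusted p = 0.302). Without control 1 the set passed, with a median of -0.32 (camera adjusted p = 0.0291). The 394 tested genes of Reactome's Cell Cycle, Mitotic had a median of 0.0035 and a mean of 0.15, with 197 higher and a camera direction downward (adjusted p = 0.302), although each tumor library's mean lay above that of every control. Without control 1, they passed downward with a median of -0.09 (camera adjusted p = 0.00512). Reactome's Neuronal System had a median of 0.52, with 183 of 245 genes higher (camera adjusted p = 1.7e-05), and a median of 0.31 without mutant 2. The 12 neuron markers had a median of 0.46 (camera adjusted p = 0.0711). The neuron markers passed without control 3, with a median of 0.65, and without mutants 1, 3 or 4, with 0.64, 0.45 and 0.55. These were 4 of 7 such fits. Across the 7, the median fell as low as 0.18 and the camera adjusted p reached 0.713.

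**Figure D5:**
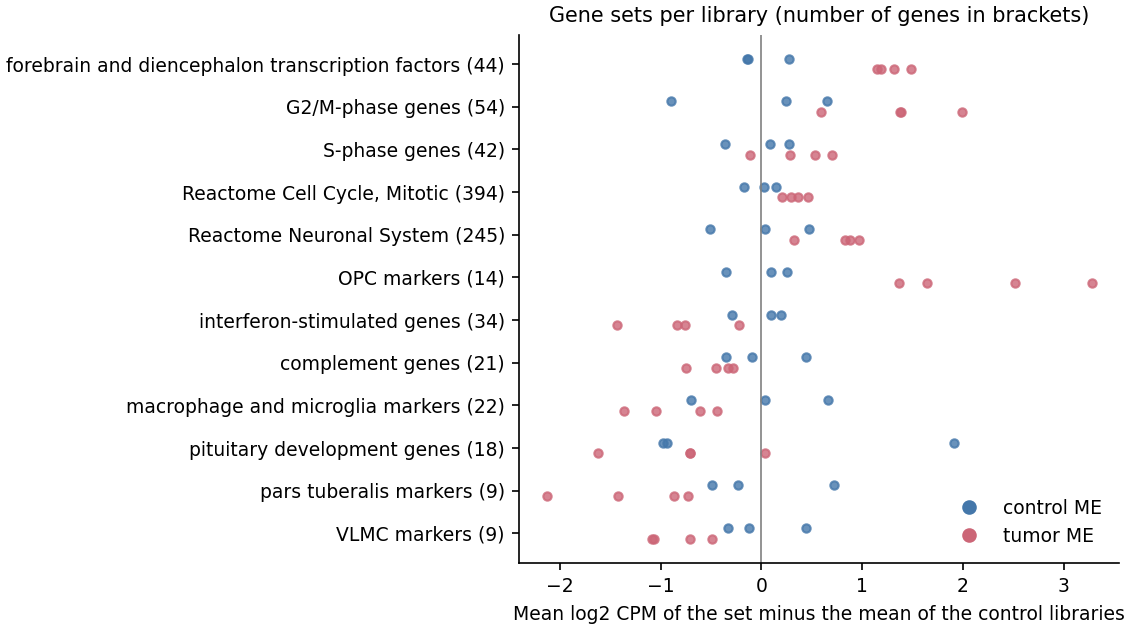
Mean log2 CPM of gene sets in each of the 3 control (blue) and 4 tumor (red) ME libraries, minus the mean of the control libraries, with the number of genes tested in brackets. All 4 tumors lie above every control for the forebrain and diencephalon transcription factors and for OPC markers, and 3 of 4 for the G2/M-phase genes.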

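Immune genes were lower in tumor ME in the smaller lists and near 0 in the larger ones. The 34 interferon-stimulated genes had a median log2 fold change of -1.07, with 5 higher and with 3 of 4 tumors below every control (camera adjusted p = 9.8e-14). With each library left out in turn, the median lay between -1.35 and -0.62, the latter without control 3. The 21 complement genes tested had a median of -0.92, with 4 higher (camera adjusted p = 4.0e-07), and the 16 antigen presentation genes a median of -0.71, with 2 higher (camera adjusted p = 1.0e-05). All 22 markers of macrophages and microglia were lower, with a median of -0.96 and 2 of 4 tumors below every control (camera adjusted p = 1.5e-11). For each of these 4 lists, the adjusted p with fry lay between 0.122 and 0.173. The larger Reactome sets had medians near 0, below the 0.13 of all tested genes. Of 778 tested genes of Immune System, 399 were higher in tumor ME, with a median of 0.02 and a mean of 0.07, while the camera direction was downward (adjusted p = 0.109). It passed without control 1, with a median of 0.03 (camera adjusted p = 0.0059). Innate Immune System had a median of 0.02 and a mean of 0.06, with a camera direction downward (adjusted p = 0.109), and passed without control 1, with a median of -0.02 (camera adjusted p = 0.0031). Cytokine Signaling in Immune system had a median of 0.02 and a mean of 0.04, again downward in camera (adjusted p = 0.120), and passed without control 1, control 3 or mutant 1, with medians of 0.14, -0.03 and 0.0029. Interferon Signaling had a median of -0.08 (camera adjusted p = 0.00197) and Complement cascade one of -0.61 (camera adjusted p = 8.1e-04). Leaving out 1 library moved the former between -0.15 and -0.0066, close to no change, and the latter between -0.72 and -0.42. DESeq2 called 5 genes of Immune System higher and 6 lower.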

Surprisingly, genes engaged in immune response were downregulated in tumor tissues (Fig. 7f and Supplementary Fig. 9b). Together, our results suggest that tanycytes may serve as a cell-of-origin for papillary craniopharyngioma in the adult brain and use the transcriptional programs activated during brain development to evolve into tumor cells.

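Of the 652 tanycyte markers of Supplementary Data 2, 641 were tested in tumor against control ME. Their median log2 fold change was -0.31, with 166 higher (camera adjusted p = 8.6e-12), and no tumor library's mean lay outside the range of the controls. Of the 35 splits of the libraries, 14 gave as small a p for this set. Without control 3 the median was -0.06. A list of 12 markers used to name tanycytes, 11 of them tested, had a median of -0.44 and a mean of -0.03, with 5 higher (camera adjusted p = 0.202), and passed downward without control 1, with a median of -0.26 (camera adjusted p = 0.0142). Among other cell types, all 14 OPC markers were higher, with a median of 2.00, and each tumor library's mean lay above that of every control (camera adjusted p = 5.4e-14). The 10 astrocyte markers had a median of 0.47 (camera adjusted p = 0.0148), which was lost without control 1, with a median of 0.29 and a camera direction downward (adjusted p = 0.895). Of the 35 splits, 13 gave as small a p for the latter. The 10 oligodendrocyte markers were all lower, with a median of -1.29 (camera adjusted p = 1.2e-10), and of -0.77 without control 2. From these libraries and from the lesions in mutant mice, the paper proposes that tanycytes may be a cell of origin of papillary craniopharyngioma in the adult brain, and that tumor cells use transcriptional programs active during brain development.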

**Fig. 7:**
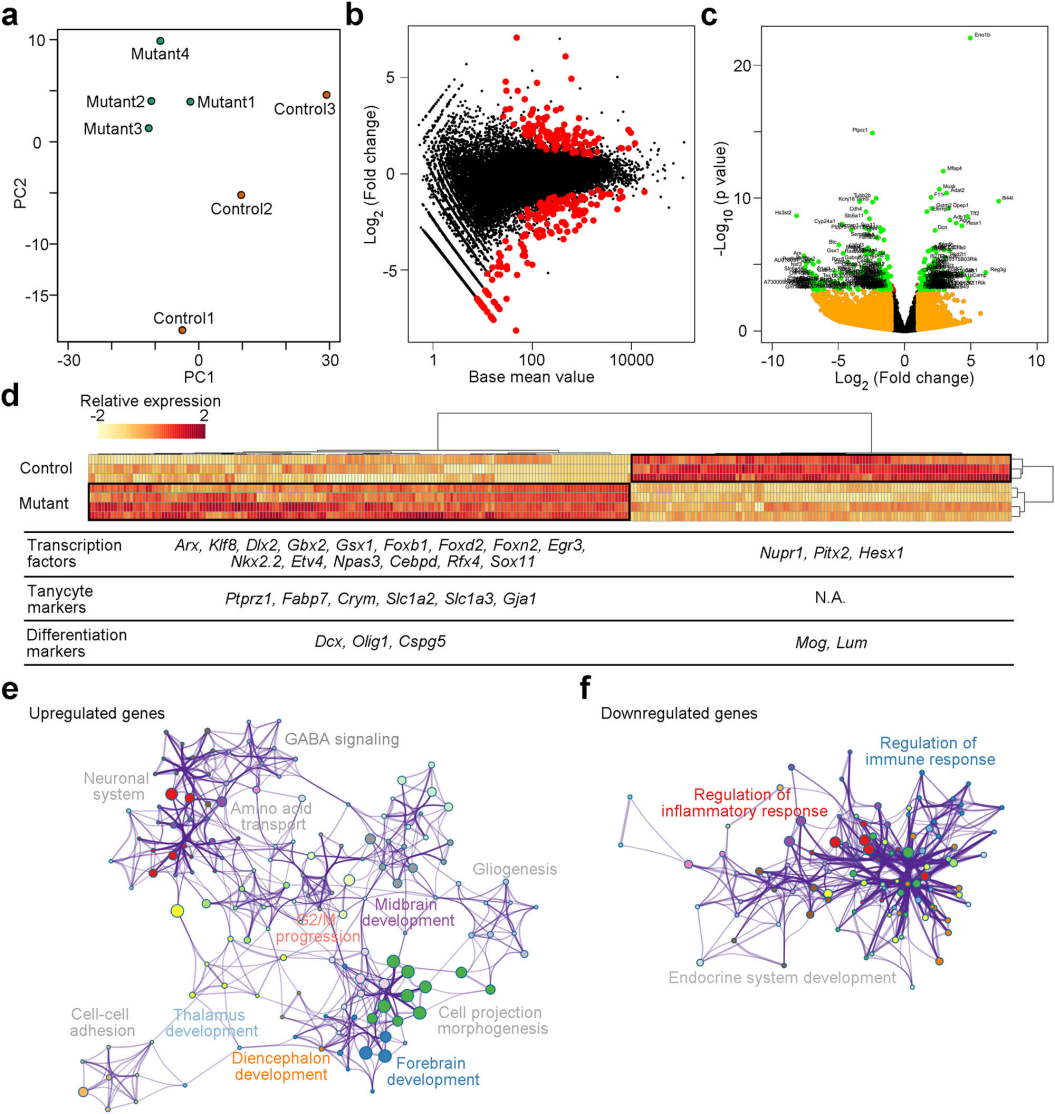
Bulk RNAseq analysis of tumor tissues. **a**–**c** Principal component (PC) analysis (**a**), MA plot (**b**), and volcano plot (**c**) showing the differential gene expression in ME tissues of control and Rax-CreER^T2^::Braf^V600E^ mutant mice at 2 months post tamoxifen injection. **d** A heatmap showing the differential gene expression of control and papillary craniopharyngioma-like tumor tissues. A set of upregulated and downregulated transcription factors, tanycyte markers, and differentiation markers in the mouse papillary craniopharyngioma are highlighted in the table. **e**, **f** Gene ontology network analysis of upregulated (**e**) and downregulated (**f**) genes in the tumor tissues. The major clusters with different gene ontology are labeled with different colors.

## Discussion

Manipulation of tanycyte biology could provide a valuable tool for regulating hypothalamic function and modeling disease. Understanding the property, plasticity, and potential of tanycytes is fundamentally important to maintain their stemness, enhance their function and restrain their tumorigenesis. Here we show that Rax^+^ tanycytes in ME robustly transit from a quiescent to an active state for tissue regeneration when subjected to neural injury. Loss of Igf1r signaling in tanycytes leads to a substantial decrease of tanycyte population and impairs tissue repair after injury. Importantly, Rax^+^ tanycytes are susceptible to Braf oncogene activation and display tumorigenic potential (Fig. 8).

**Fig. 8:**
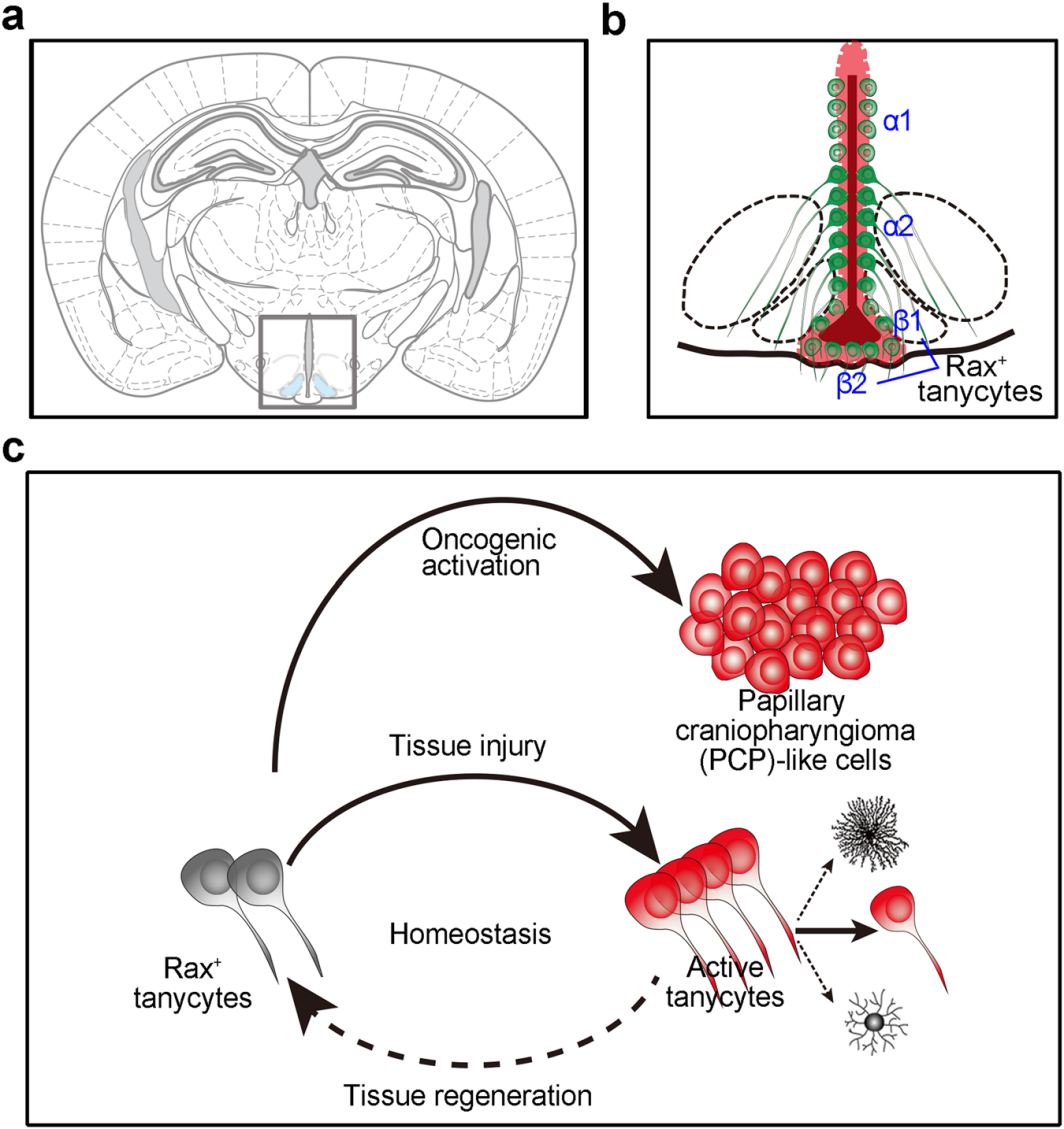
A graphical model showing the regenerative and tumorigenic potential of Rax^+^ tanycytes in ME. **a** A schematic diagram of coronal mouse brain section, adapted from “The Mouse Brain in Stereotaxic Coordinates”^57^. **b** The spatial distribution of α1, α1, β1, and β2 tanycytes along the 3rd ventricle. **c** Regenerative and tumorigenic potentials of Rax^+^ tanycytes.

A combination of bioinformatics analysis, lineage tracing, and pulse-chase assay demonstrate that Rax^+^ tanycytes are largely quiescent, supporting previous studies showing that β tancytes residing in ME cannot proliferate but NG2 glia are actively dividing cells there^12,31^. Nevertheless, adult tanycytes are not permanently dormant like ependymal cells in lateral ventricles^19^. While αSMA^+^ ependymal cells fail to activate under growth factor infusion and striatal injury condition^19^, targeted neural injury can induce robust cell division of Rax^+^ tanycytes, suggesting them as latent hypothalamic stem cells with the regenerative capacity to replenish cell loss and repair injured tissues. Despite that our data have shown that a minority of tanycytes, if not none, differentiate into OPCs or astrocytes by dividing, we still could not exclude the possibility of transdifferentiation of tanycytes into glial cells. How residual or neighbor tanycytes sense the damage in their microenvironment and regenerate to maintain tissue homeostasis is still unclear. A recent study shows that interferon γ signaling within the injury niche promotes the exit of NSCs from dormancy into a primed state^39^, providing a potential mechanism underlying the activation of quiescent NSCs following neural injury.

By datamining the single-cell transcriptomic database, we identify *Igf1r* as a specifically expressed RTK in tanycytes and reveal that the Igf1 signaling pathway is required for tissue repair after injury. Genetic deletion of *Igf1r* in Rax^+^ tanycytes compromises their own maintenance and regenerative capacity. These findings provide a potential druggable target to preserve tanycyte population during aging and promote tissue regeneration after traumatic brain injury.

Somatic stem cells not only maintain their own stemness and tissue homeostasis after injury but also possess the potential of oncogenic transformation^15,21,22^. Previous reports suggest that Braf^V600E^ expression in neural progenitors is not sufficient for tumorigenesis and needs to cooperate with *Ink4a* or *Cdkn2a* locus deficiency in oligodendrocyte or astrocyte precursor cells to induce glioma formation^40–43^. Unexpectedly, a remarkable result reported here is the discovery that an introduction of mutant Braf^V600E^ into tanycytes is sufficient to drive tumor formation at the floor of the third ventricle, demonstrating that tanycytes have tumorigenic potential and are susceptible to *Braf* mutation. Craniopharyngioma is a heterogeneous brain tumor of uncertain origin and its tumor biology is poorly understood^25^. Recent studies show that pituitary stem/progenitor cells carrying *Cnntb1* but not *Braf* mutation contribute to the development of pituitary tumors and/or adamantinomatous craniopharyngioma via paracrine mechanism^44–46^. Interestingly, our results reveal that tanycyte-derived tumors in ME mimic papillary craniopharyngioma (frequently carrying Braf^V600E^ mutation) with respect to their anatomic location, genetic mutation, and pathological features, suggesting that hypothalamic Rax^+^ tanycytes could serve as a cell-of-origin for papillary craniopharyngioma. In contrast to the salient OPC features in glioma^47,48^, the tumor cells in our disease model do not abundantly express differentiated cell markers such as Olig2, S100β, and CC1. Notably, craniopharyngioma was previously assumed to derive from squamous epithelial cells by clinical researchers^25^, but we did not find a robust transcriptomic similarity between tanycytes and esophageal squamous epithelia, or between tanycytes-derived tumor and esophageal squamous cell carcinoma (Supplementary Fig. 10). 

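Of 22 pituitary development genes, 18 were tested in tumor against control ME, with a median log2 fold change of -1.59, a mean of -1.35 and 4 higher (camera adjusted p = 8.1e-08). The set's mean log2 CPM was 6.60, 3.76 and 3.72 in controls 1 to 3 and 3.98, 3.98, 4.73 and 3.07 in mutants 1 to 4, so that 1 of 4 tumors lay below every control. Without control 1, the median was -0.19, the mean was 1.18 and the set no longer passed (camera adjusted p = 0.0555). Hesx1 (ENSMUSG00000040726, chromosome 14 from 26994416 to 27002329) fell from 12.9 ± 6.89 CPM (SD, n = 3) in control ME to 0.656 ± 0.192 CPM (SD, n = 4) in tumor ME, a log2 fold change of -4.28 (standard error 0.72, adjusted p = 0.130 from edgeR's quasi-likelihood test). DESeq2 called 6 of the 18 genes, all lower in tumor ME. The 9 pars tuberalis markers had a median of -1.48, with all 4 tumors below every control (camera adjusted p = 6.2e-07), and a median of -0.70 without control 1.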

The data from our transcriptomic profiling further demonstrate that tanycyte-derived tumors display enrichment of genes involved in the brain but not pituitary development. Due to the lack of transcriptomic data of human papillary craniopharyngioma in previous studies, further investigation is required to uncover the similarity and difference between mouse and human tumor tissues.

Given that previous studies have subdivided tanycytes into α1, α2, β1, and β2 subtypes along the third ventricle^5,32^, here we have to emphasize that our study focuses on Rax^+^ tanycytes, predominantly composed of β1 and β2 subtypes. However, the regenerative and tumorigenic potentials of α tanycytes remain elusive to us.

Taken together, our findings identify Rax^+^ tanycytes as slow-cycling cells wherein quiescence may preserve their inherent longevity^15^. We further reveal the previously underappreciated role of adult tanycytes in tissue repair and tumorigenesis and establish a craniopharyngioma mouse model, which may unlock an avenue for regenerative medicine and cancer therapy in the central nervous system.

## Methods

### Animals

All experimental mice were under the husbandry care of the Institute of Genetics and Developmental Biology, Chinese Academy of Sciences. The mouse strains including Rax-CreER^T2^ (strain name: Raxtm1.1(cre/ERT2)Sbls/J; stock number: 025521), Igf1r^f/f^ (strain name: B6;129-Igf1rtm2Arge/J; stock number: 012251), Braf^V600E^ (strain name: Braftm1Mmcm/J; stock number: 017837), Ai14 (strain name: B6.Cg-Gt(ROSA)26Sortm9(CAG-tdTomato)Hze/J, stock number: 007914), iDTA (strain name: B6;129-*Gt(ROSA)26Sor*^*tm1(DTA)Mrc*^/J, stock number: 010527), and GFAP-CreER^T2^ (strain name: B6.Cg-Tg(GFAP-cre/ERT2)505Fmv/J, stock number: 012849) were obtained from the Jackson Laboratory. Inducible DTR mouse line (strain name: B6-Gt(ROSA)26Sortm2(CAG-LSL-DTR-EGFP)) was generated by Biocytogen. Two-month-old wild-type C57BL/6N mice and 5-week-old BALB/c-nu mice were ordered from SPF Biotechnology Co. Ltd and housed in the same animal facility on a 12-h reverse light/dark cycle and provided with food and water ad libitum. The animal facility was maintained at a temperature of 21 °C with 50–60% humidity. All mice in the study were backcrossed to the C57BL/6N background for at least six generations. To perform lineage tracing, targeted neural injury and cell-type-specific genetic manipulation, we crossed Rax-CreER^T2^ driver mice with Ai14, iDTR, Igf1r^f/f^, or Braf^V600E^ mice during adulthood to generate corresponding mouse lines. All procedures, husbandry, and experiments were performed according to the policies and ethical regulations established by the Institutional Animal Care and Use Committee at the Institute of Genetics and Developmental Biology, Chinese Academy of Sciences. The experimental protocols used in this study received ethical approval from the Chinese Academy of Sciences.

### Single-cell library preparation and sequencing

Median eminence (ME) tissues were dissected from ten female adult C57BL/6N mice and pooled together. Single-cell RNA sequencing was performed on 10×Genomics platform. Library was prepared with the Chromium Single Cell 3’ Library & Gel Bead Kit v2 (PN- 120237), Chromium Single Cell 3’ Chip kit v2 (PN-120236), and Chromium i7 Multiplex Kit (PN-120262) according to the manufacturer’s instructions. The library was sequenced on the Illumina NovaSeq6000 platform as follows: 26 bp (Read1) and 98 bp (Read2). Due to the tininess of ME tissue and the lack of experience in dissociating such tiny tissues, we only acquired 990 qualified cells for single-cell analyses. Despite the low number of collected cells, we still provided high-quality data.

### Alignment and quantification of scRNA-seq data

Cell Ranger v2.1 was used to demultiplex raw base call (BCL) files generated by Illumina sequencers into FASTQ files and perform the alignment, barcode counting and unique molecular identifiers counting. Ensembl BioMart version 84 was used to generate the reference genome.

### Single-cell RNAseq analysis

The downstream analysis was run with the Seurat (version 3.0) R package. The first step is to normalize the data by a global-scaling normalization method that normalizes, multiplies a scale factor (10,000), and log-transforms the feature expression. Next, features were selected to exhibit high cell-to-cell variation in the aME dataset by Seurat “FindVariableGenes” command with the following parameters: mean.function equal to ExpMean, dispersion.function equal to LogVMR, x.low.cutoff equal to 0.02, x.high.cutoff equal to 8, and y.cutoff equal to 0.5. The number of aME feature is 4844, accordingly. After a linear scaling processing, aME was used for the calculation of the PCs using Seurat’s “RunPCA” command. The final decision on the number of 3D t-distributed stochastic neighbor embedding (tSNE) transformation was made by JackStraw statistics with a sharp drop-off in significance. The statistics were estimated with 100 replicate samplings. The proportion of the data that were randomly permuted for each replicate was set to 1%. Differentially expressed features in each cluster could be calculated with “FindAllMarkers” with the threshold set to 0.25. Finally, we visualized marker expression by DoHeatmap, VlnPlot and FeaturePlot. The molecular signatures of neural stem cells (NSCs) and ependymal cells were identified by reanalyzing the published dataset from cells lining SVZ using Seurat R package^19^. The shared molecular markers among NSCs, ependymal cells and tanycytes were analyzed with OmicsBox software 1.4.

To systematically analyze the mitotic activity of cells in ME, we selected cell cycle-related genes for gene expression analysis as previously described^49^, including 43 S-phase genes (*Mcm5, Pcna, Tyms, Fen1, Mcm2, Mcm4, Rrm1, Ung, Gins2, Mcm6, Cdca7, Dtl, Prim1, Uhrf1, Mlf1ip, Hells, Rfc2, Rpa2, Nasp, Rad51ap1, Gmnn, Wdr76, Slbp, Ccne2, Ubr7, Pold3, Msh2, Atad2, Rad51, Rrm2, Cdc45, Cdc6, Exo1, Tipin, Dscc1, Blm, Casp8ap2, Usp1, Clspn, Pola1, Chaf1b, Brip1, E2f8)* and 54 G2/M-phase genes (*Hmgb2, Cdk1, Nusap1, Ube2c, Birc5, Tpx2, Top2a, Ndc80, Cks2, Nuf2, Cks1b, Mki67, Tmpo, Cenpf, Tacc3, Fam64a, Smc4, Ccnb2, Ckap2l, Ckap2, Aurkb, Bub1, Kif11, Anp32e, Tubb4b, Gtse1, Kif20b, Hjurp, Cdca3, Hn1, Cdc20, Ttk, Cdc25c, Kif2c, Rangap1, Ncapd2, Dlgap5, Cdca2, Cdca8, Ect2, Kif23, Hmmr, Aurka, Psrc1, Anln, Lbr, Ckap5, Cenpe, Ctcf, Nek2, G2e3, Gas2l3, Cbx5, Cenpa*).

### Genomic DNA extraction and genotyping

Genomic DNA extraction from mouse tails was conducted using the standard ethanol precipitation protocol. The tissue digestion solution contains 1 mg/mL of proteinase K, 50 mM Tris-HCl (pH = 8.0), 100 mM EDTA, 100 mM NaCl, and 1% SDS. Genotyping was performed with PCR-based assays using purified genomic DNA and primer pairs to detect Rax-CreER^T2^, GFAP-CreER^T2^, iDTR, iDTA, Igf1r^f/f^, Braf^V600E^, and Ai14 alleles, respectively. The primers used for genotyping are listed in Supplementary Table 1.

### Validation of Braf^V600E^ activation

We microdissected the neoplastic tissues from Rax-CreER^T2^::Braf^V600E^ mouse model at 2 months post induction (mpi), isolated the mRNA, and performed reverse transcription to obtain cDNA. First, we referred to the source paper reporting the generation of Braf^V600E^ mouse line^50^, amplified the target DNA fragment and verified the activation of Braf using XbaI restriction enzyme (NEB, R0145) which cut the recognition site introduced by Dankort et al.^3^. Second, we amplified the target fragment from cDNA and sent the samples for Sanger sequencing to test the mutant oncogene expression in neoplastic tissues.

### EdU, tamoxifen, and diphtheria toxin (DT) administration

For tracking cell division in hypothalamic ME and its neighbor niche, adult mice were intraperitoneally injected with EdU (Ark Pharm, AK163060-1g) for three consecutive days (50 mg/kg body weight), followed by tissue collection to analyze the mitotic activity in the hypothalamus at 24 h after the last injection.

To induce genetic recombination in Rax-CreER^T2^::Ai14, Rax-CreER^T2^::iDTR, Rax-CreER^T2^::iDTA::Ai14, Rax-CreER^T2^::Igf1r^f/f^, Rax-CreER^T2^::Braf^V600E^, and Rax-CreER^T2^::Braf^V600E^::Ai14, the adult mice received a single or multiple intraperitoneal injections of tamoxifen (Sigma-Aldrich, T5648) at the dose of 132 mg/kg body weight. A stock of tamoxifen (66 mg/mL; Sigma; T5648) was prepared in a 5:1 ratio of corn oil to ethanol at 37 °C with occasional vortexing as previously described^51^.

To genetically ablate a subpopulation of tanycytes and induce targeted neural injury, we applied daily DT (Sigma-Aldrich, D0564) at the dose of 10 µg/kg for 3 days in adult Rax-CreER^T2^::iDTR mice that had received a single tamoxifen (66 mg/ml) injection 3 days before. The procedure has been described in our previous study^52^.

### Tissue section preparation, EdU staining, and immunohistochemistry

The experimental mice were anesthetized by intraperitoneal injection of 4% chloral hydrate and then transcardially perfused with saline followed by 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS). Mouse brains were dissected, post-fixed for 4–6 h in 4% PFA at 4 °C, and subsequently cryo-protected in 20% sucrose in PBS for 12 h followed by 30% sucrose for 24 h. Tissue blocks were prepared by embedding in Tissue-Tek O.C.T. Compound (Sakura 4583). The brain sections (20 μm in thickness) were prepared using a cryostat microtome (Leica, CM3050S), dried for 30 min at room temperature in the dark and stored in −20 °C freezer. For immunostaining, the tissue sections were washed with 1×TBS (pH = 7.4, containing 3 mM KCl, 25 mM Trizma base, and 137 mM NaCl) and pre-blocked with 1×TBS + + (TBS containing 5% donkey serum and 0.3% Triton X-100) for 1 h at room temperature, followed by incubation with primary antibodies diluted in TBS + + overnight at 4 °C. The primary antibodies used in this study included Sox2 (Goat; R&D Systems; #KOY0317071; 1:500), NG2 (Rabbit; Millipore; #3018740; 1:200), Olig2 (Goat; R&D Systems; #UPA0617051; 1:200), NeuN (Mouse; Abcam; #ab104224; 1:1000), HuC/D (Mouse; Molecular Probes; #A21271; 1:1000), CC1 (Mouse; Calbiochem; #OP80; 1:200), S100 (Rabbit; Abcam; #ab868; 1:400), Iba1 (Rabbit; Wako; #019-19741; 1:1000), GFP (Goat; Rockland; #33302; 1:1000), RFP (Rabbit; Rockland; #35055; 1:1000), GFAP (Rabbit; DAKO; #Z0334; 1:1000), Igf1r (Rabbit; CST; #30275; 1:200), Sox9 (Rabbit; Abcam; #ab185966, 1:250);PDGFRα (Goat; R&D Systems; #AF1062; 1:200), Vimentin (Rabbit; Abcam; #ab92547; 1:500), Mia (Goat; R&D; #AF2050, 1:50), Ki67 (Rabbit; Abcam; #ab16667;1:500) and mCherry (Rat; ThermoFish; #SI259077; 1:500). After primary antibody incubation, the brain sections were washed for three times with 1×TBS and incubated with following secondary antibodies for 2 h at room temperature: anti-rabbit/mouse Cy2, anti-goat/rabbit Cy3 and anti-rabbit/goat Cy5 (Donkey; Jackson ImmunoResearch; 1:500).

For EdU labeling, the tissue sections were permeabilized with 0.5% Triton-X-100 for 30 min and detected with detection solution containing 5 µM Sulfo-Cy3/Cy5 azide (Lumiprobe, #C1330/#C3330), 0.1 M Tris-HCl (pH = 7.5), 4 mM copper sulfate, and 100 mM sodium ascorbate for 30 min. After staining, sections were coverslipped with mounting medium, air-dried overnight and maintained at 4 °C in the dark for further imaging. The brain sections were imaged using Zeiss LSM 710 confocal microscopy (Carl Zeiss, Oberkochen, Germany) and Leica SP8 confocal (Leica, Germany) equipped with four lasers (405, 488, 568, and 647 nm). Images were processed and analyzed using Image J software (NIH, Bethesda, MD, USA). For 3D reconstruction, optical stacks from the entire ME were serially aligned along the rostrocaudal axis using Reconstruct 1.1.0 (J.C. Fiala, NIH), followed by import into Imaris 9.0.1 (Bitplane) for further analysis.

### Single-molecule fluorescent in situ hybridization (smFISH)

To prepare tissue sections for smFISH, mouse brains were dissected, immersed in 4% PFA for 4–6 h, and then dehydrated with 20–30% DEPC-treated sucrose for 24 h. Subsequently, the tissues were rapidly frozen on dry ice, embedded in O.C.T. compound, cryosectioned at a thickness of 20 µm, and mounted onto SuperFrost Plus microscope slides. The probes targeting against *Rax* (19046 A), *Scn7a* (18199B), and *Col25a1* (19032A) were designed and validated by Advanced Cell Diagnostics. RNAscope v2 Assay (Advanced Cell Diagnostics, #320511) was used for all smFISH experiments according to the manufacturer’s protocol^53^. Briefly, the brain sections were dried at 55 °C for 2 h, rinsed with 1×PBS, treated with 3% hydrogen peroxide in methanol, and subjected to antigen retrieval. Subsequently, the tissue sections were dehydrated with 100% ethanol and incubated with mRNA probes for 2 h at 40 °C. The specific signals were then amplified with multiplexed amplification buffer and detected with TSA Plus fluorophore (Perkin Elmer, #NEL753001KT) for 30 min. To combine smFISH with the pulse-chase assay, we further treated the tissue sections with 0.5% Triton-X-100 and EdU detection solution. After staining, the slides were mounted and imaged for further analysis.

To detect the mRNA expression level of *Mia*, we used the hybridization chain reaction (HCR) approach^54^. We designed the probe sequences (Supplementary Table 2) using the coding and 3′UTR regions of *Mia* and synthesized the probes in Sangon Biotech, China. The brain sections were permeabilized in 70% ethanol for 16 h at 4 °C, followed by 0.5% Triton X-100 in 1×PBS at 37 °C for 1 h, and treated with 10 µg/mL Protease K was to improve mRNA accessibility. After two washes with 1×PBS at room temperature, sections were pre-hybridized in probe hybridization buffer (30% formamide, 5×SSC, 9 mM citric acid, 0.1% tween 20, 50 µg/mL heparin, 1×Denhardt’s solution, and 10% dextran sulfate) for 1 h at 37 °C and then incubated in probe hybridization buffer containing HCR probes (10 µM for each) at 37 °C for 3 h. After mRNA hybridization, the washing and amplification steps were performed as previously described^54^.

### TUNEL assay

For TUNEL assay, cryopreserved sections were fixed in 4% PFA for 20 min at room temperature and incubated with sodium citrate solution containing 0.3% Triton X-100 for 30 min. Subsequently, TUNEL reaction mixture (Roche, 11684795910) was added and incubated with brain sections for 1 h at 37 °C in the dark. After staining, sections were coverslipped with a mounting medium and observed under a microscope.

### Western blotting analysis

The neural progenitor cells were cultured at 37 °C with 5% CO_2_ in NeuroCult Basal Medium (STEMCELL, #05700) supplemented with NeuroCult Proliferation Supplement (STEMCELL, #05701), EGF (PeproTech, AF-315-09) and bFGF (PeproTech, AF-450-33). The cells were treated with 1 μM OSI-906 (MedChemExpress, HY-10191) to block Igf1r signaling for 48 h and harvested with ice-cold lysis buffer (20 mM Tris-HCl, pH = 8.0, 100 mM NaCl, 0.5% NP-40, and 1 mM EDTA, 10 mM sodium fluoride, and 5 mM sodium pyrophosphate) containing a cocktail of protease and phosphatase inhibitors (Roche, 04693132001 and 04906837001). The cell lysates were spun down at 20,000×*g* for 20 min and the supernatants were denatured at 95 °C for 10 min. The equivalent denatured samples were subjected to SDS-PAGE, transferred to PVDF membranes and probed with the antibodies against Sox2 (goat; R&D; AF2018; 1:2000), IGF1R (rabbit; CST; 3027s; 1:1000), phosphorylated IGF1R (rabbit; CST; 3024s, 1:1000) or α-Tubulin (mouse; CST; 3873; 1:5000). Blots were visualized with Super Signal West Pico chemiluminescence (Thermo, 3457) and imaged with a Bio-Rad ChemiDoc^TM^ XRS system. The intensity of stained bands was quantified using Image J software.

### In vitro culture of tumor cells and xenograft transplantation

The tumor tissues were microdissected from Rax-CreER^T2^::Braf^V600E^ mice at 2 mpi under aseptic conditions and incubated in digestion buffer containing 8 U/mL Papain (Worthington, LK003178) and 100 U/mL DNaseI (Worthington, LK003172) at 37 °C for 30 min. After the termination of digestion with 1×HBSS with 20% fetal bovine serum (FBS), we dissociated the cells with fine-polished glass pipette, spun down the cells at 300×*g* for 5 min, resuspended the pellets, and filtered the single-cell suspension with a 40-μm cell strainer (BD Falcon, 352340). We used melanoma cells dissected from the skin of Tyr-CreER^T2^::Braf^V600E^::Pten^f/f^ mice (strain name: B6;Cg-Tg(Tyr-cre/ERT2)13Bos Braf^tm1Mmcm^Pten^tm1Hwu^/BosJ, stock number: 013590) as the positive control. For in vitro culture, we transferred the filtered cell suspension to 96-well plates and cultured the cells in DMEM/F12 (Gibco, Life Technologies) with 10% fetal bovine serum and 100 U/mL penicillin/streptomycin, followed by passaging when the tumor cells reached 100% confluency. For xenograft transplantation, a total of 10^7^ cells suspended in 1×PBS were mixed with the equivalent volume of matrigel (BD, 356234) and then subcutaneously injected to 7-week-old female nude mice. The xenograft tumor growth was monitored over time and imaged for visualization.

### Mechanical injury

Adult C57BL/6N mice, Rax-CreER^T2^::Ai14 mice, and Rax-CreER^T2^::Igf1r^f/f^ mice were anesthetized with 4% chloral hydrate and subjected to mechanical injury with an acupuncture needle penetrating the midline of brains until reaching ME. The stereotactic penetration of acupuncture needle into ME was applied with the following coordinate: 2 mm posterior to bregma and 7 mm below dura. At 24 h after mechanical injury, the mice were intraperitoneally injected with EdU (Ark Pharm, AK163060-1g) for 3 consecutive days (50 mg/kg body weight), followed by tissue collection to analyze the mitotic activity of cells in ME.

### Histology analysis

The mouse brains, liver, spleen, lung, and kidney embedded in O.C.T. compound were sectioned at a thickness of 10–20 µm with cryostat microtome (Leica, CM3050S). The tissue sections were washed with 1×PBS buffer, sequentially stained with hematoxylin and eosin (H&E, Beyotime, #C0105), and then dehydrated with gradient ethanol. Subsequently, we clarified the stained tissue sections with xylene and mounted the slides with DPX mounting medium (Sigma, #06522). The images were taken with a Leica SP8 microscopy and Nikon ECL IPSE Ci-L microscope.

### Cell quantification

To quantify the number of cells expressing cell-type-specific markers, we serially sectioned the ME and analyzed the positive cells in one out of five brain sections spanning the whole ME (from −1.58 mm to −2.3 mm posterior to bregma). Quantification of cells labeled by EdU and expressing different cell-type markers (Sox2, Olig2, NG2, CC1, S100β, and NeuN) in ME was conducted using Carl Zeiss AIM 2.3 software, Leica LAS X software or Image J 1.52p (NIH) software. Generally speaking, at least three animals and five brain sections from each animal were used for quantification. To investigate the spatial distribution of cells, we respectively defined the ependymal layer and the parenchymal region in ME as EZ and SEZ. For neoplastic tissues, we subdivided tumors into center and marginal zone based on the histological morphology and then quantified the number of cells expressing various cell markers. Given that tumor cells expanded locally, we only had a limited number of brain sections (*n* = 2–3) for quantification.

### Bulk RNAseq of tumor tissues

To compare the transcriptomic profiles between normal and tumor tissues, we microdissected the ME region from three control and four Rax-CreERT2::Braf^V600E^ mice at 2 months post tamoxifen induction and isolated the total RNAs with Trizol reagent (Ambion). Reverse transcription and template switching were performed with oligo(dT) guided primers and SuperScript II Reverse Transcriptase (Invitrogen, #18064-022) according to the Smart-seq2 protocol^55^. Subsequently, we amplified the cDNA samples with KAPA HiFi HotStart polymerase (KAPA Biosystems, KR0369) and purified them with SPRIselect beads (Beckman Coulter, B23318). The cDNA libraries were then prepared using TruePrep DNA Library Prep Kit V2 (Vazyme, TD503-02) and sequenced on an Illumina NovaSeq6000 platform. To compare the transcriptomic profiles of tanycyte- and esophageal squamous cell-derived tumors, we used the recently published bulk RNAseq data collected from normal esophageal epithelial cells and esophageal epithelial cell carcinoma^56^, and performed principal component analysis (PCA) and Spearman’s correlation analysis.

### Statistics and reproducibility

All data collection and cell quantification were blinded in this study. Rstudio, GraphPad Prism (v8), and Microsoft Excel 2016 were used to test covariates and normality, calculate statistical significance, and prepare quantitative graphs. Group data are presented as bar plots showing mean ± standard error of the mean (SEM) or box plots wherein boxes represent the interquartile range (IQR), whiskers extend to ±1.5 IQR, dots represent outliers and bold black lines indicate median values. Statistical analysis was calculated using unpaired two-tailed Student’s *t* test or one-way ANOVA with Sidak’s multiple comparison test. If not otherwise noted, statistical significance was indicated as follows: *P < 0.05; **P < 0.01; ***P < 0.001; N.S. not significant. The precise *P* values and sample size were provided as an additional Supplementary Data 3. All results shown in the study are representative of at least two independent experiments with similar results.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this paper.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The single-cell and bulk RNAseq data in this study have been deposited in the Gene Expression Omnibus (GEO) with accession number GSE132943. All other relevant data that support the findings of this study are available within the article and its Supplemental Information files or from the corresponding authors upon reasonable request. A reporting summary for this article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Hypothalamic Rax+ tanycytes contribute to tissue repair and tumorigenesis upon oncogene activation in mice
**Source:** Nat Commun. 2021 Apr 16;12:2288. doi: 10.1038/s41467-021-22640-z
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Information for

## **Hypothalamic Rax<sup>+</sup> tanycytes contribute to tissue repair and tumorigenesis upon oncogene activation in mice**

**Authors:** Wenhui Mu<sup>1†</sup>, Si Li<sup>1,2†</sup>, Jingkai Xu<sup>1,3†</sup>, Xize Guo<sup>1,2</sup>, Haoda Wu<sup>1,2</sup>, Zhenhua Chen<sup>1,2</sup>, Lianying Qiao<sup>1</sup>, Gisela Helfer<sup>4</sup>, Falong Lu<sup>1,2</sup>, Chong Liu<sup>5</sup>, Qing-Feng Wu<sup>1,2,6,7\*</sup>

This PDF file includes:

### **Supplementary Figures and Legends**

Supplementary Figures 1-10

### **Supplementary Data and Tables**

Supplementary Data 1-3

Supplementary Tables 1-2

Supplementary Figure 1

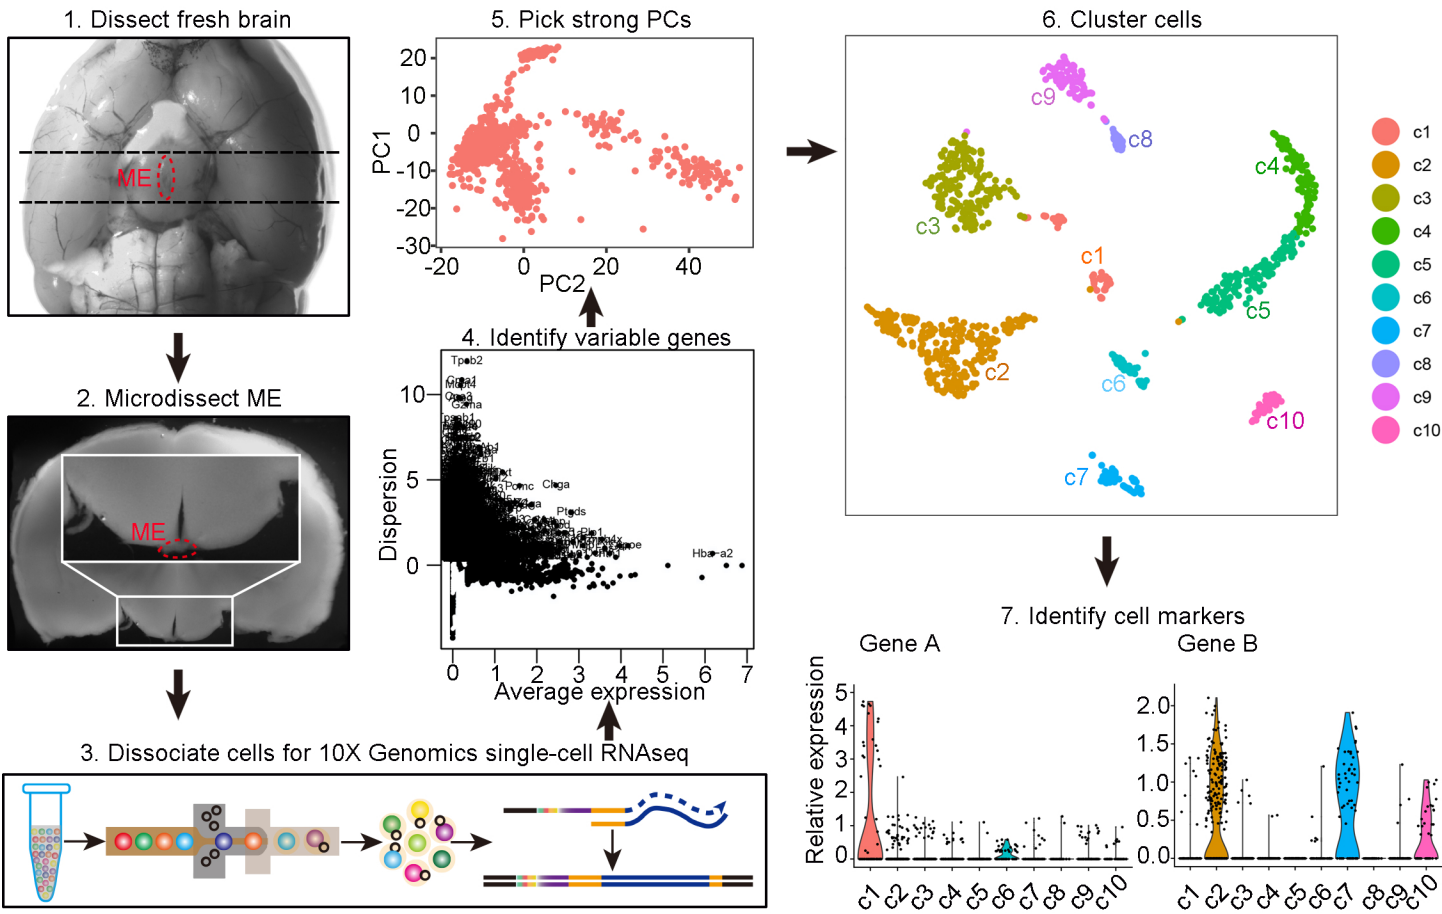

**Supplementary Figure 1. Single-cell RNA sequencing of cells in the median eminence (ME).**

Schematic diagram of single-cell transcriptomic analysis. ME tissues were collected from 10 adult mice and pooled together for digestion and acute dissociation. The single-cell cDNA libraries were generated for single-cell RNA sequencing using 10×Genomics (Chromium) platform. After applying cell filtering algorithm to remove unqualified cells, we then identified variable genes, performed principal component (PC) analysis and dimensionality reduction with spectral *t*-distributed stochastic neighbor embedding (tSNE) to cluster cells.

**a**

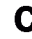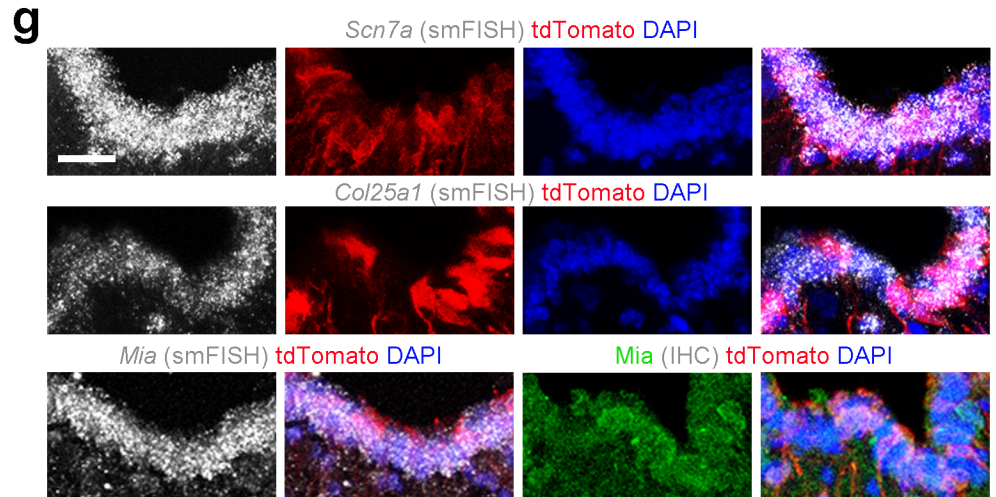

**Supplementary Figure 2. Single-cell RNAseq analysis of cells in ME.** **a**, Heat map of top 10 marker genes for each cluster. **b**, tSNE scatter plot showing the specific expression of *Tshb* and *Cck* in pars tuberalis cells (c1 cluster). Exp, expression. **c**, Shown are cell cluster dendrogram, number of unique molecular identifiers (UMIs) per cluster and genes detected per cluster. Boxes represent interquartile range (IQR) and whiskers extend to  $\pm 1.5$  IQR (n=33, 243, 175, 111, 132, 62, 79, 44, 51 and 60 for c1, c2, c3, c4, c5, c6, c7, c8, c9 and c10, respectively). **d-e**, Shown are violin plots exhibiting expression of cell-type marker genes. **f**, Venn diagram showing the shared molecular signatures among NSCs, ependymal cells and tanycytes. A published database related to NSCs and ependymal cells is used for comparison <sup>1</sup>. **g**, Representative images of traced tdTomato<sup>+</sup> cells stained for specific tanycyte markers including *Scn7a*, *Col25a1* and *Mia* in Rax-CreER<sup>T2</sup>::Ai14 mice. The animals were induced with tamoxifen and sacrificed for smFISH analysis or staining at 1 day post induction (dpi). Scale bar, 20  $\mu$ m.

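Cck was at 9124 CPM in the PTC-like cluster and at 129 CPM in cluster 2, the next highest. Tshb was found in 32.7% and Cck in 49.1% of PTC-like cells (median 5280 UMIs), against 3.32% and 24.5% of erythrocyte-like cells. The 5 genes with the highest ratio of a cluster's CPM to that of all other cells, among genes with at least 50 UMIs in the cluster, were as follows. Cluster 0 was led by Hba-a2 (ratio 345), Hba-a1, Hbb-bt, Hbb-bs and Alas2, and cluster 1 by Tcf21 (192), Padi4, Itih5, Dcn and Lum. Cluster 2 was led by Cfap126 (18.4), Gm11266, Dynlrb2, Aqp4 and Mlc1, and cluster 3 by Ly86 (312), Il1a, Ccl3, Pld4 and C1qc. Cluster 4 was led by Cyr61 (15.1), Fndc3c1, Fezf2, Hspb6 and Dio2, and cluster 5 by Cga (190.0), Cck, Apoc3, Cldn9 and Epcam. Cluster 6 was led by Agrp (70.0), Npy, Fam159b, Arhgap36 and Gad2, and cluster 7 by Ermn (284), Mal, Opalin, Hapln2 and Mog. Cluster 8 was led by Top2a (275), Gsx1, Ccnb1, Cdc20 and Cdca3, and cluster 9 by Gzma (663), Cxcr6, Ms4a4b, Nkg7 and Ly6c2. Cluster 10 was led by Krtdap (442), Nov, Abcb1a, Slc47a1 and Gm12840, and cluster 11 by Enpp6 (151), 9530059O14Rik, Fyn, Mycl and Gpr17. These genes were picked by their level in the same clusters and are no separate result.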

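The erythrocyte-like cluster 0 held 241 cells, the VLMC-like cluster 1 held 180 and the unnamed cluster 2 held 151. Next came the macrophage- or microglia-like cluster 3 with 81 cells, the tanycyte-like cluster 4 with 75, the PTC-like cluster 5 with 55 and the neuron-like cluster 6 with 49. The oligodendrocyte-like cluster 7 had 44 cells, the OPC-like clusters 8 and 11 had 38 and 22, the NK- or T-cell-like cluster 9 had 31 and the unnamed cluster 10 had 23. The median number of UMIs per cell ranged from 5280 in the PTC-like cluster to 31422 in the neuron-like cluster. It was 7162 in cluster 2, 12337 in cluster 4, 10177 in cluster 8 and 17563 in cluster 11.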

**Supplementary Figure 3**

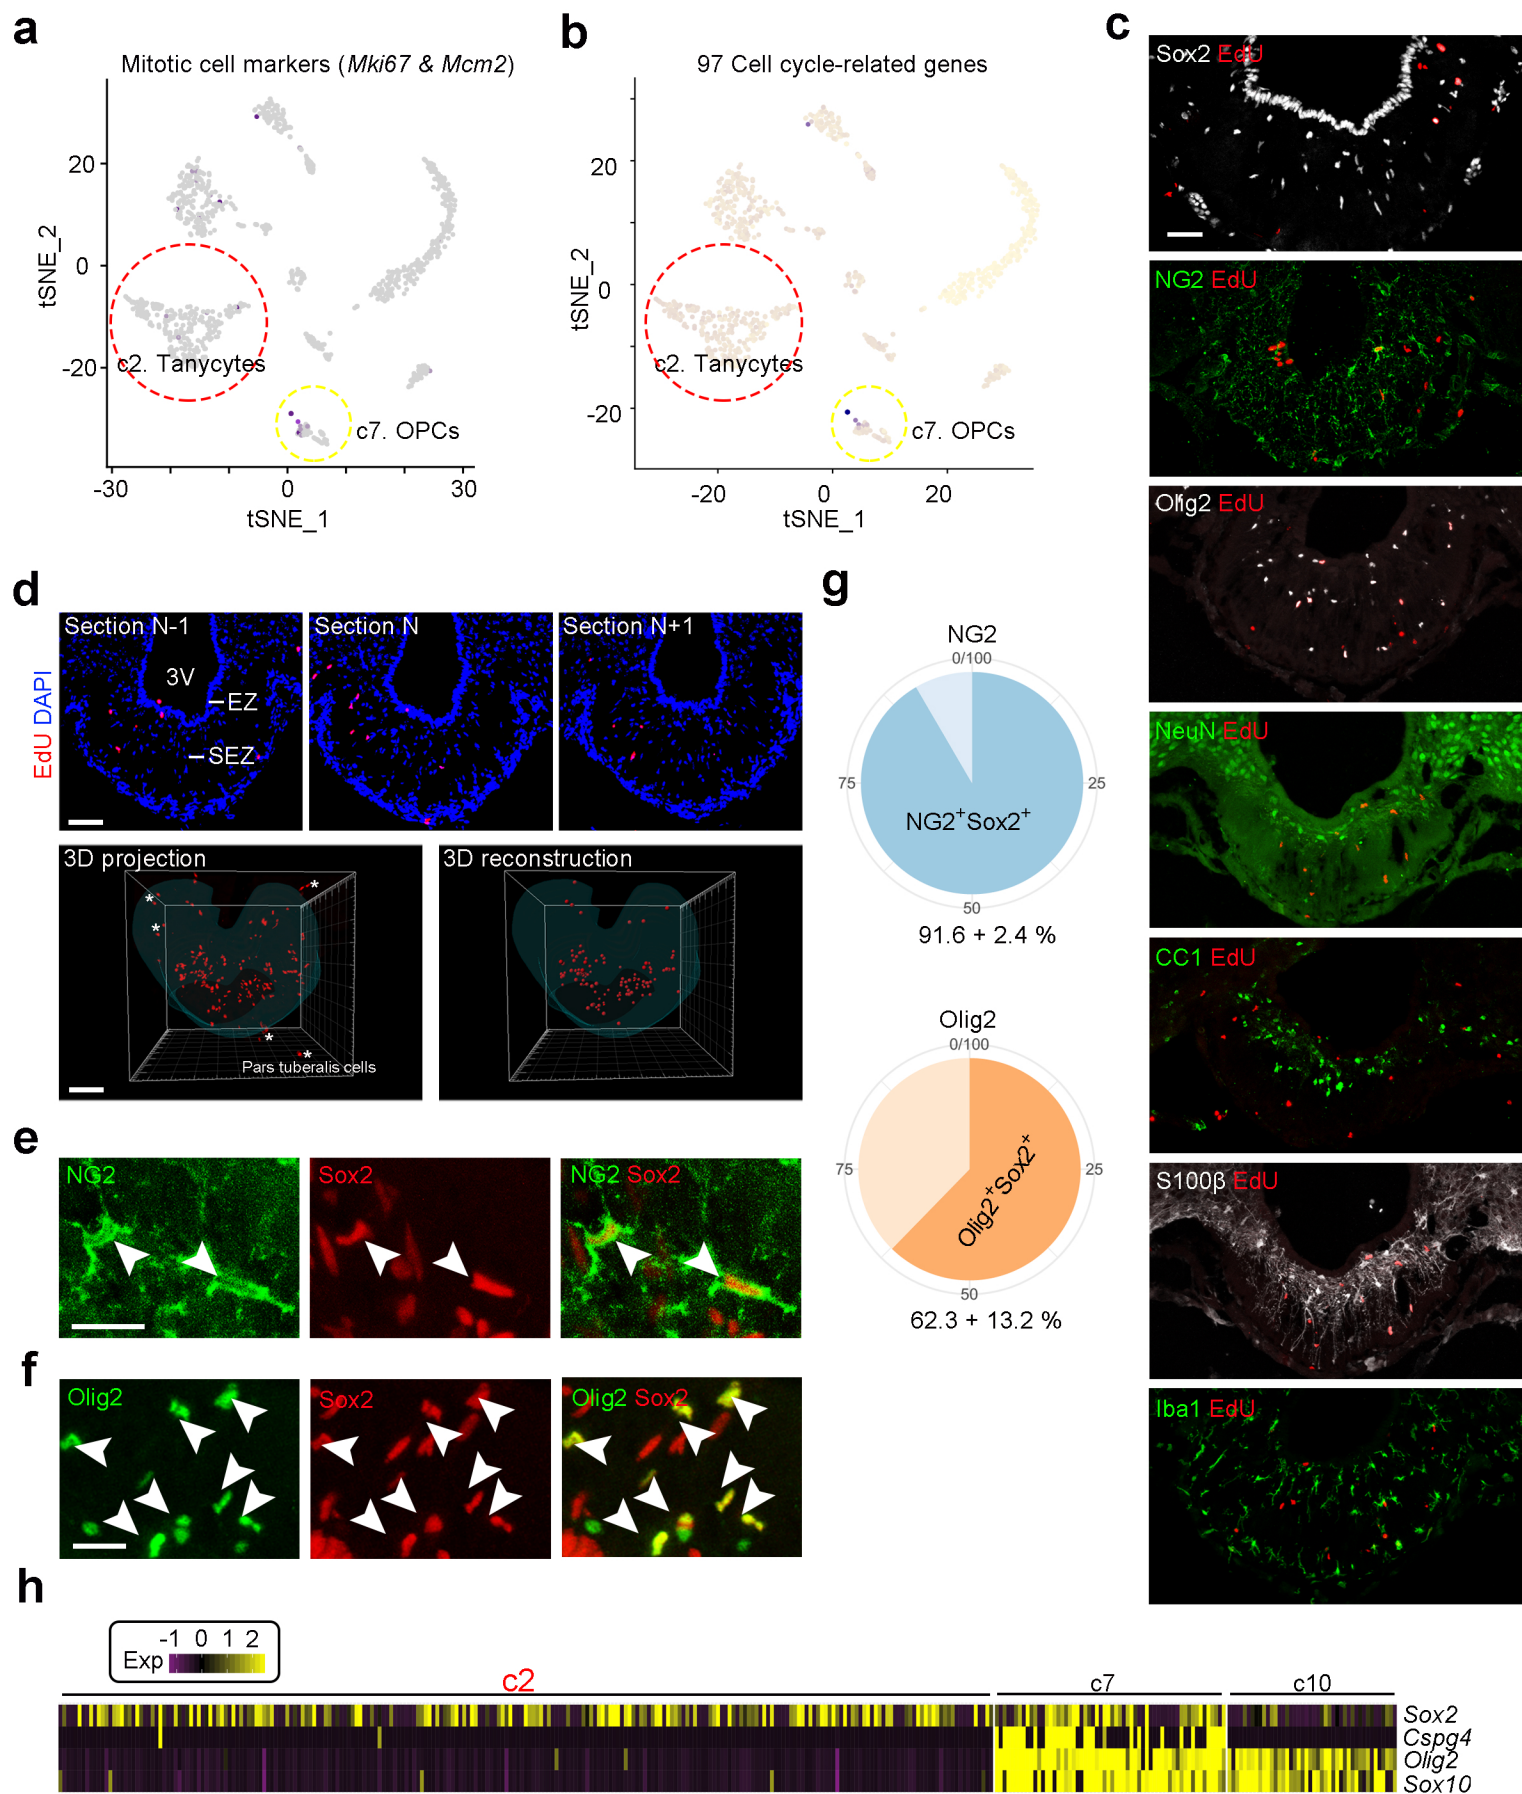

**Supplementary Figure 3. Cell-type characterization of mitotic cells in ME.** **a**, tSNE feature plot showing the expression of *Mki67* and *Mcm2* in different cell clusters. **b**, Cell cycle-related gene set including 43 S-phase genes and 54 G2/M-phase genes are relatively enriched in oligodendrocyte precursor cells (OPCs) rather than tanycytes. **c**, Sample confocal images showing the colabeling of EdU with different cell type markers Sox2, NG2, Olig2, NeuN, CC1, S100 $\beta$  and Iba1. Scale bar, 50  $\mu$ m. **d**, Serial coronal brain sections showing the chase of mitotic cells at 1 day post a single pulse with EdU in ME. Three-dimensional (3D) projection and reconstruction of the hypothalamic proliferative niche provide a global view of dividing cell distribution. Scale bars, 50  $\mu$ m (top) and 100  $\mu$ m (bottom). **e-g**, Colocalization of OPC markers NG2 and Olig2 with Sox2. Shown are representative images stained for NG2, Olig2 and Sox2 (e and f) and pie charts quantifying the percentage of double labeled cells among NG2<sup>+</sup> or Olig2<sup>+</sup> cells (g). Arrowheads indicate the double labeled cells. Scale bars, 20  $\mu$ m. **h**, Heat map showing the relative expression of *Sox2*, *Cspg4* (encoding NG2), *Olig2* and *Sox10* in c2, c7 and c10 cell clusters. Exp, expression.

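The 54 G2/M-phase genes, summed, stood at 7302 CPM (7104 to 7505) in the OPC-like clusters and at 1545 CPM (1494 to 1597) in the clusters with tanycyte markers. Within the OPC-like cells, they were at 11923 CPM in cluster 8 and at 1478 CPM in cluster 11. Cell division genes outside the 2 lists could enter the clustering, so this difference is not independent of it. The 43 S-phase genes were at 1021 CPM (948 to 1099) in the OPC-like clusters, at 497 CPM (468 to 527) in the clusters with tanycyte markers and at 928 CPM in the NK- or T-cell-like cluster. Within the OPC-like cells, they were at 1437 CPM in cluster 8 and at 497 CPM in cluster 11, level with the clusters with tanycyte markers. With each cell thinned to 1000 UMIs, which left out no cell, 31.7% of OPC-like cells and 9.73% of cells with tanycyte markers had UMIs of at least 3 G2/M-phase genes. For S-phase genes these shares were 8.33% and 1.33%. The S-phase share was 9.68% in the NK- or T-cell-like cluster, from 3 cells, and 8.70% in the unnamed cluster 10, from 2 cells.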

Supplementary Figure 4

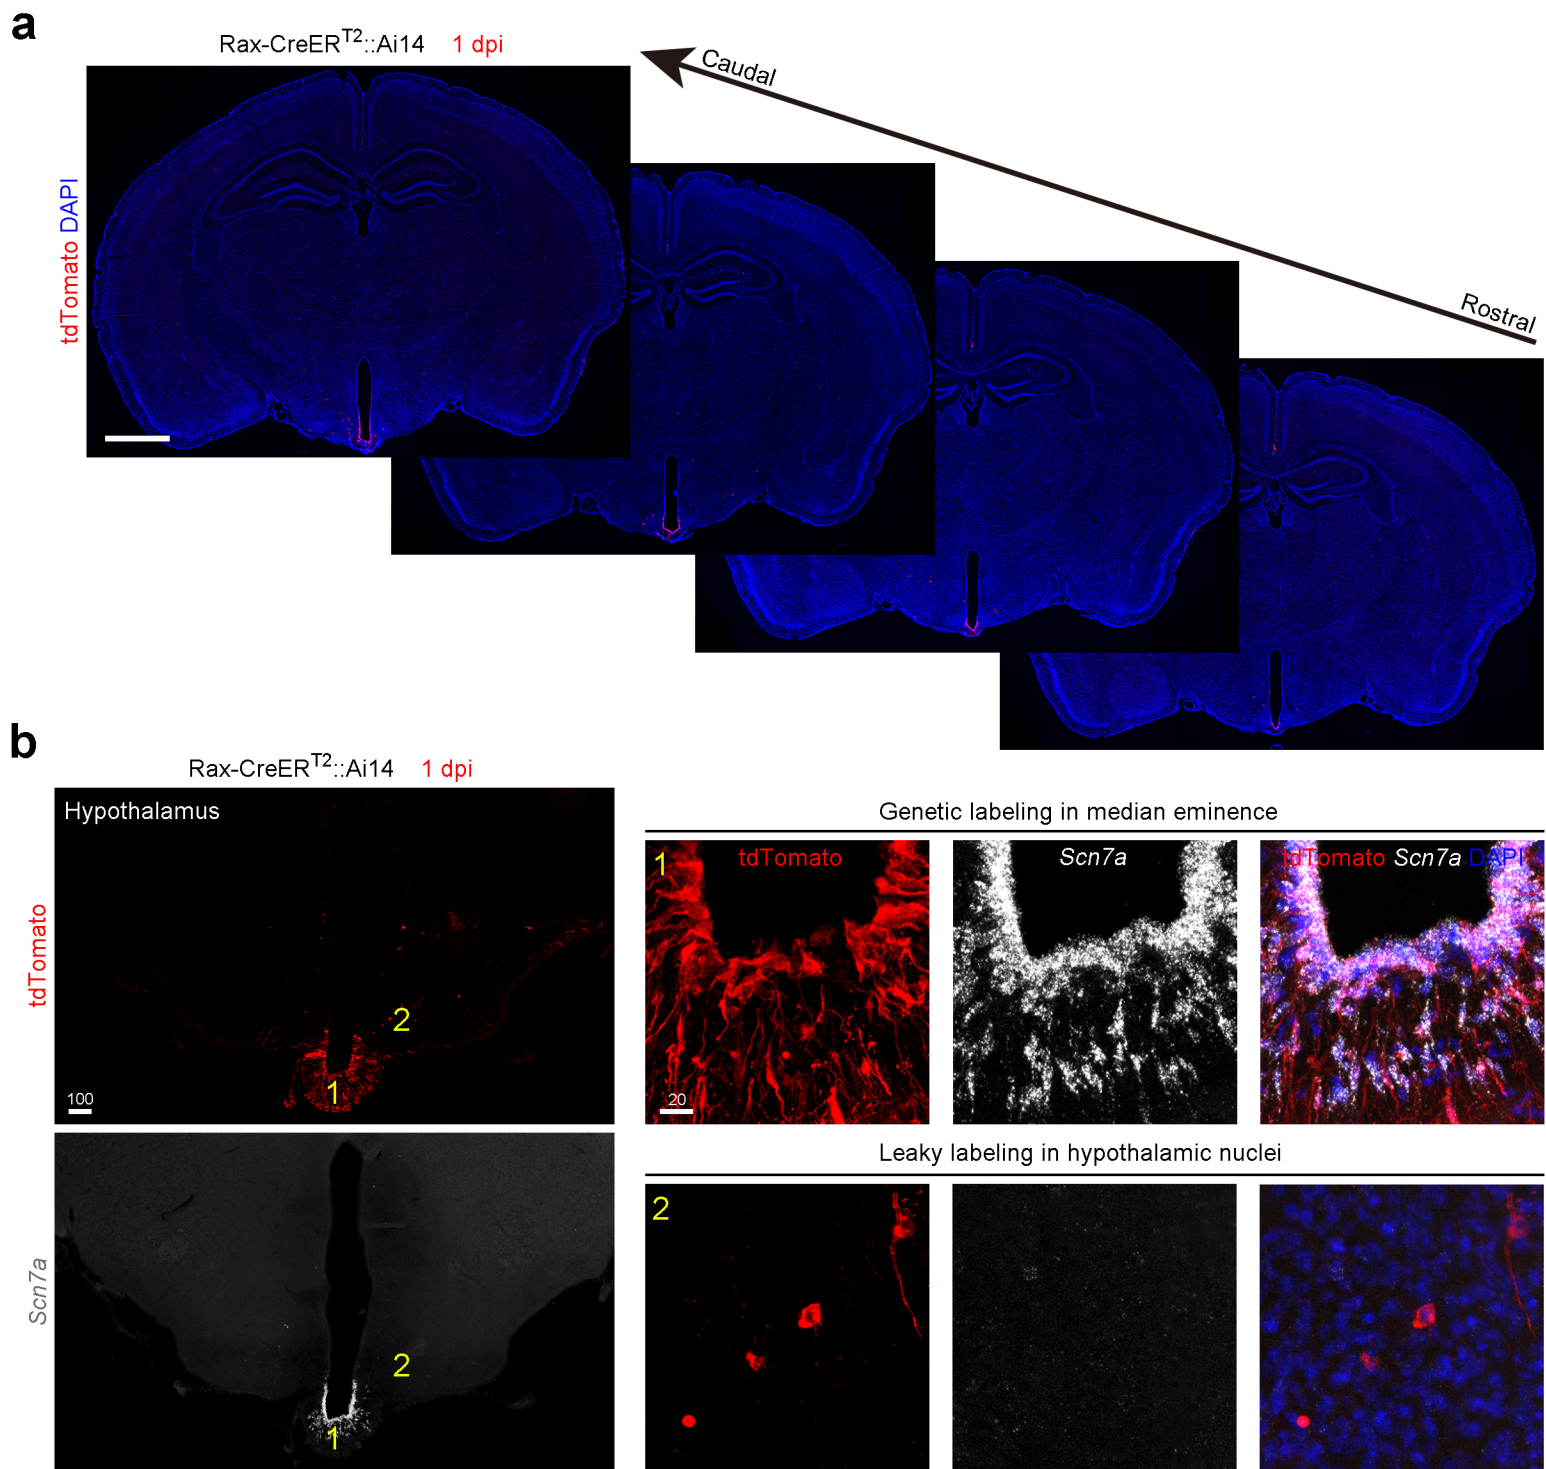

**Supplementary Figure 4. Lineage tracing of tanycytes using Rax-CreER<sup>T2</sup> knockin mouse line.** **a**, Representative images showing the genetic labeling of tanycytes lining the third ventricle using Rax-CreER<sup>T2</sup>::Ai14 mouse line at 1 day post induction (dpi) with tamoxifen. The arrow signifies the order of coronal brain sections along rostrocaudal axis. Scale bar, 1 mm. **b**, Representative images of traced tdTomato<sup>+</sup> cells stained for tanycyte marker *Scn7a* in Rax-CreER<sup>T2</sup>::Ai14 mice at 1 day post tamoxifen induction. The results show the precise genetic labeling of tanycytes in ME and sparse leaky labeling of tdTomato<sup>+</sup> cells in hypothalamic nuclei. Scale bar, 50  $\mu$ m (left) and 10  $\mu$ m (right).

# Supplementary Figure 5

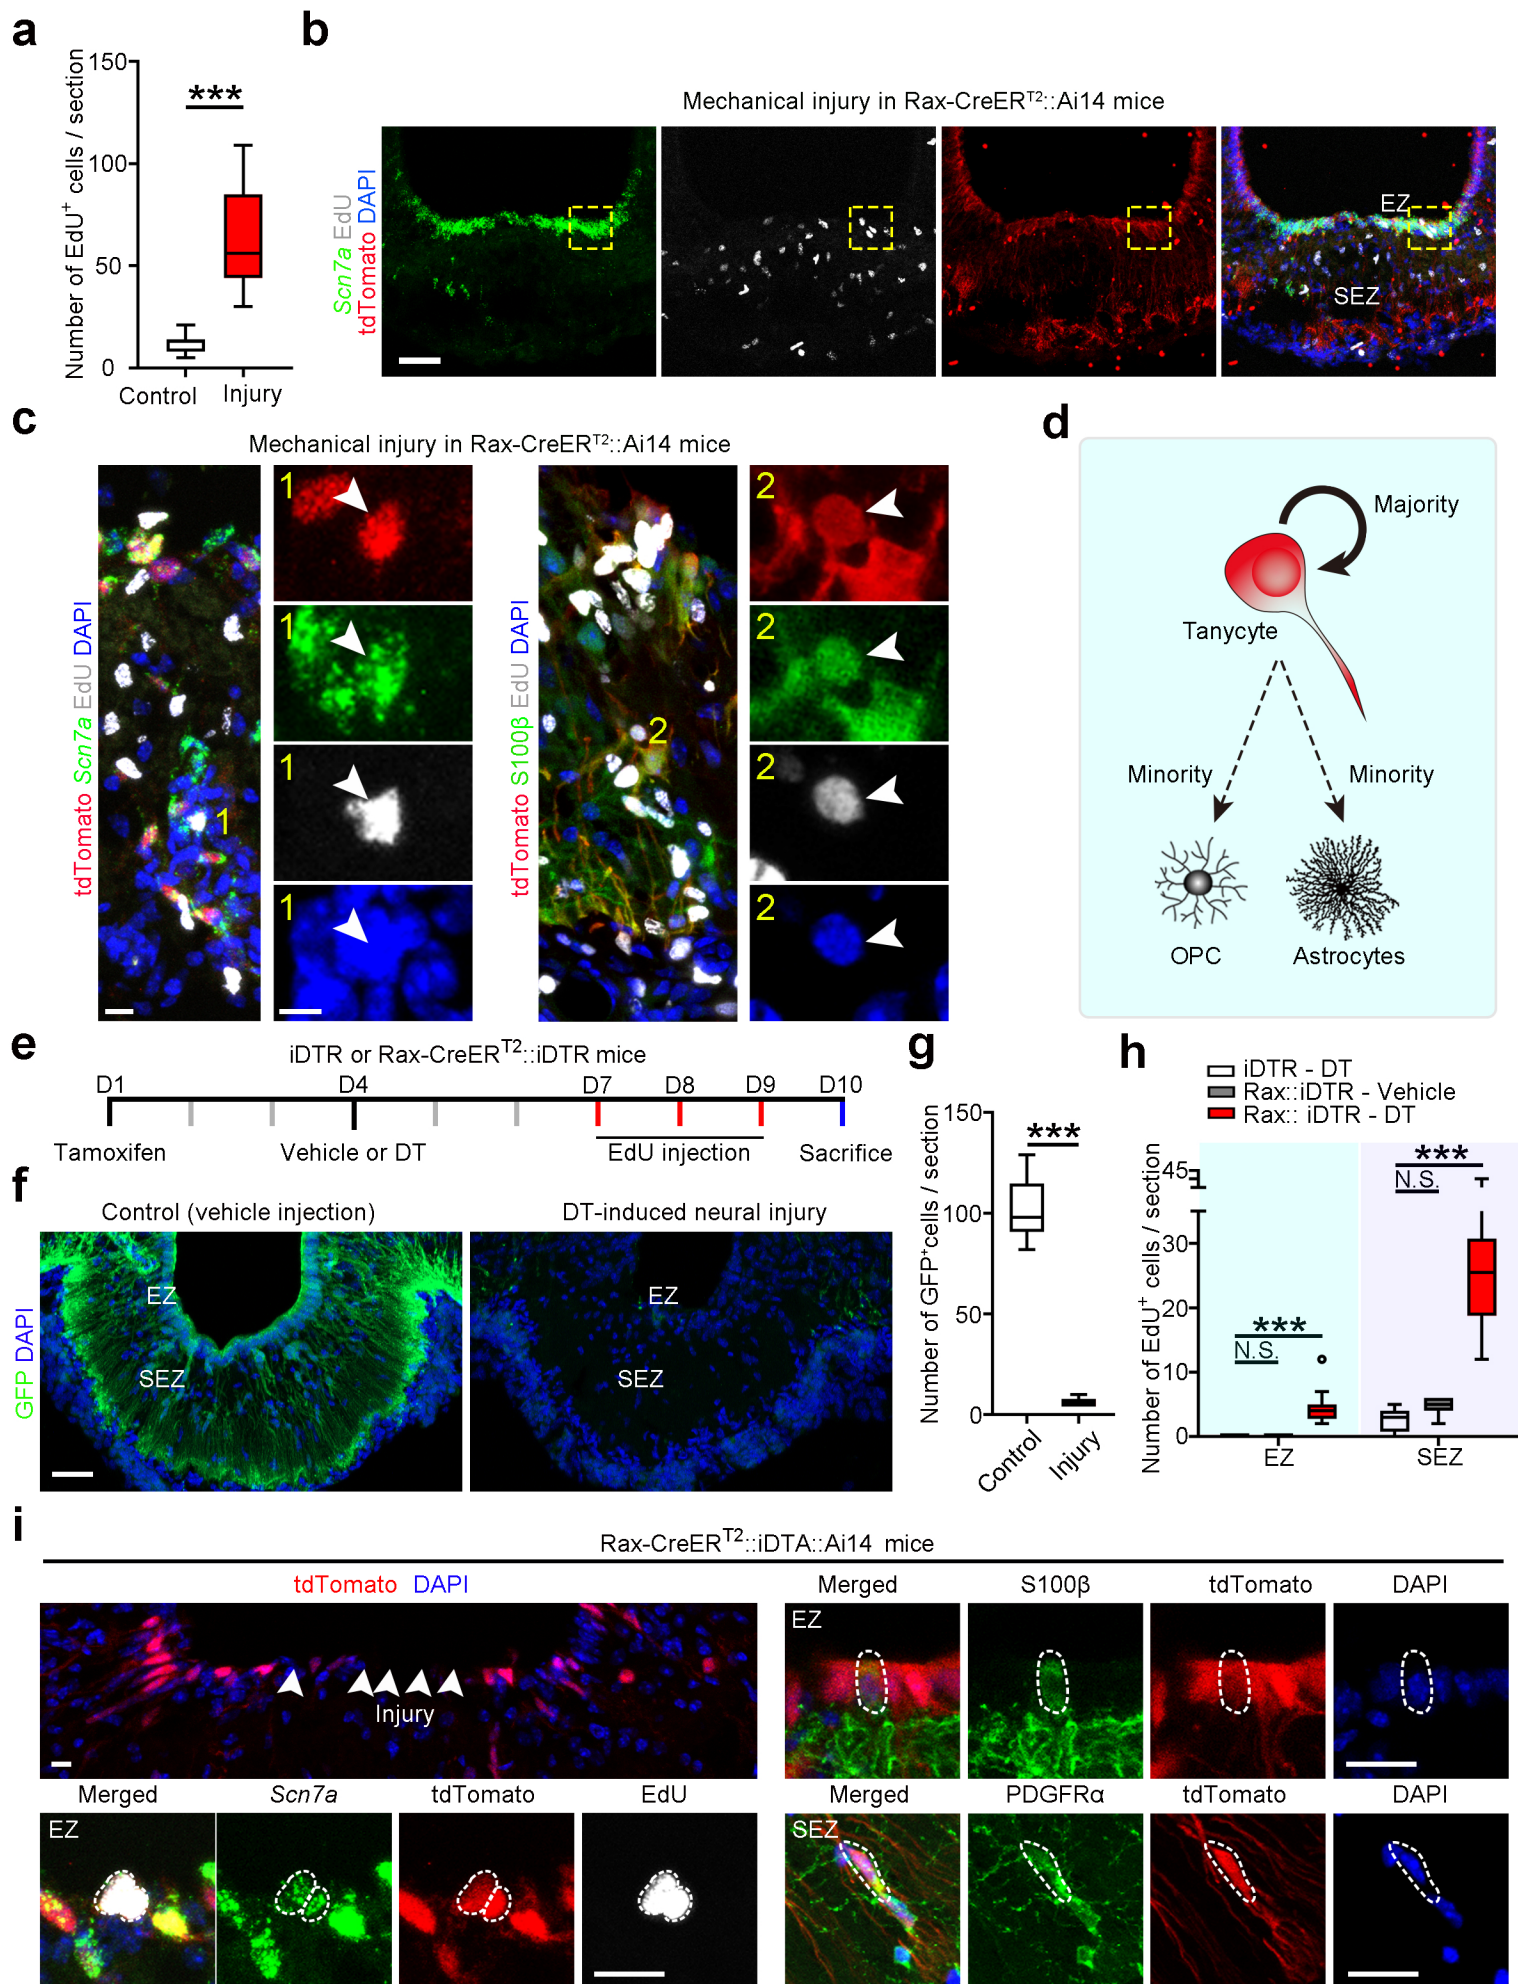

**Supplementary Figure 5. Activation of Rax<sup>+</sup> tanycytes by neural injury.** **a**, Quantification of the total dividing cell number in control and injured mice, indicating that mechanical injury enhances mitotic cell division in ME. Data are presented as box plot. Boxes represent IQR, whiskers extend to  $\pm 1.5$  IQR and significance was analyzed by unpaired two-tailed Student's *t* test (n=11 and 10 sections from 3 animals for control and injury groups). \*\*\*, *p* < 0.001. **b**, Sample confocal images showing the triple labeling of tdTomato, EdU and *Scn7a* in Rax-CreER<sup>T2</sup>::Ai14 mice receiving mechanical injury. Boxed images are shown in Fig. 3e. Scale bar, 50  $\mu$ m. **c**, Sample confocal images showing that mechanical injury induces the self-renewal of tanycytes (tdTomato<sup>+</sup>EdU<sup>+</sup>*Scn7a*<sup>+</sup>) and their differentiation into astrocytes (tdTomato<sup>+</sup>EdU<sup>+</sup>S100 $\beta$ <sup>+</sup>). The tanycytes in ME were labeled by a single injection of tamoxifen to adult Rax-CreER<sup>T2</sup>::Ai14 mice, followed by mechanical injury of ME at 7 dpi. The animals received three daily EdU injection at 1 day after injury and were then sacrificed for in situ hybridization with probe against *Scn7a* or immunostaining with antibodies against S100 $\beta$  or Olig2. Scale bars, 10  $\mu$ m (left) and 5  $\mu$ m (right). **d**, A model showing that ME tanycytes predominantly undergo self-renewal upon injury and a minority of them display the potential to differentiate or transdifferentiate into OPCs and astrocytes. **e**, Experimental paradigm for targeted neural injury and examination of damage repair following injury. **f**, Sample confocal images of ME show the genetic ablation of EGFP<sup>+</sup> tanycytes after diphtheria toxin (DT) administration. Scale bar, 50  $\mu$ m. **g**, Quantification of the number of GFP<sup>+</sup> cells before and after DT injection. Data are presented as box plots and *p* value was analyzed by unpaired two-tailed Student's *t* test (n=12 and 10 sections from 3 animals for control and injury groups). **h**, Quantification of the dividing cell number in Fig. 3f. Boxes represent interquartile range (IQR), whiskers extend to  $\pm 1.5$  IQR and *p* values were computed by one-way ANOVA with Sidak's multiple comparison test (n=22, 12, 18, 22, 12 and 18 sections from at least 3 mice from

left to right boxes). \*\*\*,  $p < 0.001$ . **i**, Representative confocal images showing the genetic ablation of partial tanycytes in ME and the costaining of tdTomato with *Scn7a*, S100 $\beta$  or PDGFR $\alpha$  in a subpopulation of tanycyte-derived cells within Rax-CreER<sup>T2</sup>::iDTA::Ai14 mice subjected to genetically-induced injury. The animals were given three daily injections of tamoxifen to induce neural injury. Scale bars, 10  $\mu$ m. Source data are provided as a Source Data file. The precise  $p$  values are summarized in Supplementary Data 3.

**Supplementary Figure 6**

**a**

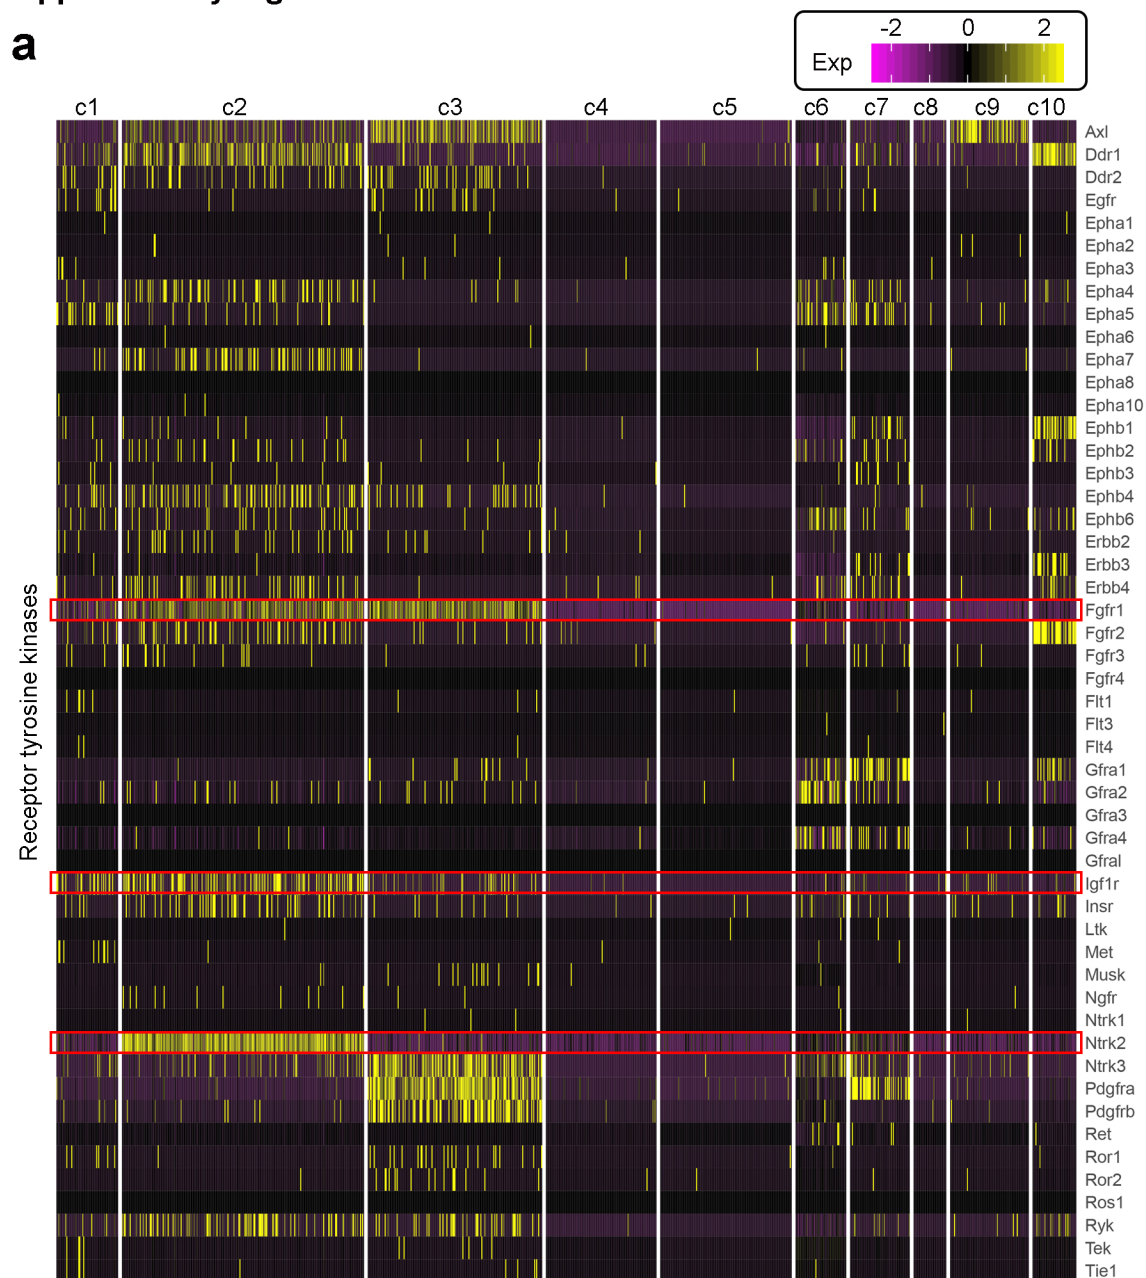

**b**

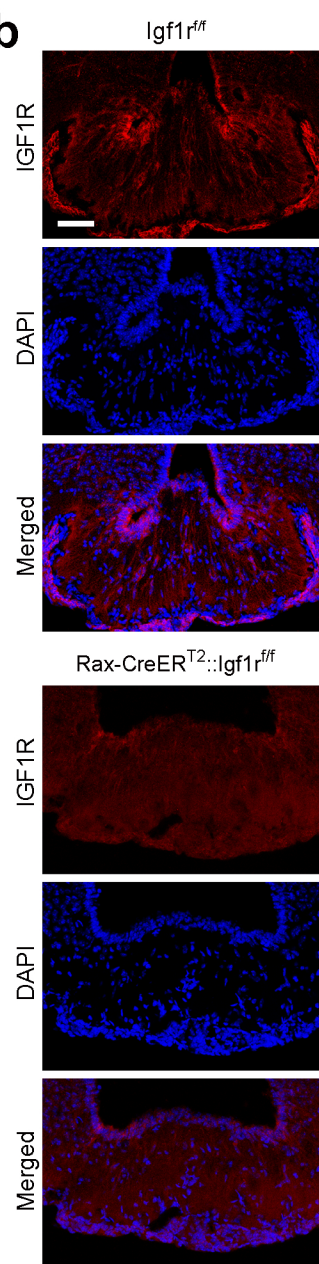

**c**

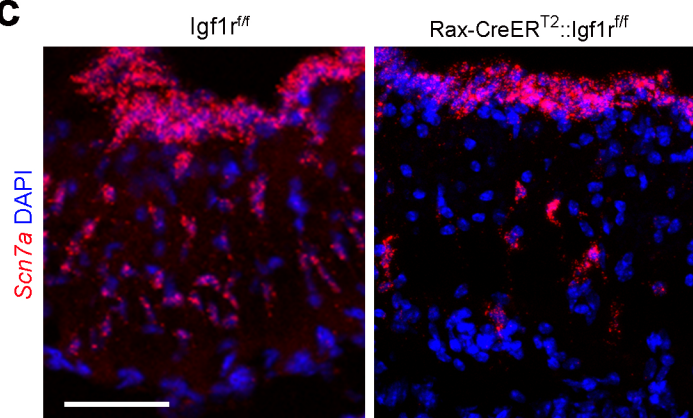

**d**

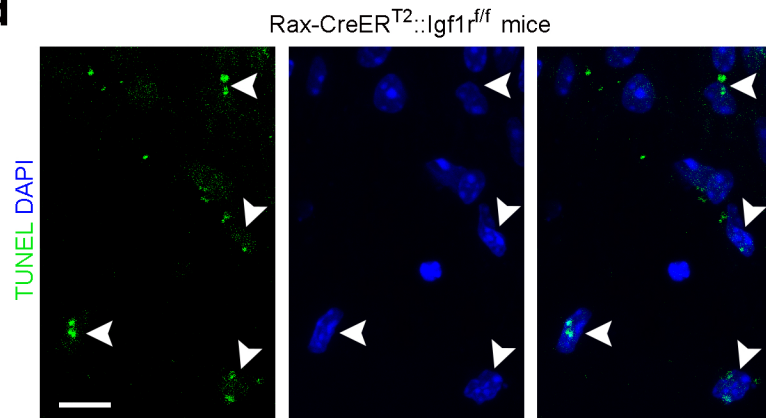

**e**

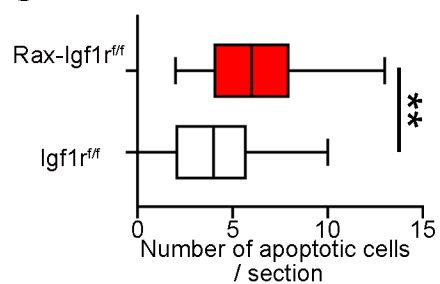

**f**

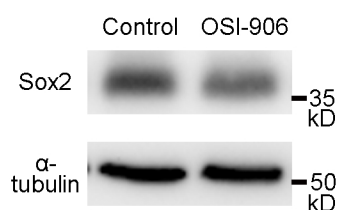

**g**

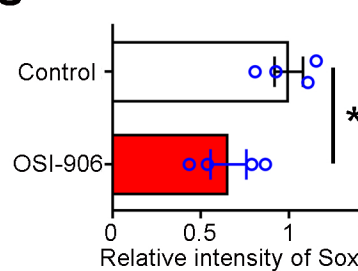

**h**

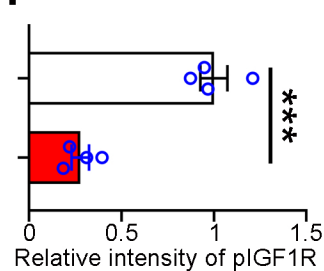

**Supplementary Figure 6. Igf1r signaling is involved in maintaining tanycytes.** **a**, Systematic analysis of the expression of 51 receptor tyrosine kinases (RTKs) in different cell clusters. *Igf1r*, *Fgf1r* and *Ntrk2* are highlighted in red. Exp, expression. **b**, Representative confocal images showing the expression of Igf1r in the ME of control mice and its genetic deletion in Rax-CreER<sup>T2</sup>::Igf1r<sup>f/f</sup> mice receiving five daily tamoxifen injection. Scale bar, 50  $\mu$ m. **c**, Representative confocal images showing the reduction of *Scn7a*<sup>+</sup> tanycytes in Igf1r-deficient mice as compared with control animals. The *Scn7a* mRNA in tanycytes was detected by smFISH. Scale bar, 50  $\mu$ m. **d**, Sample confocal images indicating the abundant TUNEL signal in the ME of Rax-CreER<sup>T2</sup>::Igf1r<sup>f/f</sup> mice at 1 month post injection (mpi) with tamoxifen. Scale bar, 10  $\mu$ m. **e**, Quantification of the apoptotic cell number in control and Igf1r-deficient mice. Data are presented as box plot wherein boxes represent IQR and whiskers extend to  $\pm 1.5$  IQR and significance was analyzed by unpaired two-tailed Student's *t* test (n=24 sections from 5 mice for Igf1r<sup>f/f</sup> group and 19 sections from 4 mice for Rax-Igf1r<sup>f/f</sup> group). \*\* *p* < 0.01. **f**, Immunoblotting analysis of Sox2 and  $\alpha$ -tubulin expression in cultured neural stem cells treated with 1  $\mu$ M OSI-96. **g-h**, Densitometric quantification of normalized Sox2 (g) and pIGF1R (h) expression detected by Western blot. Values represent mean  $\pm$  SEM (n=4 biologically independent samples). *P* values were analyzed using unpaired two-tailed Student's *t* test. \*, *p* < 0.05, \*\*\*, *p* < 0.001. Source data are provided as a Source Data file. The precise *p* values are summarized in Supplementary Data 3.

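Of the 46 receptor tyrosine kinases with a UMI, 22 had a higher CPM in the clusters with tanycyte markers than in all other cells. The haemoglobin-rich erythrocyte-like cells among the latter can raise that count. Against each other cluster in turn, 8 were higher in the clusters with tanycyte markers, part of them within the counting intervals. Of these, 3 were so by at least 2 times, Epha7, Ntrk2 and Ngfr, for Ngfr against a single UMI. The list of 58 receptor tyrosine kinases does not hold Ngfr or the Gfra genes. In it, 7 were higher than each other cluster and 2 by at least 2 times. No UMI was counted for Epha8, Fgfr4, Gfra3, Gfral or Ros1.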

**Supplementary Figure 7**

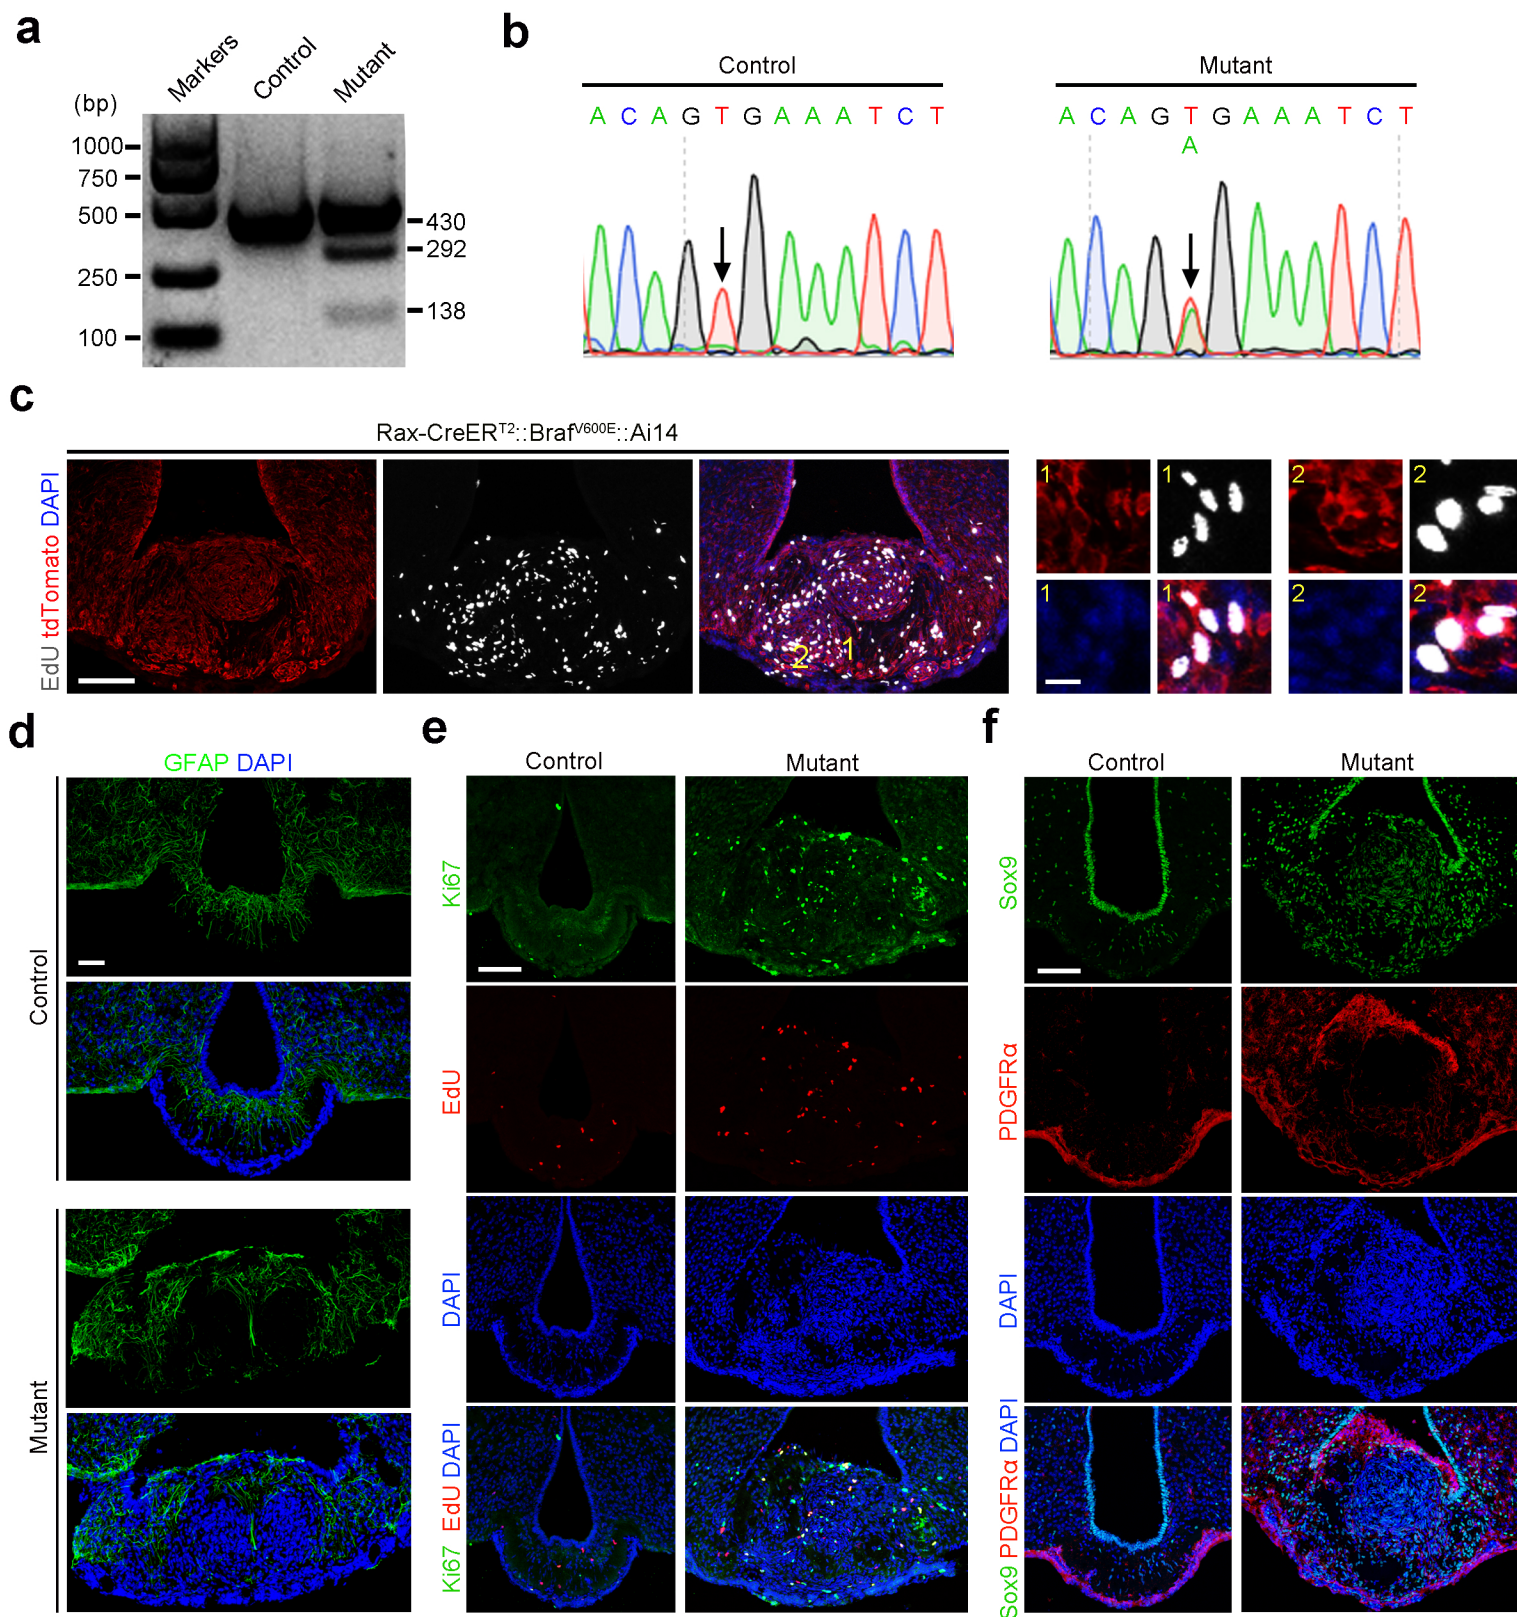

**Supplementary Figure 7. Tanycyte-derived tumor does not display astrocytoma and oligodendrocytoma features.** **a**, Gel electrophoresis of PCR amplified products cut by XbaI restriction enzyme. We microdissected tumor tissues, isolated mRNA, performed reverse transcription to obtain cDNA and amplified the target fragment by PCR for restriction endonuclease reactions. **b**, Sanger sequencing of target DNA fragment showing the heterozygous double peaks at the targeted base pair, indicated by arrows, in the induced Rax-CreER<sup>T2</sup>::Braf<sup>V600E</sup> mice. **c**, Sample confocal images stained for EdU and tdTomato in ME from Rax-CreERT2::BrafV600E::Ai14 mouse model at 2 mpi. In the central zone of neoplastic tissues, magnified images show that EdU<sup>+</sup> tumor cells were predominantly positive for tdTomato (Right). Scale bars, 100  $\mu$ m (left) and 10  $\mu$ m (right). **d**, Sample images showing the expression of astrocyte marker GFAP outside the center zone of tumor. Scale bar, 50  $\mu$ m. **e**, Representative confocal images showing the mitotic division of cells in center and marginal zone of tumor tissues. Scale bar, 100  $\mu$ m. **f**, Sample images stained for stem cell marker Sox9 and OPC marker PDGFR $\alpha$  in control ME and tumor tissues. Scale bar, 100  $\mu$ m. Source data are provided as a Source Data file.

**Supplementary Figure 8**

**a**

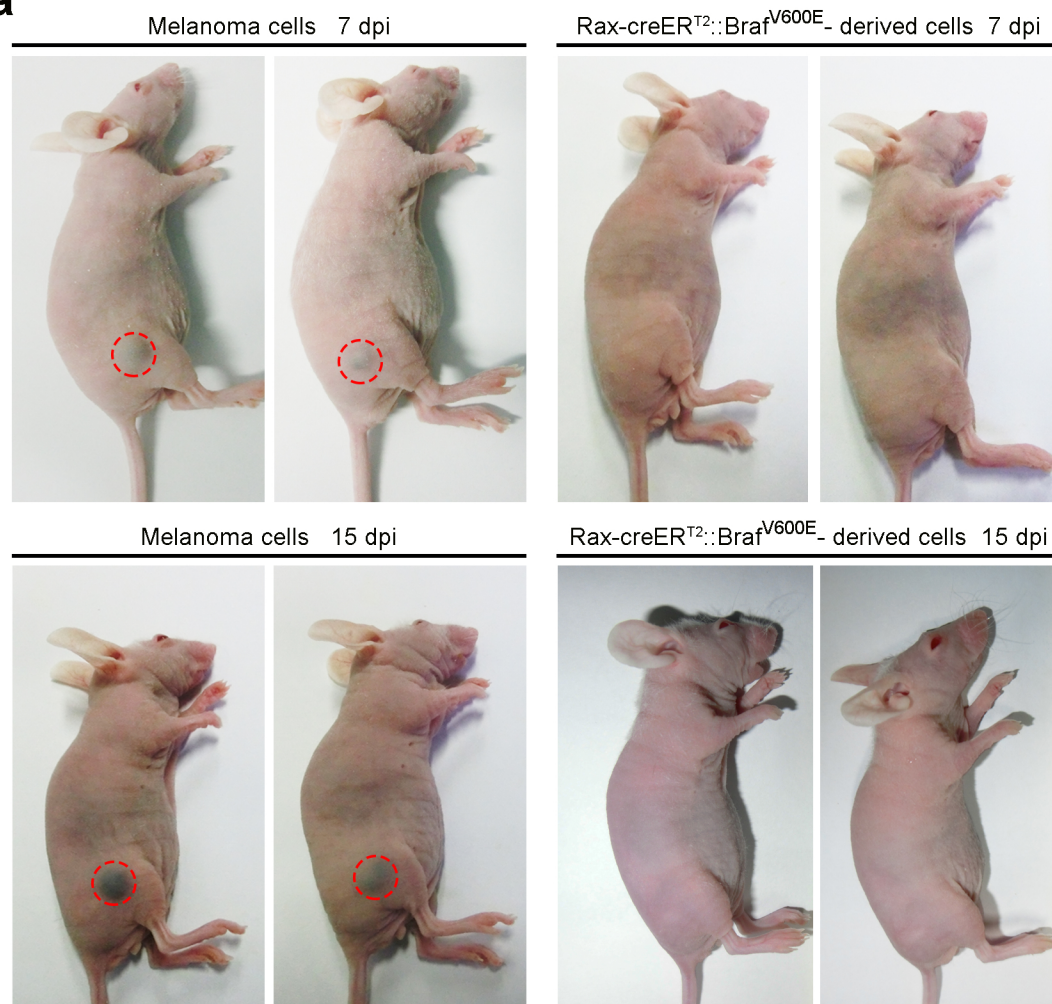

**b**

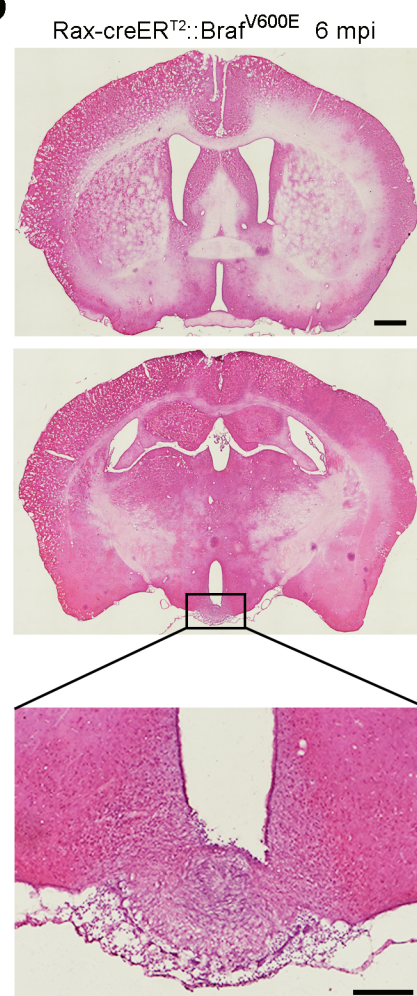

**c**

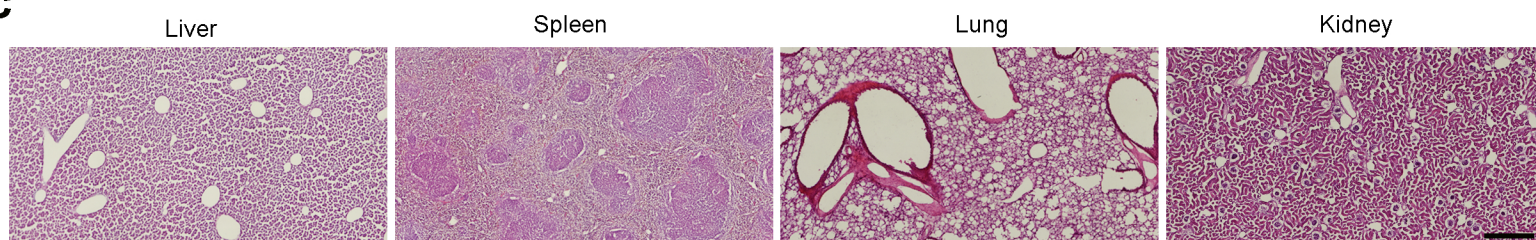

**d**

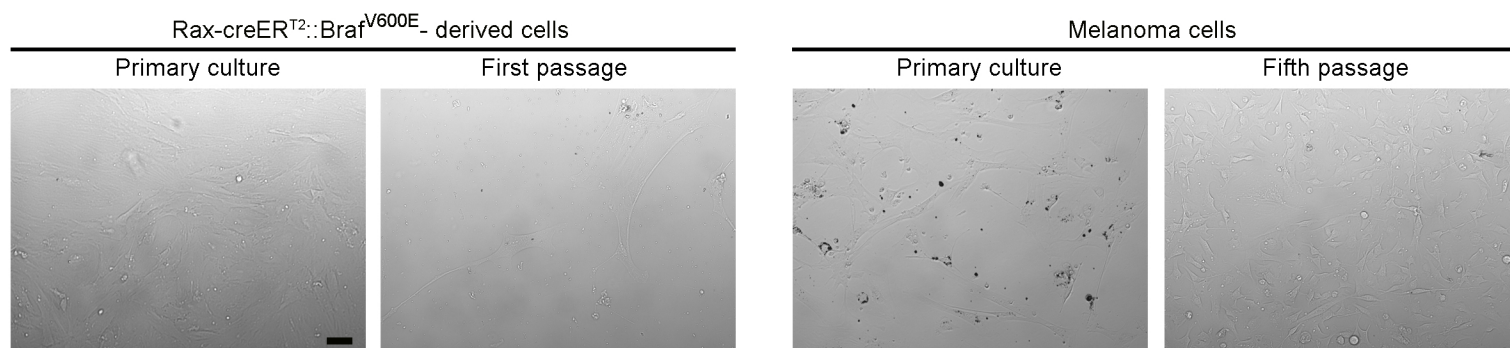

**Supplementary Figure 8. Characterization of neoplastic properties in Rax-CreER<sup>T2</sup>::Braf<sup>V600E</sup> mice.** **a**, Representative mice bearing xenograft tumors. Xenograft transplantation of tanycyte-derived tumor cells did not cause neoplasm in nude mice at 7 and 15 days post inoculation (dpi), but the transplantation of melanoma cells induced a significant subcutaneous neoplasm (highlighted by red dashed circles). **b**, Hematoxylin and eosin (HE) staining of brain sections from Rax-CreER<sup>T2</sup>::Braf<sup>V600E</sup> mutant mice at 6 mpi. Scale bars, 1 mm and 500  $\mu$ m in magnified image. **c**, HE staining of liver, spleen, lung and kidney from Rax-CreER<sup>T2</sup>::Braf<sup>V600E</sup> mutant mice at 6 mpi. Scale bar, 200  $\mu$ m. **d**, Sample optical imaging showing the morphology and density of cells arising from Rax-CreER<sup>T2</sup>::Braf<sup>V600E</sup> mutant mice (left) and melanoma animal models (right). Scale bar, 50  $\mu$ m.

Supplementary Figure 9

a

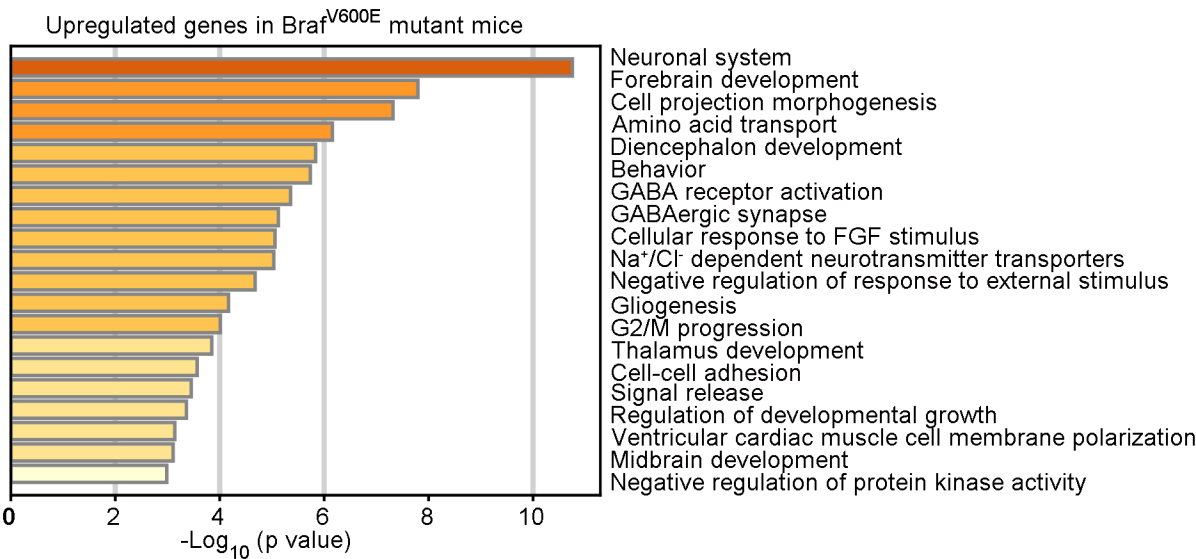

b

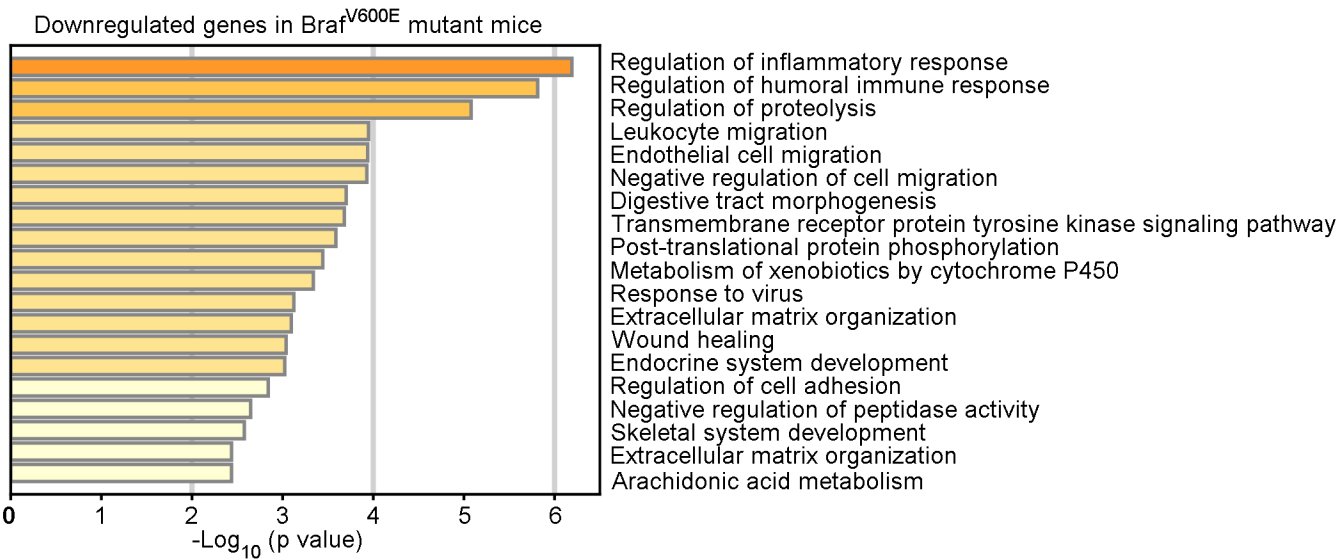

**Supplementary Figure 9. Gene ontology analysis of dysregulated genes in mouse tumor tissues.** Gene ontology analyses of upregulated (a) and downregulated (b) genes in the ME of Rax-CreER<sup>T2</sup>::Braf<sup>V600E</sup> mutant mice.

Supplementary Figure 10

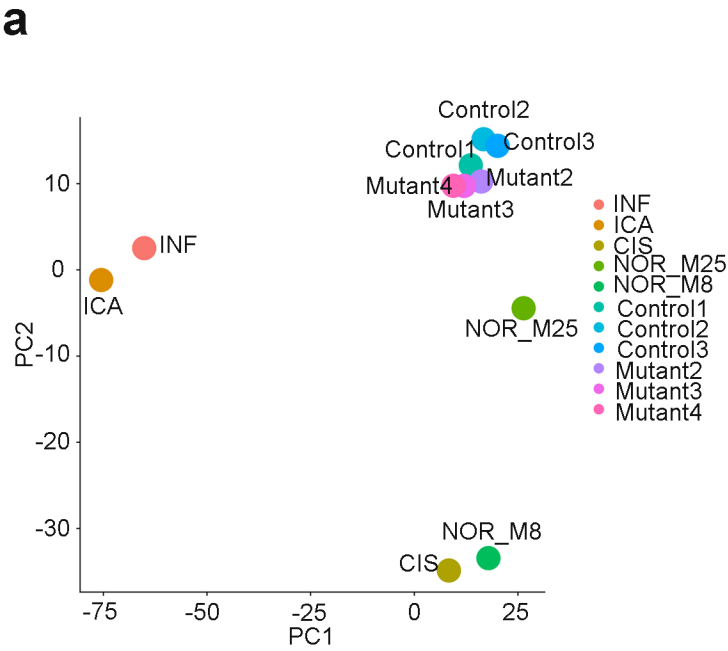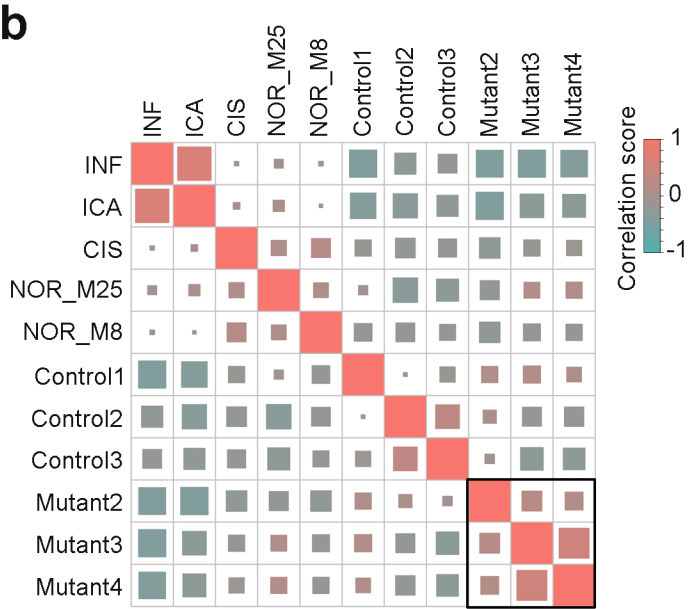

**Supplementary Figure 10. Comparative transcriptomic analysis of tanycyte- and esophageal squamous cell-derived tumors.** Principal component analysis (PCA) and Spearman's correlation analysis of bulk RNAseq data collected from normal tanycytes (Control group), tumors arising from tanycytes (Mutant group), normal esophageal squamous epithelia (NOR groups), inflammatory esophageal squamous epithelial cells (INF group), *in situ* esophageal squamous cell carcinoma (CIS group) and invasive esophageal squamous cell carcinoma (ICA group). The RNAseq data of NOR, INF, CIS and ICA groups were downloaded from a recently published study <sup>2</sup>. The bulk mRNA from normal cells, precancerous cells and tumor cells were collected, reverse transcribed and amplified with a similar procedure for next-generation sequencing. NOR, normal; INF, inflammation; CIS, carcinoma in situ; ICA, invasive carcinoma; M, month of mouse age.

**Supplementary Data 1. Molecular signatures for different cell clusters.**

**Supplementary Data 2. Shared molecular markers among NSCs, ependymal cells and tanycytes.**

**Supplementary Data 3. Precise *p* values and sample size.**

**Supplementary Table 1. Primers used for genotyping and qPCR.**

| Primer IDs                        | Sequence (5' to 3')             |
|-----------------------------------|---------------------------------|
| Rax-CreER <sup>T2</sup> -Common-F | CCCTGAGGCTAAACTTGCCAG           |
| Rax-CreER <sup>T2</sup> -WT-R     | AGGTGTCTAGGATGCCGTCT            |
| Rax-CreER <sup>T2</sup> -Mutant-R | AGGCAAATTTTGGTGTACGG            |
| Igflr <sup>f/f</sup> -F           | CTTCCCAGCTTGCTACTCTAGG          |
| Igflr <sup>f/f</sup> -R           | CAGGCTTGCAATGAGACATGGG          |
| Braf <sup>V600E</sup> -F          | TGAGTATTTTGTGGCAACTGC           |
| Braf <sup>V600E</sup> -R          | CTCTGCTGGGAAAGCGGC              |
| LSL-tdTomato (Ai14)-Mutant-F      | CTGTTCCTGTACGGCATGG             |
| LSL-tdTomato (Ai14)-Mutant-R      | GGCATTAAGCAGCGTATCC             |
| iDTR-WT-F                         | AGTCGCTCTGAGTTGTTATCAG          |
| iDTR-WT-R                         | TGAGCATGTCTTTAATCTACCTCGATG     |
| iDTR-Mutant-F                     | TCATGTTTAGGTACCATAGGAGAGG       |
| iDTR-Mutant-R                     | TGAACTTGTGGCCGTTTACG            |
| GFAP-CreER <sup>T2</sup> -Con-F   | CTAGGCCACAGAATTGAAAGATCT        |
| GFAP-CreER <sup>T2</sup> -Con-R   | GTAGGTGGAAATTCTAGCATCATCC       |
| GFAP-CreER <sup>T2</sup> -Tan-F   | GCCAGTCTAGCCCACTCCTT            |
| GFAP-CreER <sup>T2</sup> -Tan-R   | TCCCTGAACATGTCCATCAG            |
| iDTA-Common-F                     | GTTATCAGTAAGGGAGCTGCAGTGG       |
| iDTA-WT-R                         | GGCGGATCACAAGCAATAATAACC        |
| iDTA-Mutant-R                     | AAGACCGCGAAGAGTTTGTCTC          |
| Braf target fragment V600E-F      | GCTCGGCAGACTGCACAGGGCATGGATTAC  |
| Braf target fragment V600E-R      | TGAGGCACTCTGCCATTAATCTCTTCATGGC |

**Supplementary Table 2. Probes used for smFISH analysis**

| Primer IDs | Sequence (5' to 3')                      |
|------------|------------------------------------------|
| Mia        | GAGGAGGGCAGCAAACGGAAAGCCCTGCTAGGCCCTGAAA |
| Mia        | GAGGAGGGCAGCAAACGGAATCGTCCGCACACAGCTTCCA |

|     |                                           |
|-----|-------------------------------------------|
| Mia | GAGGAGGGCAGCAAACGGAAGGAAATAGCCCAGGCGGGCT  |
| Mia | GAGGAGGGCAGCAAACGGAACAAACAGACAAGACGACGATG |
| Mia | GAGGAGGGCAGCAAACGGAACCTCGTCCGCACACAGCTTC  |
| Mia | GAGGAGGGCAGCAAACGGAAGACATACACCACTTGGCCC   |
| Mia | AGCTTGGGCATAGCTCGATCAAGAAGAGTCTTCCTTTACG  |
| Mia | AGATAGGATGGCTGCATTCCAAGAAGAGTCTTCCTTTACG  |
| Mia | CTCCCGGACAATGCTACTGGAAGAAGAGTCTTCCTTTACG  |
| Mia | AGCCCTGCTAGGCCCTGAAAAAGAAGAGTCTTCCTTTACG  |
| Mia | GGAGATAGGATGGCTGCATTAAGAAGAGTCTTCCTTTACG  |
| Mia | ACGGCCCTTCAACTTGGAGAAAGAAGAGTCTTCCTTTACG  |
| Mia | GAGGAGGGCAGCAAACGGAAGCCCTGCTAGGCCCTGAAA   |

---

### Supplementary References

1. Shah, P.T. et al. Single-Cell Transcriptomics and Fate Mapping of Ependymal Cells Reveals an Absence of Neural Stem Cell Function. *Cell* 173, 1045-1057 e1049 (2018).
2. Yao, J. et al. Single-cell transcriptomic analysis in a mouse model deciphers cell transition states in the multistep development of esophageal cancer. *Nature communications* 11, 3715 (2020).

# Supplementary material for: Hypothalamic Rax+ tanycytes contribute to tissue repair and tumorigenesis upon oncogene activation in mice
**Source:** Nat Commun. 2021 Apr 16;12:2288. doi: 10.1038/s41467-021-22640-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1.** Molecular signatures for different cell clusters.

**Supplementary Data 2.** Shared molecular markers among NSCs, ependymal cells and tanycytes.

**Supplementary Data 3.** Precise  $p$  values and sample size.

# Supplementary material for: Hypothalamic Rax+ tanycytes contribute to tissue repair and tumorigenesis upon oncogene activation in mice
**Source:** Nat Commun. 2021 Apr 16;12:2288. doi: 10.1038/s41467-021-22640-z
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The single-cell and bulk RNA-seq data in this study have been deposited in the Gene Expression Omnibus (GEO) with accession number GSE132943. All other relevant data that support the findings of this study are available within the article and its Supplemental Information files or from the corresponding authors upon reasonable request. A reporting summary for this article is available as a Supplementary Information file. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Field work, collection and transport

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Antibodies

### Antibodies used

Sox2 (polyclonal; R&D Systems; AF2018; Goat; KOY0317071; 1:500),  
 NG2 (polyclonal; Millipore; 3018740; Rabbit; AB5320; 1:200),  
 Olig2 (polyclonal; R&D Systems; AF2418; Goat; UPA0617051; 1:200),  
 NeuN (monoclonal; Abcam; ab104224; Mouse; GR3215839-1; 1:1000),  
 HuC/D (monoclonal; Molecular Probes; A21271; Mouse; 1712094; 1:1000),  
 CC1 (monoclonal; Calbiochem; OP80; Mouse; 2869730; 1:200),  
 S100 (polyclonal; Abcam; ab868; Rabbit; 1:400),  
 Iba1 (polyclonal; Wako; 019-19741; Rabbit; WDG5919; 1:1000),  
 GFP (monoclonal; Rockland; 33302; Goat; 600-401-379; 1:1000),  
 RFP (monoclonal; Rockland; 35055; Rabbit; 600-401-379; 1:1000),  
 GFAP (polyclonal; DAKO; #Z0334; Rabbit; 1:1000),  
 Sox9 (monoclonal; Abcam; ab185966; Rabbit; GR3241181-5; 1:250)  
 PDGFR $\alpha$  (polyclonal; R&D Systems; AF2418; Goat; HMQ0218081; 1:200)  
 Ki67 (monoclonal; Abcam; ab16667; Rabbit; 1:500),  
 mCherry (monoclonal; ThermoFisher; SI259077; Rat; M11217; 1:500),  
 Vimentin (monoclonal; Abcam; ab92547; Rabbit; GR3186827-23; 1:500),  
 Mia (polyclonal; R&D Systems; AF2050; Goat; KNK0115021; 1:50),  
 IGF1R (polyclonal; CST; 3027s; Rabbit; 1:1000),  
 phosphorylated IGF1R (monoclonal; CST; 3024s; Rabbit; 1:1000),  
 $\alpha$ -Tubulin (monoclonal; CST; 3873; Mouse; 12; 1:5000).  
 Cy<sup>™</sup>2 AffiniPure Donkey Anti-Mouse IgG (H+L)(Jackson ImmunoResearch,715-225-150,1:1000)  
 Cy<sup>™</sup>2 AffiniPure Donkey Anti-Rabbit IgG (H+L)(Jackson ImmunoResearch,715-225-152,1:1000)  
 Cy<sup>™</sup>3 AffiniPure Donkey Anti-Goat IgG (H+L)(Jackson ImmunoResearch,715-165-003,1:1000)  
 Cy<sup>™</sup>3 AffiniPure Donkey Anti-Rabbit IgG (H+L)(Jackson ImmunoResearch,715-165-152,1:1000)  
 Cy<sup>™</sup>5 AffiniPure Donkey Anti-Rabbit IgG (H+L)(Jackson ImmunoResearch,715-175-152,1:1000)  
 Cy<sup>™</sup>5 AffiniPure Donkey Anti-Goat IgG (H+L)(Jackson ImmunoResearch,715-175-143,1:1000)

### Validation

All antibodies used in our study were purchased from commercial suppliers and validated by the vendor. Validation data are frequently available in the antibody data sheet on the vendors' websites. We further validated the antibodies by staining positive and negative cell lines/tissues using protocols recommended by the manufacturer. The specificity was further determined by evaluating the morphology of stained cells in immunostaining assay and the size of detected band in immunoblotting assay. All antibodies were initially tested against unstained controls and the antibody dilution ratio was optimized for each antibody.

## Eukaryotic cell lines

### Policy information about cell lines

#### Cell line source(s)

*State the source of each cell line used.*

#### Authentication

*Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.*

#### Mycoplasma contamination

*Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.*

#### Commonly misidentified lines (See [ICLAC](#) register)

*Name any commonly misidentified cell lines used in the study and provide a rationale for their use.*

## Palaeontology and Archaeology

### Specimen provenance

*Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).*

### Specimen deposition

*Indicate where the specimens have been deposited to permit free access by other researchers.*

### Dating methods

*If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.*

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

### Ethics oversight

*Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

## Experiments of concern

Does the work involve any of these experiments of concern:

- | No                       | Yes                                                                                                  |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

Files in database submission

Provide a list of all files available in the database submission.

Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

### Methodology

Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.

Instrument

Identify the instrument used for data collection, specifying make and model number.

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

### Acquisition

### Preprocessing

### Statistical modeling & inference

Models & analysis

How the deposited data were processed for this re-analysis (not part of the article)

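The single-cell and the bulk RNAseq experiments of the paper were re-analysed from the authors' processed files, the former on wild-type mouse ME and the latter on tumor and control ME. For single cells, the ME of 10 mice was pooled into 1 library, and the authors deposited the UMI count of each gene in each of 990 cells as Cell Ranger wrote it, without normalization. For the bulk libraries, the authors deposited the raw read count of each Ensembl gene in 3 control and 4 BrafV600E mutant ME libraries, each from a single mouse. The paper's text does not name the tools behind the bulk counts. Whole numbers with a different total in each column, and gene identifiers that are all in GENCODE M21, were checked in the files. Samples were grouped by their labels and by the paper's Methods, and 0 columns of the count table were left unused.

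The tests, the samples they use, the alternatives and the rule for naming genes were fixed before the data were examined. The bulk genes named are those in the paper's text or Fig. 7d, Rax and Braf, and, among genes past the threshold whose groups do not overlap, the 5 with the largest positive and the 5 with the largest negative log2 fold change. As 0 genes passed the threshold, the latter are none, and the 14 genes at an adjusted p under 0.1 were chosen after their values were seen. In single cells, the genes named are those in the text or figure legends, the receptor tyrosine kinases labelled in Supplementary Fig. 6a and the 5 leading genes of each cluster. The minimum of 3 markers at 3 times the CPM of other cells for naming a cluster was set after the data were seen. Names were chosen among the cell types of the paper, ependymal cells and astrocytes, so clusters were not named after endothelial, mural or mast cells, neutrophils or other pituitary endocrine cells.

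Bulk counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filter on low counts by group size, quasi-likelihood test, adjusted p below 0.05 by Benjamini and Hochberg). Control and mutant libraries were the only groups, and the fit had no covariate. The separation of groups was tested by PERMANOVA over all 35 splits of the 7 libraries into 3 and 4. Gene sets were tested with camera and fry of limma 3.58.1. The lists were forebrain and diencephalon transcription factors, pituitary development genes, G2/M-phase and S-phase genes, interferon-stimulated, complement and antigen presentation genes, ERK output genes and sex genes. Markers of OPCs, oligodendrocytes, astrocytes, neurons, macrophages and microglia, endothelial cells, VLMCs, erythrocytes and pars tuberalis cells, 12 markers used to name tanycytes, and the tanycyte markers of Supplementary Data 2 were added. Reactome sets installed with fgsea 1.28.0 were Neuronal System, Cell Cycle Mitotic, Immune System, Innate Immune System, Cytokine Signaling in Immune system, Interferon Signaling and Complement cascade. Reads that a gene could share with others were gauged by the share of its 50-base stretches found in transcripts of other genes.

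Alternatives for the bulk data were DESeq2 1.42.0, upper-quartile scaling, library sizes alone, limma-voom, no filter on low counts, a filter of at least 10 counts in every library, the replicate number as a block, other thresholds, and each library left out in turn. Alternatives chosen after seeing the data were edgeR's later quasi-likelihood method, its likelihood ratio test, limma-voom with library weights, and the number of detected genes or the Xist level as a covariate. Calls near the engineered Braf and Rax alleles were counted within 10 Mb and compared with other genes by Fisher's exact test.

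UMI counts were log-normalized and clustered in Seurat 5.3.0 (scale factor 10000, means from 0.02 to 8, dispersion of at least 0.5, 20 components, resolution 0.8). Doublets were called with Scrublet through scanpy 1.11.5 at an expected rate of 0.06. Alternatives were resolutions of 0.4 and 1.2, 10 and 30 components, all variable genes, the cells without called doublets, means of log-normalized values, cells thinned to 1000 UMIs, and a list of 58 receptor tyrosine kinases. Exact intervals and permutations were computed in R and in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Depth limits single genes most: 3 UMIs in the clusters with tanycyte markers are 1.35 CPM, and 3 counts over the control libraries are 0.0873 CPM.

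The steps were tested on simulated data. With counts drawn for 20466 genes at the depths of these 7 libraries and no change, edgeR's quasi-likelihood test called 0 genes, limma-voom 0, the likelihood ratio test 1 and DESeq2 18. With 200 genes changed 4-fold, the quasi-likelihood test recovered 16.5% of them with 1 unchanged gene called, limma-voom 13.5% with 0, the likelihood ratio test 32.5% with 22 and DESeq2 36% with 58. With 16-fold changes, they recovered 60.5%, 48.5%, 66.5% and 71%. Each gene was drawn on its own, without a factor shared across a library such as the number of detected genes. The simulation therefore does not gauge false calls from such a factor. In the real libraries, setting controls 2 and 3 and mutant 1 against the rest gave 1671 calls in edgeR and 6477 in DESeq2. In simulated cells, 94.5% of the Poisson intervals held the true value, and genes raised 4-fold measured a median ratio of 3.70.

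Gene ontology annotation, Supplementary Data 1 and the esophageal data of Supplementary Fig. 10 were not used here. The experiments without processed counts, such as lineage tracing, immunostaining and injury, were not analysed here. Single results on some named genes are not reported here.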

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

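The tests of the ERK output genes, by other splits of the libraries and with the number of detected genes as a covariate, and every fit with the Xist level as a covariate were chosen only after the results were seen.

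Npas3 in mutant 4, at 40.4 CPM, lay far from mutants 1 to 3, at 26.8, 26.7 and 26.4 CPM, with a gap of 0.972 of the group's range. Crym in mutant 2, at 87.0 CPM, lay far from the other mutants, at 217, 220.0 and 228 CPM, with a gap of 0.921 of the range. Among 64 groups of 4 libraries examined in this way, 2 passed the limit of Dixon's test, and chance alone gives about 1 in 20. Neither library stood apart for both genes. No biological explanation was tested, since the design gives none for a single mouse. Leaving out either library kept both genes higher in tumor ME.

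Xist, which is transcribed from the inactive X chromosome of female cells, was at 134 CPM in 2 of the 4 mutant libraries (mutants 3 and 4) and at 1.50 and 1.15 CPM in the others, while no control exceeded 0.685 CPM. The Y-linked gene Ddx3y was at 0.334 and 0.536 CPM in mutants 3 and 4 and between 69.7 and 118 CPM in the other 5 libraries. The labels give no sex, and none was assigned here. A sex that separated the groups would raise Xist in all mutant libraries, and it did so in 2 of 4, which argues against sex as the difference between all mutants and all controls. Xist shares 11.8% of its 50-base stretches with other genes, mostly the overlapping Tsix. A share of the difference between groups remains open, because the mutant group alone holds libraries with Xist. With the Xist level as a covariate, edgeR called 0 genes, with 691 at an unadjusted p under 0.05 (1661 without it; DESeq2 without it called 376), and the median log2 fold change of the sex genes turned to 0.96. Without it, the 5 sex genes tested had a median of -0.58 and a mean of 0.54 (camera adjusted p = 0.0487). When each library was left out in turn, the sex genes passed in only 2 of 7 fits. Their median then lay between -1.64 and -0.19, with a camera adjusted p of up to 0.286.

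ERK output genes, a list of 10 transcripts induced by signaling through the pathway of which Braf is part, were not discussed as a group by the paper, which names Etv4 alone. All 4 mutant libraries had a mean log2 CPM above every control, between 4.67 and 4.95 against at most 3.76. The median log2 fold change was 0.96, with 9 of 10 genes higher (camera adjusted p = 2.5e-05 and fry adjusted p = 0.0101, but 0.0696 with an estimated correlation). It was 0.89 without Etv4, and DESeq2 called 2 of the genes. If the number of detected genes made the difference, the median would fall toward 0 with that number as a covariate, and it stayed at 0.93. Of 35 splits of the libraries, 2 gave as small a p, the real one included, so the split test leaves open that libraries grouped at random differ as much. With each library left out in turn, the median stayed between 0.83 and 1.41 and the set stayed past the threshold. An effect of the BrafV600E allele, which the design names, stays open and untested, as does a change in cell types.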

How the results depend on the processing

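The fits by edgeR's later quasi-likelihood method and its likelihood ratio test, limma-voom with library weights, and the fits with the number of detected genes or the Xist level as a covariate were chosen only after the results were seen. The alternatives for normalized values do not apply to counts, and a filter on cells with fewer than 500 UMIs removed 0 cells and was not run again.

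The count of differentially expressed genes depended most on the tool and the filter. EdgeR's quasi-likelihood test gave 0, with 1661 at an unadjusted p under 0.05. DESeq2 gave 376, 69.4% of them higher in tumor ME, and edgeR without the filter gave 240, 42.1% higher. Upper-quartile scaling gave 1 and no scaling 3. At least 10 counts in every library gave 13, with 12402 genes tested. An unadjusted p below 0.001 with an absolute log2 fold change above 1 gave 65, and an adjusted p below 0.1 gave 14. An absolute log2 fold change above 1 and limma-voom each gave 0. Of the fits chosen later, the later method gave 25 (36% higher), the likelihood ratio test 249 (62.7%), library weights 47 (12.8%), the covariate of detected genes 1 and the Xist covariate 0. Leaving out 1 library gave between 0 and 45 genes, 45 without control 1 and 16 without control 3. DESeq2 and the unfiltered edgeR fit shared 142 calls, and DESeq2 and the likelihood ratio test 239. For fewer genes tested, the adjustment covers fewer tests by construction. For the rest, the cause was not tested. The median of all genes was 0.126 in the TMM fit, 0.253 without scaling, 0.351 in limma-voom, 0.255 with library weights, 0.268 with the replicate block, 0.0127 with the covariate of detected genes, -0.0107 with the Xist covariate and 0.271 without control 1.

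Control and mutant libraries carry the same replicate numbers, but same-numbered libraries did not deviate together. Their deviations from the group means correlated across genes at -0.45, -0.0076 and -0.23, and neither the labels nor the paper's text pair them. With the replicate block, edgeR called 0 genes, with 549 at an unadjusted p under 0.05, and 18 of 27 sets passed. The block had no mutant 4 partner among the controls.

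Of the 29 named genes and of Rax and Braf, the alternatives set beforehand gave 419 comparisons: 364 kept direction and side of the threshold, 50 passed it and 5 reversed. The added fits gave 155, of which 130 kept both, 23 passed and 2 reversed. Every reversal was of Rax or Braf. Leaving out 1 library gave log2 fold changes of -0.42 to 1.32 for Rax and of -0.18 to 0.55 for Braf. Braf was at -0.59 with the covariate of detected genes and at -0.17 with the Xist covariate. The cause was not tested. The named genes kept their direction in each setting that tested them.

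Gene sets gave 351 comparisons by alternatives set beforehand: 274 kept direction and side, 50 were weaker, 20 stronger and 7 reversed. The added fits gave 54: 39, 3, 1 and 11. Of 27 sets, 20 passed with camera, 0 with an estimated correlation, 2 with fry, 21 without scaling, 25 without the filter and 18 without the genes that the paper names. With an estimated correlation, no longer past the threshold were the forebrain and diencephalon transcription factors (0.85), G2/M-phase genes (0.91), interferon-stimulated genes (-1.07) and pituitary development genes (-1.59). With fry, the last 3 did not pass either (0.91, -1.07 and -1.59). These tests differ in their spread by construction, with the same medians. In fry, the directions of S-phase genes (median -0.0539), Cell Cycle, Mitotic (0.0035), Immune System (0.0228), Innate Immune System (0.0245) and Cytokine Signaling (0.0176) turned upward. Fry does not compare a set with the other genes, whose median lay above 0. Without the filter, S-phase genes (-0.12), Cell Cycle, Mitotic (-0.0421) and Immune System (0.0485) passed downward. Without the genes the paper names, the forebrain and diencephalon transcription factors did not pass (0.42), since these genes made up part of the list. Leaving out 1 library moved the median of astrocyte markers between 0.25 and 0.60, of pituitary development genes between -1.95 and -0.19, of S-phase genes between -0.32 and 0.15, of Cell Cycle, Mitotic between -0.0862 and 0.10, and of Immune System between -0.0142 and 0.12. Sets that passed with every library left out also moved by over 1.5 times, among them interferon-stimulated genes (-1.35 to -0.62), complement genes (-1.24 to -0.67), endothelial (-1.41 to -0.76) and oligodendrocyte markers (-1.56 to -0.77), Neuronal System (0.31 to 0.73), G2/M-phase genes (0.59 to 1.19), forebrain and diencephalon transcription factors (0.74 to 1.32) and the tanycyte markers of Supplementary Data 2 (-0.50 to -0.0608). Without control 1, astrocyte markers turned downward, pituitary development genes no longer passed and the other 3 sets passed. That fit keeps only the controls with few detected genes, so these shifts may come from that number. Without control 3, Cell Cycle, Mitotic turned upward. Leaving out 1 library also moved neuron markers between 0.18 and 0.65, with 4 of 7 fits past the threshold. Sex genes moved between -1.64 and -0.19, with 2 of 7 past it. Interferon Signaling passed in each fit but moved between -0.15 and -0.0066. With the covariate of detected genes, directions reversed for erythrocyte markers (0.22), S-phase genes (-0.0038), the markers used to name tanycytes (-0.0752), the tanycyte markers of Supplementary Data 2 (0.075), Cell Cycle, Mitotic (0.17), Immune System (0.0756), Innate Immune System (0.0876) and Cytokine Signaling (0.0712). With the Xist covariate they reversed for erythrocyte markers (0.32), sex genes (0.96) and the markers used to name tanycytes (-0.10). The cause was not tested.

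The separation of the groups stayed above an exact permutation p of 0.05 in its 10 alternatives, with R2 from 0.228 to 0.443. Leaving out a mutant leaves 10 splits and leaving out a control 15, too few to pass. Of genes within 10 Mb of Braf or Rax, DESeq2 called 4 of 767, against 372 of 46706 elsewhere, and edgeR called none near or elsewhere. DESeq2's totals include genes without an adjusted p, which could not be called.

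In single cells, the 6 other clusterings gave 10 to 14 clusters, and the ranks of Igf1r and Ntrk2 by ratio were the same in each and in the list of 58. Of 10 genes, 8 were highest in the clusters with tanycyte markers, and 4 were so at a resolution of 1.2 and 4 without the called doublets, because a cluster of mostly ependymal markers then split off. Of 112 ranks of single genes or sets, 97 were the same and 15 moved. Depth limits genes such as Mki67, Mcm2, Lepr and Ngfr, with 80, 37, 29 and 19 UMIs in all, and intervals do not cover differences between mice.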

Differences from the paper's values

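EdgeR's likelihood ratio test, its later method, library weights and the 2 covariates were chosen only after the results were seen.

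The paper's count of differentially expressed genes is 291. EdgeR's quasi-likelihood test gave 0, with 1661 at an unadjusted p under 0.05 and 376 by DESeq2. Among the alternatives set before the data were examined, DESeq2 (376) and no filter on low counts (240) lie within 1.5 times the paper's count. Upper-quartile scaling (1), no scaling (3), limma-voom (0), at least 10 counts in every library (13), the replicate block (0), each library left out (0 to 45), the fold minimum (0), the unadjusted threshold (65) and an adjusted p below 0.1 (14) do not. The likelihood ratio test, chosen after seeing the values, gave 249. The other fits chosen later gave 25, 47, 1 and 0.

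The paper's pars tuberalis cluster has 33 cells, and the PTC-like cluster had 55. With 10 components it had 41, within 1.5 times the paper's number. It had 53 at a resolution of 0.4, 58 at 1.2, 52 with 30 components, 54 with all variable genes and 53 without called doublets, each beyond it. The paper's legend gives cluster sizes by cluster number, and 51 cells were matched to the paper's macrophages and microglia by the widths of Supplementary Fig. 6a, read by eye. By that match the paper's number is 51, and the macrophage- or microglia-like cluster had 81. It had 78 with 10 components and 81 in the other 5 clusterings, all beyond 1.5 times. Both sizes are of the same 990 cells, but the cluster names were rebuilt here from markers, and the differences may come from that or from the match by eye, as the 41 cells with 10 components show for the PTC-like cluster.

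The paper calls its pars tuberalis cluster by Slc47a1 and Tshb together. Here Slc47a1 was at 1083 CPM in the unnamed cluster 10 and Tshb in the PTC-like cluster, and 3 cells carried both. The paper describes Igf1r as relatively specific to tanycytes. Its ratio to the highest other cluster was 1.01, and between 1.00 and 1.11 across the clusterings. The ratio of Ntrk2 was 4.47, but Ntrk2 was lower than in a cluster of mostly ependymal markers at a resolution of 1.2 and without called doublets. The paper describes immune response genes as lower in tumor ME. The lists of interferon-stimulated, complement and antigen presentation genes and of macrophage markers were lower, and Reactome's Immune System had a median of 0.02, below the 0.13 of all tested genes, with 399 of 778 genes higher. The paper describes cell division genes as higher. G2/M-phase genes were, and of 394 genes of Reactome's Cell Cycle, Mitotic, 197 were higher.

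Of the 29 genes the paper names as changed, edgeR's quasi-likelihood test called 0, with all 29 at an unadjusted p under 0.05. DESeq2 called 25, edgeR without the filter 19, without control 1 3 (Lum, Mog and Ptprz1), and without scaling, with at least 10 counts in every library and without control 3 called Ptprz1. Chosen after seeing the values, the likelihood ratio test called 19, the later method 2 (Hesx1 and Ptprz1) and library weights 2 (Lum and Ptprz1).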

Other observations

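Of the tests below, those of the number of detected genes, of the splits with DESeq2 and with gene sets, of Eno1 and of the Gt(ROSA)26Sor locus were chosen only after the results were seen.

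Other splits of the 7 libraries into 3 and 4 gave results as large. For edgeR's 0 calls, all 35 splits gave as many, which any split must, so that count tells nothing. The split of controls 2 and 3 and mutant 1 against the rest gave 1671. For its 1661 genes at an unadjusted p under 0.05, 3 splits did. For DESeq2's 376 calls, 3 splits did, with 6477 for that same split. For the 20 gene sets past the threshold, 2 splits gave as many, the real one included. The split test thus leaves open that DESeq2's calls, edgeR's genes at the unadjusted threshold and the number of sets arise without a difference between the groups, and for single sets 2 of 35 splits gave as small a p for interferon-stimulated genes, complement genes, VLMC markers and Neuronal System, 3 for the forebrain and diencephalon transcription factors, 4 for OPC and pars tuberalis markers, and 7 for G2/M-phase genes, Interferon Signaling and pituitary development genes. Complement cascade had 2, endothelial and oligodendrocyte markers 3, antigen presentation genes 4, sex genes 12, astrocyte markers 13 and the tanycyte markers of Supplementary Data 2 had 14.

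The number of detected genes differed 2.29-fold between libraries. The R2 of controls 2 and 3 and mutant 1, the libraries with the fewest, against the other 4 was 0.447, against 0.252 for the groups, which is consistent with the number of detected genes as a main source of the distances. A lower yield of cDNA in these libraries is a candidate explanation that the labels and the paper's text do not test. Genes of the annotation class TEC had a median log2 fold change of 0.72 over 919 genes, and protein-coding genes one of 0.07. TEC genes took 3358, 1148 and 899 CPM in controls 1 to 3 and 1087, 2296, 3844 and 4714 CPM in mutants 1 to 4. With the number of detected genes as a covariate, their median turned to -0.49, so that this number may account for their direction. LincRNA genes behaved alike, with 0.52 and, with the covariate, -0.53. The tumor itself stays open as a source, since 3 of the 4 libraries with the most detected genes are from tumors and the groups differ in this number.

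Within 10 Mb of Braf or Rax, DESeq2 called 4 of 767 genes, 0.522%, and 0.796% elsewhere (two-sided Fisher's exact test, odds ratio 0.653, p = 0.537). The totals here and for the 20 Mb window include genes without an adjusted p, 30890 of all 47473. These could not be called, so the Fisher test does not compare callable genes and decides nothing. The place of the calls does not depend on these totals. With 372 of the 376 elsewhere, it argues against sequence from another strain within 10 Mb of the engineered alleles as the source of most of DESeq2's calls. Strain sequence reaching farther is not covered by that window. EdgeR called no gene near or elsewhere, so its count decides nothing. Within 20 Mb of Braf alone, DESeq2 called 11 of 749 (odds ratio 1.89, Fisher's exact p = 0.0555, adjusted over 6 windows 0.333). Ptprz1 is among them, so strain sequence around Braf stays open for this gene.

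Markers of pars tuberalis cells, VLMCs, erythrocytes, and macrophages and microglia were lower in tumor ME as sets, though not in each library. Pars tuberalis markers had a median log2 fold change of -1.48 and VLMC markers -0.75 (camera adjusted p = 1.8e-07). Erythrocyte markers had -0.57 (camera adjusted p = 6.4e-04) and macrophage and microglia markers -0.96. All 4 sets were thus lower and past the threshold, as a smaller share of neighbouring tissue in the tumor dissections predicts. The paper counts erythrocytes, macrophages and microglia among the cells of the dissected ME. Fewer normal cells of the ME itself predict the same, so the 4 sets cannot decide between the 2. Leaving out 1 library moved these medians from -1.79 to -0.70 (without control 1) for pars tuberalis, -0.84 to -0.50 for VLMC, -1.24 to -0.27 (without control 3) for erythrocyte and -1.34 to -0.66 for macrophage and microglia markers. Erythrocyte markers in mutant 1 had a mean log2 CPM of 7.99, above every control (at most 7.55), and macrophage and microglia markers in mutants 1 and 4 lay within the control range. Of 35 splits, 13 gave as small a p for erythrocyte markers and 6 for macrophage and microglia markers, so for these sets the fall is weak evidence. Endothelial markers also fell (-0.96, camera adjusted p = 8.1e-08). Fewer such cells within the tumor, or lower expression in them, stays open as an untested biological explanation. The fall of erythrocyte markers turned to 0.22 with the number of detected genes as a covariate. Of the pituitary development genes, 4 were higher and control 1 set much of the median, so a share of pars tuberalis in control 1 may contribute, at -0.19 without control 1.

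Eno1b fell from 163 ± 94.2 to 5.23 ± 2.80 CPM, a log2 fold change of -4.94, and Gm4735 by 3.69 on the log2 scale, from 102 ± 57.6 to 7.84 ± 2.58 CPM. Most of the 50-base stretches of Eno1b (76.4%) also occur in Eno1, at 1466 ± 603 CPM in control and 1783 ± 539 CPM in tumor ME, and 91.8% of those of Gm4735 occur in Eno1b. Eno1 changed by 0.28 (standard error 0.36, edgeR adjusted p = 0.890). Reads of Eno1 assigned to these copies in some libraries would move its level by less than its spread, so shared reads and a change of Eno1b itself cannot be told apart.

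Gt(ROSA)26Sor, the transcript at the locus often used for reporter alleles, fell from 143 ± 24.1 to 37.8 ± 5.73 CPM, a log2 fold change of -1.91. A change of the whole region is argued against by its 23 tested neighbours within 500 kb, whose median was 0.0663, with 0 called by DESeq2 and 2 at an unadjusted p under 0.05 in edgeR. An allele inserted at this locus in 1 group could lower the transcript. The paper's Methods name no such allele for these mice and the count table lists no inserted sequence, so this cannot be told apart from a change in its expression of -1.91.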
